# Comparative RNA-Seq transcriptome analyses reveal dynamic time-dependent effects of ^56^Fe, ^16^O, and ^28^Si irradiation on the induction of murine hepatocellular carcinoma

**DOI:** 10.1186/s12864-020-06869-4

**Published:** 2020-07-01

**Authors:** Anna M. Nia, Kamil Khanipov, Brooke L. Barnette, Robert L. Ullrich, George Golovko, Mark R. Emmett

**Keywords:** RNA-Sequencing, Self-organizing maps, Novel transcripts, Carcinogenesis, Tumor microenvironment

## Abstract

**Background:**

One of the health risks posed to astronauts during deep space flights is exposure to high charge, high-energy (HZE) ions (Z > 13), which can lead to the induction of hepatocellular carcinoma (HCC). However, little is known on the molecular mechanisms of HZE irradiation-induced HCC.

**Results:**

We performed comparative RNA-Seq transcriptomic analyses to assess the carcinogenic effects of 600 MeV/n ^56^Fe (0.2 Gy), 1 GeV/n ^16^O (0.2 Gy), and 350 MeV/n ^28^Si (0.2 Gy) ions in a mouse model for irradiation-induced HCC. C3H/HeNCrl mice were subjected to total body irradiation to simulate space environment HZE-irradiation, and liver tissues were extracted at five different time points post-irradiation to investigate the time-dependent carcinogenic response at the transcriptomic level. Our data demonstrated a clear difference in the biological effects of these HZE ions, particularly immunological, such as Acute Phase Response Signaling, B Cell Receptor Signaling, IL-8 Signaling, and ROS Production in Macrophages. Also seen in this study were novel unannotated transcripts that were significantly affected by HZE. To investigate the biological functions of these novel transcripts, we used a machine learning technique known as self-organizing maps (SOMs) to characterize the transcriptome expression profiles of 60 samples (45 HZE-irradiated, 15 non-irradiated control) from liver tissues. A handful of localized modules in the maps emerged as groups of co-regulated and co-expressed transcripts. The functional context of these modules was discovered using overrepresentation analysis. We found that these spots typically contained enriched populations of transcripts related to specific immunological molecular processes (e.g., Acute Phase Response Signaling, B Cell Receptor Signaling, IL-3 Signaling), and RNA Transcription/Expression.

**Conclusions:**

A large number of transcripts were found differentially expressed post-HZE irradiation. These results provide valuable information for uncovering the differences in molecular mechanisms underlying HZE specific induced HCC carcinogenesis. Additionally, a handful of novel differentially expressed unannotated transcripts were discovered for each HZE ion. Taken together, these findings may provide a better understanding of biological mechanisms underlying risks for HCC after HZE irradiation and may also have important implications for the discovery of potential countermeasures against and identification of biomarkers for HZE-induced HCC.

## Background

An important goal for the National Aeronautics and Space Administration (NASA) is to identify the effects of spaceflight-like conditions on irradiation-induced cancer. However, understanding the mechanisms of irradiation-induced cancer is impeded by the fact that there are no quantitative data from human populations exposed to the specific types of irradiation encountered during missions beyond low-earth orbit (LEO) or in deep space. During these missions, astronauts will be continuously exposed to low dose ionizing irradiation (LDR). In particular, high charge, high-energy (HZE) ions such as ^56^Fe, ^16^O, and ^28^Si are the major high linear energy transfer (LET) sources in deep space [1–3]. Previous studies have indicated that irradiation of mice with low dose HZE, specifically ^56^Fe ions, significantly increases the incidences of HCC, but there is a limited understanding of potential mechanisms [4]. Previous studies by multiple investigators have shown that irradiation of mice with HZE particles induces oxidative damage, and micro-environmental changes that are thought to play a role in the carcinogenic processes, yet a detailed analysis of these processes has not been undertaken [2, 4–11]. The main goal of these studies was to establish an association between HZE irradiation and a specific response such as oxidative stress, microenvironmental changes, and/or apoptosis.

The pathogenic process involved in the development of HCC and other cancers following irradiation exposure likely begins with the induction of mutagenic, and/or epigenetic changes and production of oncometabolites that further results in transcriptional alterations leading to a premalignant state. Irradiation can activate and/or inhibit a myriad of transcriptional pathways that are mainly involved in inflammation and oxidative changes that may play a role in the subsequent development of irradiation-related cancers, which involves chronic oxidative stress leading to irradiation-induced tissue injury, and the subsequent development of HCC [7, 11, 12]. The use of RNA-Seq, an approach to transcriptome profiling, which utilizes the deep-sequencing technologies, has become an increasingly common technique to study biological phenomena at the molecular level. This approach generates quantitative data of thousands of different messenger RNAs (mRNAs) with each experiment. To better understand the molecular mechanisms of HZE induced hepatic carcinogenesis, we performed RNA isolation and sequencing of the livers of male C3H/HeNCrl mice. This strain has been shown to be susceptible to the induction of low-dose HZE-induced spontaneous HCC [4]. Low dose irradiation induces micro-environmental changes that lead to carcinogenesis and potentially tumor development. We conducted transcriptomic analyses to identify altered transcript expression in response to different types of HZE irradiation. The results of the present study confirm previous observations of significant differences between ^56^Fe irradiation and non-irradiated control with respect to the induction of HCC [4, 10].

Additionally, the alignment of RNA-Seq reads to the reference set of transcripts usually highlights a small but significant fraction of novel transcripts. Such transcripts are usually unexplored due to their unmappability to the genome sequence and/or the fact that they are missing gene annotations. In recent years, there has been increased attention paid to the unannotated transcript expression data as a potentially valuable resource to identify novel transcripts missing from the existing transcriptome annotations [13–18]. The unannotated transcripts from RNA-Seq in our experiments offered us an opportunity to find novel transcripts that are significantly affected by HZE and potentially associated with irradiation-induced HCC.

To gain biological knowledge about the scope of the cellular processes involved in the irradiation-induced HCC, we analyzed quantitative transcriptional changes in the livers of C3H/HeNCrl mice after irradiation with ^56^Fe, ^16^O, and ^28^Si compared with those from non-irradiated control. These analyses helped us define key molecular components that are driving the HZE induced transcriptional changes leading to HCC as well as functional roles of unannotated transcripts.

## Results

### Differential expression analysis of ^56^Fe reveals dynamic time-dependent changes in inflammatory response at the whole transcriptome level

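Ribosome-depleted RNA from the left liver lobe of male C3H/HeNCrl mice, an inbred strain used in liver carcinogenesis work, was sequenced from 3 non-irradiated control mice and 3 mice given 0.2 Gy of 56Fe ions at each of 5 times. The times were 30, 60, 120, 270 and 360 days after exposure, which makes 15 libraries per group. Each time point had its own mice and its own controls, and the 3 controls of a time point served the comparisons with all 3 ions. The authors trimmed the reads, mapped them to GRCm38 with the Ensembl annotation in CLC Genomics Workbench and deposited transcript-level RPKM, that is reads scaled by transcript length and by the mapped reads of the library, for 123811 transcripts of 38204 genes. The steps between low values of single-transcript genes gave the depth behind them, which was 11412665 to 24341338 (median 17324524) mapped read pairs per control library and 14612726 to 22212025 (median 18688265) per 56Fe library. The percentage of mapped reads that the transcripts accounted for had a median of 47.7 at 1 month and 85.4 at 9 months in control mice, and of 52.9 and 83.1 in 56Fe mice. From these values, libraries of a comparison were scaled by trimmed means, and transcripts or genes (the sum of the RPKM of a gene's transcripts) with at least 0.5 RPKM in 3 of the 6 libraries were kept. Then log2(RPKM + 0.1) was compared between 3 ion and 3 control libraries with limma and Benjamini-Hochberg adjustment. A fold change on this scale understates the change of a gene with a low RPKM. Transcripts and genes are counted at the thresholds the paper states, an adjusted p of at most 0.05 and a fold of at least 2. A named gene or a member of a gene list is said to have risen or fallen at an adjusted p of at most 0.05 over all genes tested. The pseudocount of 0.1, the filter at 0.5 RPKM and the scaling are the choices that could change the numbers.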

Transcriptional changes and altered pathways associated with ^56^Fe induced hepatic carcinogenesis were evaluated using differential expression analysis of RNA-Seq data in ^56^Fe irradiated compared to non-irradiated control mice at five different time points (1mo, 2mo, 4mo, 9mo, and 12mo). 

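In 56Fe livers, Tfrc of iron uptake at 1 month, Alas1 of haem synthesis and Ppp1r3c of glycogen metabolism at 4 months and Cdh1 of cell adhesion at 9 months were among the genes that passed. At 1 month, Tfrc, the transferrin receptor through which cells take up iron, lay on chromosome 16 of GRCm38 from 32608920 to 32632794 and had 9.68 ± 0.454 RPKM (SD, n = 3) in control mice and 3.92 ± 0.454 RPKM (SD, n = 3) in 56Fe mice. Tfrc had a log2 fold change of -1.26 (standard error 0.128, adjusted p = 0.00179 from limma). Livers at 4 months had less mRNA of Alas1, the first enzyme of haem synthesis, with 206 ± 66.7 RPKM (SD, n = 3) in control mice and 24.4 ± 6.94 RPKM (SD, n = 3) in 56Fe mice. Alas1 had a log2 fold change of -3.04 (standard error 0.293, adjusted p = 0.00775 from limma). Ppp1r3c, a subunit that directs protein phosphatase 1 to glycogen, rose, with 7.50 ± 0.911 RPKM (SD, n = 3) in control mice and 25.1 ± 3.86 RPKM (SD, n = 3) in 56Fe mice. Ppp1r3c had a log2 fold change of 1.75 (standard error 0.130, adjusted p = 0.00149 from limma). Genes of the circadian clock moved at 4 months too, among them Arntl and Clock, which rose. The paper's text gives no hour of collection, so a difference in hour was not tested as a source of these 4-month changes. At 9 months, Cdh1, which encodes E-cadherin, had 1.47 ± 0.267 RPKM (SD, n = 3) in control mice and 6.35 ± 0.906 RPKM (SD, n = 3) in 56Fe mice. Cdh1 had a log2 fold change of 2.04 (standard error 0.171, adjusted p = 0.0106 from limma). Cdh1 had adjusted p 0.0855 without control replicate 2. At 9 months Cdh1 shifted against other times by -1.93 on the log2 scale in control mice and by 0.32 in 56Fe mice. Much of its 9-month difference thus lies in the controls. At 1 month all 13 protein-coding genes of the mitochondrial genome were higher, with a median log2 fold change of 1.14. The 2 that rose were mt-Nd4l and mt-Cytb (12 adjusted over the list alone). Numbers with 1 library left out were 0, 0 and 7 without control replicates 1 to 3 and 10, 0 and 0 without 56Fe replicates 1 to 3. Genes past both thresholds numbered 55, 0, 32, 111 and 0 at 1, 2, 4, 9 and 12 months. Of these, 26, 0, 17, 44 and 0 rose and 29, 0, 15, 67 and 0 fell, among 11123, 11083, 11273, 11343 and 11442 tested. At an unadjusted p under 0.05 there were 1402, 1376, 1384, 3033 and 393, and limma-voom on estimated reads called 79, 6, 47, 147 and 0. With 1 library left out, the 1-month count was 49, 40 and 70 without control replicates 1 to 3 and 64, 23 and 30 without 56Fe replicates 1 to 3. The 4-month count was 28, 49 and 28 without control replicates 1 to 3 and 19, 6 and 22 without 56Fe replicates 1 to 3. The 9-month count was 11, 0 and 170 without control replicates 1 to 3 and 2, 10 and 210 without 56Fe replicates 1 to 3. Single transcripts past the thresholds numbered 1, 7, 0, 8 and 3. Of these, 0, 5, 0, 3 and 1 rose and 1, 2, 0, 5 and 2 fell, among 27668, 26717, 23051, 23186 and 24257 tested. At an unadjusted p under 0.05 there were 1915, 2461, 2065, 3594 and 1308, and limma-voom called 0. The 2-month calls included a transcript of Ly6e, a surface antigen gene, with 2.65 ± 0.398 RPKM (SD, n = 3) in control mice and 13.0 ± 1.18 RPKM (SD, n = 3) in 56Fe mice. This transcript had a log2 fold change of 2.28 (standard error 0.156, adjusted p = 0.0189 from limma) and adjusted p 0.121 to 0.274 without any 1 library other than control replicate 1 and control replicate 3. The 2-month count of transcripts was 11, 0 and 8 without control replicates 1 to 3 and 0 without 56Fe replicates 1 to 3. Leaving out 1 library gave 0 to 2 at 1 month (2 without 56Fe replicate 1), 0 to 1 at 4 months (1 without 56Fe replicate 2), 0 to 22 at 9 months (22 without 56Fe replicate 3) and 0 to 5 at 12 months (5 without control replicate 3) for transcripts, and 0 to 3 at 2 months and 0 to 3 at 12 months (3 without control replicate 3) for genes.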

Table 1 shows the total number of differentially expressed transcripts at each time point. IPA was used to functionally annotate and map the biological processes involving these differentially expressed transcripts (Fig. 1). Inflammatory pathways and their temporal importance in irradiation-induced tissue injury are poorly understood. In this regard, the analyses revealed significant activation of acute-phase response signaling at 1 month, followed by significant inhibition of this pathway at 2, 4, 9, and 12 months. 

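At 1 month after 56Fe the metallothionein genes Mt1 and Mt2, whose metal-binding products are made by the liver in the acute phase, were several-fold higher than in controls. Mt1, on chromosome 8 of GRCm38 from 94179082 to 94180327, had 12.2 ± 0.944 RPKM (SD, n = 3) in control mice and 55.1 ± 17.7 RPKM (SD, n = 3) in 56Fe mice. Mt1 had a log2 fold change of 2.15 (standard error 0.221, adjusted p = 0.00180 from limma). Mt2, on chromosome 8 of GRCm38 from 94172664 to 94173568, had 2.99 ± 1.67 RPKM (SD, n = 3) in control mice and 22.0 ± 5.83 RPKM (SD, n = 3) in 56Fe mice. Mt2 had a log2 fold change of 2.98 (standard error 0.295, adjusted p = 0.00164 from limma). Of 33 genes of positive acute phase proteins, 3 rose and 0 fell (9 and 0 adjusted over the list alone). The third was the complement gene C9 (log2 fold change 0.63, adjusted p = 0.0496). C9 had adjusted p 0.0582 to 0.242 without any 1 library other than control replicate 3. In the list 26 were higher, with a median log2 fold change of 0.24 (adjusted p = 3.01e-07 from camera, and adjusted p = 0.850 with an estimated correlation). Among 16 genes of negative acute phase proteins, 1 fell (1 adjusted over the list alone), Serpina7, the thyroxine-binding globulin, with 16.5 ± 5.53 RPKM (SD, n = 3) in control mice and 3.15 ± 0.404 RPKM (SD, n = 3) in 56Fe mice. Serpina7 had a log2 fold change of -2.27 (standard error 0.189, adjusted p = 5.77e-04 from limma). In the list of 34 positive acute phase genes limma called 0 at 2, 4 and 12 months. Numbers at an unadjusted p under 0.05 were 6, 2 and 0, by limma-voom 0 and adjusted over the list alone 2, 0 and 0. Median log2 fold changes were 0.08, -0.27 and -0.06 at these times. At 9 months 3 rose, Socs3, Saa3 and Lrg1, and 1 fell, Hamp2, a hepcidin gene (4 and 2 adjusted over the list alone). The median was 0.37 (adjusted p = 0.00207 from camera, and adjusted p = 0.872 with an estimated correlation). Socs3 encodes an inhibitor of cytokine signalling (log2 fold change 1.99, adjusted p = 0.0366). Socs3 had adjusted p 0.126 without control replicate 2, 0.0907 without 56Fe replicate 1 and 0.130 without 56Fe replicate 2. With 1 library left out, the number that rose was 1, 0 and 5 without control replicates 1 to 3 and 0, 0 and 2 without 56Fe replicates 1 to 3. In the same livers the 15 tested markers of Kupffer cells, the liver's macrophages, were all higher at 9 months, with a median log2 fold change of 0.44 and 0 that passed (4 at an unadjusted p under 0.05, 1 by limma-voom, 0 adjusted over the list alone). Of the molecules that the study's pathway tables list for acute phase response signaling, which were chosen on these samples and are no independent evidence of direction, 15, 11, 12, 19 and 13 were tested as genes at 1, 2, 4, 9 and 12 months. Of these, 9, 7, 7, 12 and 8 were higher and 6, 4, 5, 7 and 5 lower, and C9 at 1 month and Il1r1 and Socs3 at 9 months rose. The paper describes the microenvironment soon after 56Fe as proinflammatory and as the source of this activation, and from the inhibition later it proposes that an impaired immune response takes part in hepatic carcinogenesis.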

The microenvironment present early after ^56^Fe irradiation is proinflammatory and results in the activation of inflammatory pathways, such as acute phase response signaling. This is a rapid inflammatory response that provides protection against noxious stimuli using non-specific defense mechanisms [19–21]. Tissue inflammation can naturally subside over time, but a significant suppression of inflammatory genes, which we see in our data, is characteristic of induced capillary remodeling and angiogenesis [22]. The prominent inhibition of acute phase response signaling at later time points compared to non-irradiated animals suggests that impaired immune response and regulation are involved in accelerated hepatic carcinogenesis in these mice. Similarly, the peroxisome proliferator-activated receptor α (PPARα), a ligand-activated transcription factor that belongs to the family of nuclear receptors, is significantly affected at 1 month (activated), 2 months (inhibited), 4 months (inhibited), 9 months (inhibited), and 12 months (activated). 

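At 9 months after 56Fe, target genes of PPARα, which burn or store fatty acids, were lower than in controls. In all, 11 of 32 fell and 0 rose (22 and 0 adjusted over the list alone), and 29 were lower, with a median log2 fold change of -0.47. Cd36, the fatty acid transporter, lay on chromosome 5 of GRCm38 from 17781690 to 17888801 and had 57.4 ± 12.4 RPKM (SD, n = 3) in control mice and 7.63 ± 4.59 RPKM (SD, n = 3) in 56Fe mice. Cd36 had a log2 fold change of -3.08 (standard error 0.383, adjusted p = 0.0202 from limma). Acot3, an acyl-CoA thioesterase, had 6.58 ± 3.58 RPKM (SD, n = 3) in control mice and 0.347 ± 0.200 RPKM (SD, n = 3) in 56Fe mice. Acot3 had a log2 fold change of -3.86 (standard error 0.417, adjusted p = 0.0123 from limma). The lipid droplet gene Plin2 fell too (log2 fold change -1.14, adjusted p = 0.0380). Plin2 had adjusted p 0.0512 to 0.135 without any 1 library other than 56Fe replicate 3. The number that fell depended on single mice and was 1, 0 and 7 without control replicates 1 to 3 and 0, 1 and 15 without 56Fe replicates 1 to 3. Cd36 had adjusted p 0.0505 without control replicate 1, 0.116 without control replicate 2 and 0.0668 without 56Fe replicate 1. The list as a whole had adjusted p = 1.80e-09 from camera, and adjusted p = 0.850 with an estimated correlation. Between 4 and 9 months, 11 of 32 targets rose and 0 fell in the control mice themselves (median 0.45), whereas in 56Fe mice limma called 0 of 30, with 10 at an unadjusted p under 0.05 and a median of -0.23. A change in the 9-month controls, which all 3 ions share, is thus part of this difference. At 1 month 4 members fell and 1 rose (5 and 3 adjusted over the list alone; adjusted p = 0.116 from camera). Cyp4a10, a fatty acid hydroxylase, had 4.15 ± 1.36 RPKM (SD, n = 3) in control mice and 0.994 ± 0.349 RPKM (SD, n = 3) in 56Fe mice. Cyp4a10 had a log2 fold change of -1.93 (standard error 0.297, adjusted p = 0.0137 from limma). Cyp4a10 had adjusted p 0.0546 without control replicate 2. The member that rose was Ppara itself (log2 fold change 0.58, adjusted p = 0.0408). Ppara had adjusted p 0.0617 to 0.226 without any 1 library other than control replicate 3. Livers at 2 months had 27 of 28 members lower, with 0 that passed (12 at an unadjusted p under 0.05, 0 by limma-voom, 8 adjusted over the list alone). Their median was -0.25 (adjusted p = 1.93e-10 from camera, and adjusted p = 0.850 with an estimated correlation). At 4 months 2 rose (7 adjusted over the list alone; adjusted p = 3.19e-07 from camera, and adjusted p = 0.850 with an estimated correlation). Fgf21, a fasting hormone of the liver, on chromosome 7 of GRCm38 from 45613886 to 45615490, had 1.04 ± 0.194 RPKM (SD, n = 3) in control mice and 6.23 ± 1.63 RPKM (SD, n = 3) in 56Fe mice. Fgf21 had a log2 fold change of 2.47 (standard error 0.213, adjusted p = 0.00384 from limma). The other was Pdk4 (log2 fold change 1.38, adjusted p = 0.0461), a kinase that slows glucose oxidation. Pdk4 had adjusted p 0.112 without control replicate 1, 0.0664 without control replicate 2 and 0.0639 without control replicate 3, and was not tested without 56Fe replicate 1, 56Fe replicate 2 or 56Fe replicate 3. At 12 months limma and limma-voom called 0 of 32, with 0 at an unadjusted p under 0.05, 0 adjusted over the list alone and a median of -0.06. The molecules that the study lists for this pathway, chosen on these samples, gave 10, 12, 10, 18 and 10 tested genes at 1, 2, 4, 9 and 12 months. Of these, 5, 9, 7, 11 and 7 were higher and 5, 3, 3, 7 and 3 lower.

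**Figure D1:**
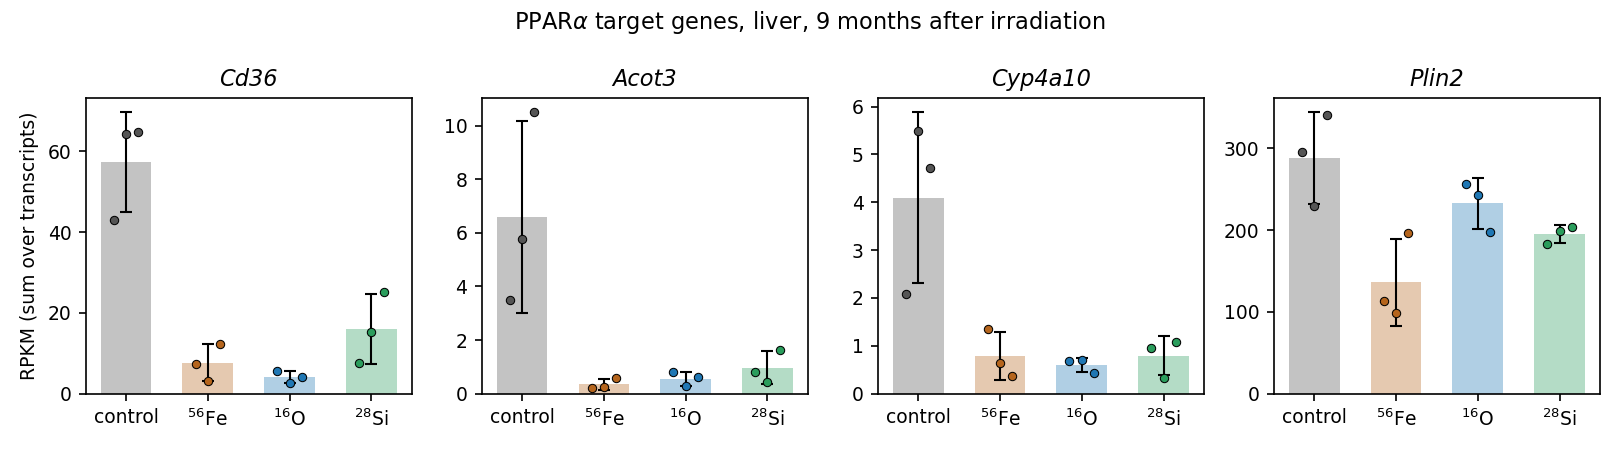
RPKM (sum over transcripts) of Cd36, Acot3, Cyp4a10 and Plin2 at 9 months in control, 56Fe, 16O and 28Si mice; bars show the mean, error bars the SD and points the 3 mice. For Cd36, control mice average 57.4 RPKM and 56Fe mice 7.63 RPKM, and no 56Fe mouse reaches the lowest control.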

PPARα has a prominent role in fatty acid oxidation, where it can exert an anti-inflammatory and anti-oxidative effect. Its activation at 1 and 12 months suggest that there is an early inflammatory response that recurs later due to the progression of carcinogenic processes [23–25].

**Table 1:** Differentially Expressed Transcripts. Total DE shows the total number of differentially expressed transcripts (FDR ≤ 0.05 & fold change ≥2) for each HZE ion at 5 different time points

Ion	Time	Total DE	Upregulated	Downregulated
^**56**^**Fe**	**1 mo**	695	304	391
^**56**^**Fe**	**2 mo**	662	300	362
^**56**^**Fe**	**4 mo**	679	325	354
^**56**^**Fe**	**9 mo**	718	374	344
^**56**^**Fe**	**12 mo**	564	304	260
^**16**^**O**	**1 mo**	710	384	326
^**16**^**O**	**2 mo**	615	298	317
^**16**^**O**	**4 mo**	588	328	260
^**16**^**O**	**9 mo**	602	332	270
^**16**^**O**	**12 mo**	796	504	292
^**28**^**Si**	**1 mo**	849	407	442
^**28**^**Si**	**2 mo**	699	319	380
^**28**^**Si**	**4 mo**	902	400	502
^**28**^**Si**	**9 mo**	679	381	298
^**28**^**Si**	**12 mo**	628	328	300

**Fig. 1:**
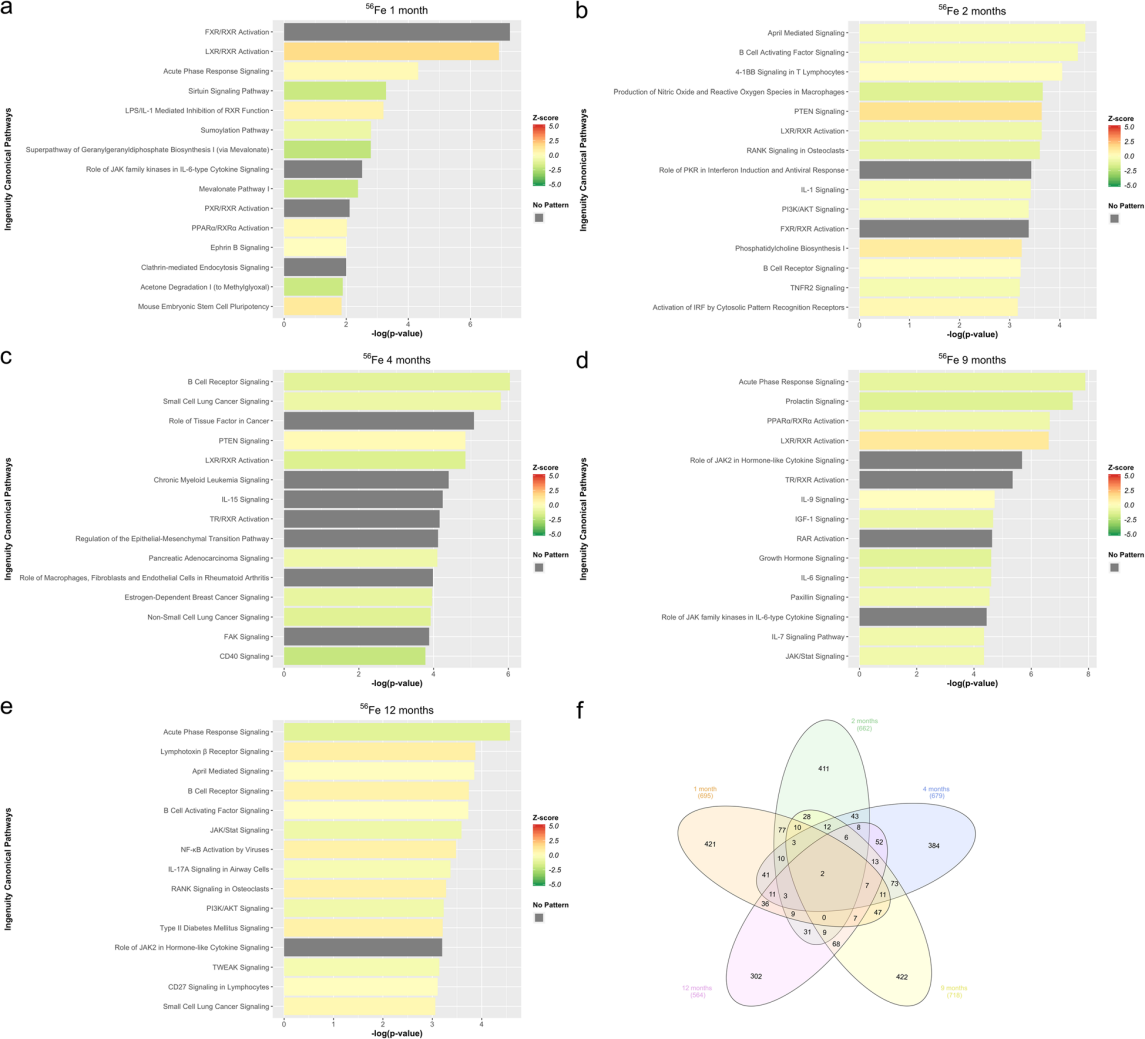
IPA of differentially expressed transcripts in ^56^Fe. **a** Top pathways enrichment analysis at 1 month. **b** Top pathways enrichment analysis at 2 months. **c** Top pathways enrichment analysis at 4 months. **d** Top pathways enrichment analysis at 9 months. **e**Top pathways enrichment analysis at 12 months. **f** The Venn Diagram shows shared and unique differentially expressed transcripts for all time points, in ^56^Fe irradiation compared to control

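In 56Fe livers, the genes of B cell receptor signalling that passed were Blnk at 1 month and Bcl2l1 and Bcl6 at 9 months. At 9 months 1 of 31 rose and 1 fell (1 and 1 adjusted over the list alone). Bcl2l1, which encodes the anti-apoptotic protein BCL-XL, had 8.84 ± 0.168 RPKM (SD, n = 3) in control mice and 13.6 ± 1.84 RPKM (SD, n = 3) in 56Fe mice. Bcl2l1 had a log2 fold change of 0.60 (standard error 0.102, adjusted p = 0.0318 from limma). Bcl6, a transcriptional repressor of B cells and of the liver, had 7.83 ± 1.29 RPKM (SD, n = 3) in control mice and 3.84 ± 0.996 RPKM (SD, n = 3) in 56Fe mice. Bcl6 had a log2 fold change of -1.03 (standard error 0.163, adjusted p = 0.0318 from limma). Bcl2l1 had adjusted p 0.0900 to 0.132 without any 1 library other than control replicate 3 and 56Fe replicate 3. Bcl6 had adjusted p 0.0829 to 0.125 without any 1 library other than control replicate 3 and 56Fe replicate 3. At 1 month 1 of 30 rose (1 adjusted over the list alone), the adaptor gene Blnk (log2 fold change 1.56, adjusted p = 0.0294). Blnk had adjusted p 0.0532 to 0.115 without any 1 library other than control replicate 3. At 2, 4 and 12 months limma called 0 of 30, 31 and 31. Without adjustment 1, 3 and 0 had a p under 0.05, while limma-voom called 0 and 0 passed adjusted over the list alone. Medians were -0.03, -0.02 and 0.12. Adjusted p values from camera were 0.431, 0.814, 0.954, 0.258 and 0.167 for the list at 1, 2, 4, 9 and 12 months. Markers of B cells themselves were mostly below the filter. Of 20, 3 could be tested at 2, 9 and 12 months, and 0 passed (0, 1 and 0 at an unadjusted p under 0.05, 0 by limma-voom, 0, 1 and 0 adjusted over the list alone). The gene Bcr, whose product the paper ties to chronic myeloid leukaemia signalling, had log2 fold changes of 0.25, 0.15, 0.10, 0.52 and 0.06 at the 5 times, with adjusted p values from limma of 0.393, 0.615, 0.866, 0.0682 and 1.000. From the study's list of B cell receptor molecules, picked on these samples, 13, 17, 15 and 12 genes were tested at 2, 4, 9 and 12 months. Of these, 6, 13, 6 and 9 were higher and 7, 4, 9 and 3 lower, and 1 rose, the immediate early gene Egr1 at 4 months (log2 fold change 2.19, adjusted p = 0.0181). Egr1 had adjusted p 0.0780 without 56Fe replicate 1, 0.121 without 56Fe replicate 2 and 0.0524 without 56Fe replicate 3.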

B cell receptor signaling (BCR) is significantly affected at months 2 (directionality unknown), 4 (inhibited), 9 (inhibited), and 12 (activated). Activation of BCR signaling inhibits apoptosis in B cells [26]. This observation is supported in a previous study, which demonstrated that ^56^Fe irradiation increased the incidence of murine acute myeloid leukemia (AML) and HCC [4]. Furthermore, PI3K/AKT signaling is significantly affected at 2 months (inhibited), 4 months (directionality unknown), 9 months (activated), and 12 months (inhibited). 

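The genes of PI3K/AKT signalling that passed in 56Fe livers did so at 9 months. At that time 2 of 36 rose and 0 fell (7 and 0 adjusted over the list alone), Bcl2l1 and Hsp90ab1, which encodes a cytosolic HSP90 chaperone. Hsp90ab1 had 158 ± 7.44 RPKM (SD, n = 3) in control mice and 224 ± 29.8 RPKM (SD, n = 3) in 56Fe mice. Hsp90ab1 had a log2 fold change of 0.49 (standard error 0.110, adjusted p = 0.0488 from limma). Hsp90ab1 had adjusted p 0.115 to 0.164 without any 1 library other than control replicate 3 and 56Fe replicate 3. The median log2 fold change of the list was 0.19 (adjusted p = 0.00642 from camera, and adjusted p = 0.850 with an estimated correlation). With 1 library left out, the number that rose was 0, 0 and 6 without control replicates 1 to 3 and 0, 0 and 4 without 56Fe replicates 1 to 3. The kinase genes Akt1 and Akt2 had log2 fold changes of 0.40 and 0.01 at 9 months (adjusted p = 0.0710 and 0.968 from limma). At 1, 2, 4 and 12 months limma called 0 of 36, 36, 37 and 38 genes. Limma-voom called 1, 0, 0 and 0, while 1, 3, 5 and 0 had an unadjusted p under 0.05 and 1, 0, 0 and 0 passed adjusted over the list alone. The medians were 0.03, 0.00, 0.04 and -0.01. The study lists molecules for this pathway at 2, 4, 9 and 12 months, picked on these samples, and 11, 10, 8 and 10 were tested. Of these, 8, 9, 6 and 7 were higher and 3, 1, 2 and 3 lower, and Hsp90ab1 at 9 months passed.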

AKT has two distinct mechanisms of action. First, it can have an inhibitory role, such as inhibiting apoptosis and allowing for cell survival. Second, it can have an activating role by activating IKK, which in turn leads to NF-κB activation and cell survival [27–29]. The analysis also revealed significant activation of the Liver X receptor (LXR)/Retinoid X Receptor (RXR) pathway at 1 and 9 months accompanied by inhibition at 2- and 4-months post ^56^Fe irradiation. 

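At 1 month after 56Fe the sterol pathway was lower throughout. Of 24 genes of cholesterol synthesis, 12 fell and 0 rose (22 and 0 adjusted over the list alone), and all 24 were lower, with a median log2 fold change of -0.61 (adjusted p = 2.98e-29 from camera, and adjusted p = 0.850 with an estimated correlation). Mvd, an enzyme of the mevalonate pathway, lay on chromosome 8 of GRCm38 from 122433601 to 122443422 and had 9.62 ± 0.851 RPKM (SD, n = 3) in control mice and 3.27 ± 0.556 RPKM (SD, n = 3) in 56Fe mice. Mvd had a log2 fold change of -1.51 (standard error 0.147, adjusted p = 0.00164 from limma). Insig1, a sterol-regulated gene of the endoplasmic reticulum, had 154 ± 12.6 RPKM (SD, n = 3) in control mice and 82.3 ± 10.2 RPKM (SD, n = 3) in 56Fe mice. Insig1 had a log2 fold change of -0.88 (standard error 0.110, adjusted p = 0.00636 from limma). The count of sterol genes that fell was 13, 7 and 14 without control replicates 1 to 3 and 8, 4 and 6 without 56Fe replicates 1 to 3, and 7 with RPKM left unscaled. Lipogenic genes fell with them, 6 of 25 genes of fatty acid and triglyceride synthesis (12 fell and 1 rose adjusted over the list alone). Leaving out 1 library, the number that fell was 5, 3 and 8 without control replicates 1 to 3 and 7, 0 and 2 without 56Fe replicates 1 to 3. Fasn, the fatty acid synthase, had 229 ± 26.3 RPKM (SD, n = 3) in control mice and 102 ± 29.7 RPKM (SD, n = 3) in 56Fe mice. Fasn had a log2 fold change of -1.17 (standard error 0.159, adjusted p = 0.00784 from limma). Fasn had adjusted p 0.0632 without 56Fe replicate 2. That list had a median of -0.42 (adjusted p = 3.65e-11 from camera, and adjusted p = 0.850 with an estimated correlation). Of 17 LXR target genes, 1 fell at 1 month (Fasn, 1 adjusted over the list alone), 1 of 18 fell at 4 months (Lpl, 1 adjusted over the list alone), and 1 of 17 at 9 months (Cd36, 1 rose and 1 fell adjusted over the list alone). Lpl encodes lipoprotein lipase (log2 fold change -0.78, adjusted p = 0.0398). Lpl had adjusted p 0.0628 to 0.205 without any 1 library other than control replicate 2. From camera, adjusted p values were 0.387, 0.0488, 0.169, 0.467 and 0.223 for the LXR targets at 1, 2, 4, 9 and 12 months, and adjusted p = 0.850 with an estimated correlation at 2 months. At 2 and 12 months limma called 0 LXR targets of 17 and 18. Adjusted over the list alone 0 passed, limma-voom called 0 and 4 and 0 had an unadjusted p under 0.05. At the same times limma called 0 sterol genes of 24. By limma-voom 0 passed, adjusted over the list alone 1 and 0, and 4 and 0 had an unadjusted p under 0.05. The receptor genes Nr1h3, Nr1h2 and Rxra had log2 fold changes of 0.14, 0.07 and -0.04 at 1 month (adjusted p = 0.630, 0.870 and 0.920 from limma). Among the LXR/RXR molecules of the study's tables, chosen on these samples, 16, 11, 12 and 14 were tested at 1, 2, 4 and 9 months, with 9, 7, 5 and 7 higher and 7, 4, 7 and 7 lower. In these 1, 0, 0 and 1 rose and 3, 0, 2 and 2 fell.

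**Figure D2:**
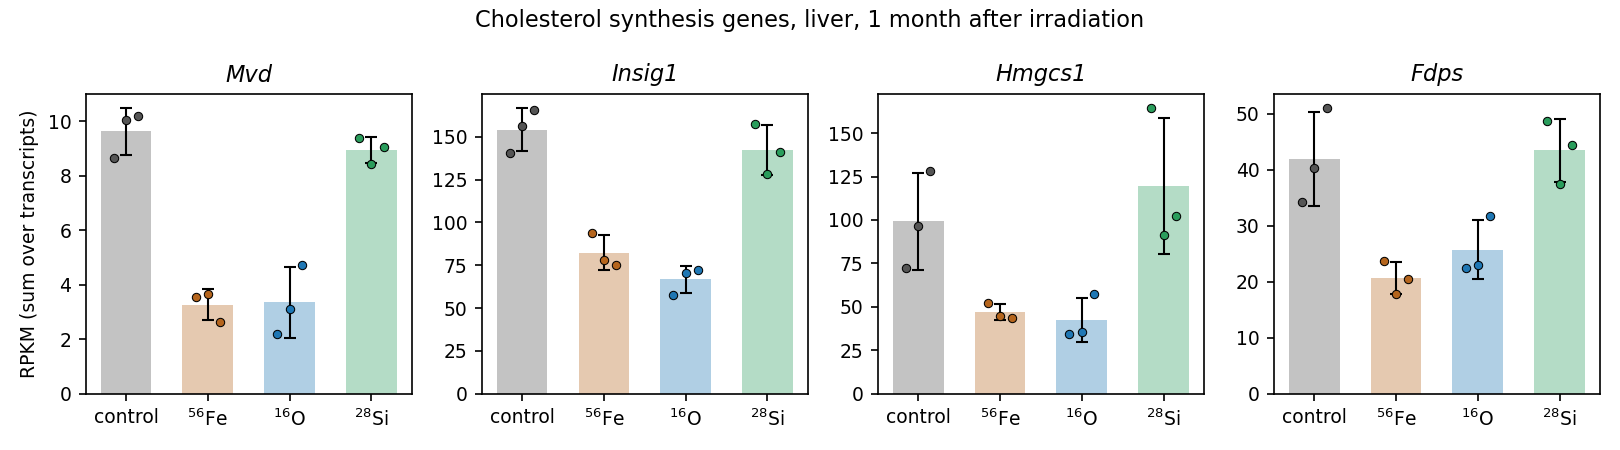
RPKM (sum over transcripts) of Mvd, Insig1, Hmgcs1 and Fdps at 1 month in control, 56Fe, 16O and 28Si mice; bars show the mean, error bars the SD and points the 3 mice. For Mvd, the control mean of 9.62 RPKM stands beside a 56Fe mean of 3.27 RPKM.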

Previous studies have shown LXRs to be key modulators of both lipid metabolism and inflammatory signaling [30], as well as inducers of genes involved in the inhibition of inflammatory pathways [31]. The presence of this complex and coordinated time-dependent interplay between pro- and anti-inflammatory signaling pathways post ^56^Fe irradiation could play a significant role in ^56^Fe irradiated induced hepatic carcinogenesis. A complete list of significant pathways (−log_10_(*p*-value) ≥ 1.3) is provided in Supplemental Tables 1, 2, 3, 4, and 5.

### Identification of dysregulated molecular pathways corresponding to unannotated transcripts associated with ^56^Fe irradiation, using SOM

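The transcripts that pathway software left without a name in 56Fe mice are mostly isoforms of known genes in the mouse annotation. The supplementary list has 67 entries, 16, 16, 13, 8 and 14 at 1, 2, 4, 9 and 12 months, for 54 distinct transcripts. Of these 59 entries had a gene in GENCODE M21 and 57 of those genes were protein-coding. By transcript type, 37 were protein-coding, 13 were annotated for nonsense-mediated decay, 5 were processed transcripts, 2 had a retained intron and 2 came from long non-coding or antisense genes. In 56Fe mice 29 entries were higher and 38 lower than in controls, 20 were listed at 0 in all 3 controls and 20 at 0 in all 3 56Fe mice. Of these entries 21 passed the filter of 0.5 RPKM in 3 libraries and were tested. There limma called 0, with 19 at an unadjusted p under 0.05 and 0 by limma-voom. These transcripts were chosen by the study on these samples, so their direction is not independent evidence.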

The above IPA analysis (Fig. 1) resulted in a collection of 67 statistically significant-high-quality unannotated transcripts across all time points from ^56^Fe irradiated mice (Table 2). To characterize the unannotated transcripts, we obtained the log_2_ (fold change) expression values of significantly differentially expressed transcripts from ^56^Fe irradiation compared to non-irradiated control across 5 time points and applied the SOM machine learning algorithm. Next, we identified the modules from SOMs, which contained the majority of unannotated transcripts and combined them to form larger clusters of similar transcription patterns for functional analysis using IPA. We compared the identified 11 clusters across 5 time points and selected the most significant pathways across all clusters (Fig. 2f). The activation z-scores were predicted for some of the clusters based on our observed data and the available literature. The Fe 1-month Clusters have an activated positive z-score for organismal death and an inhibited negative z-score for RNA transcription and cell neoplasia. These observations are in line with our current understanding of early cellular response to irradiation and production of reactive oxygen species at earlier time points and activation of neoplasia at later time points. 

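Some of the unnamed transcripts recur across times after 56Fe. An isoform of Sipa1, which encodes a GTPase-activating protein, was listed at 2, 4, 9 and 12 months, more often than any other in the 56Fe list. Of the 16, 16, 13, 8 and 14 transcripts listed at 1, 2, 4, 9 and 12 months, 4, 6, 9, 4 and 6 were higher and 12, 10, 4, 4 and 8 lower in 56Fe than in control mice. By whole-gene RPKM, 2, 0, 1, 1 and 0 of the genes they belong to had an adjusted p of at most 0.05 (limma). The software that assigned pathway directions to clusters of such transcripts was not used here.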

Clusters of unannotated transcripts show inhibition of pathways involved in RNA expression and transcription at 1 month, and activation of these pathways at 9 and 12 months. A complete list of unannotated transcript ENSMBL IDs with their corresponding module numbers is provided in Supplemental Table 6.

**Table 2:** Number of unannotated transcripts analyzed by IPA

Ion	1 month	2 months	4 months	9 months	12 months	Total
^**56**^**Fe**	16	16	13	8	14	67
^**16**^**O**	24	23	13	13	22	95
^**28**^**Si**	19	14	17	12	19	81

**Fig. 2:**
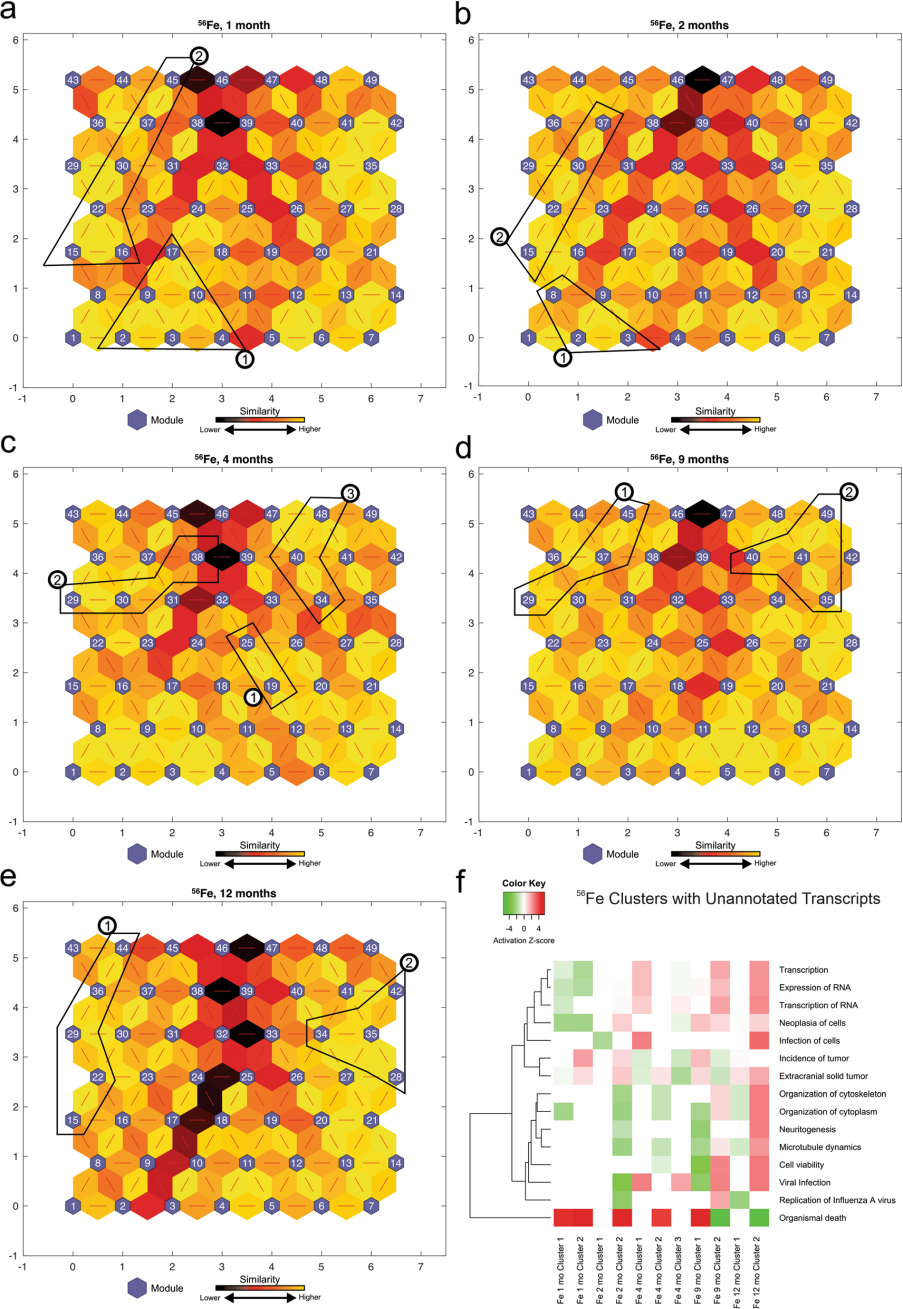
^56^Fe analysis of self-organizing maps for each time point. **a,b,c,d,e** Kohonen Self-Organizing Map (SOM) was applied to the differentially expressed (DE) transcripts obtained from the RNA-Seq data to identify coherent patterns of transcript expression at each time point, as well as patterns within the unannotated transcripts. The SOM clusters transcripts in each module according to log_2_(fold change) of the expression values. SOM clustering analysis demonstrates the distances between correlated transcript groups. The small blue hexagons are modules comprising transcripts with similar log_2_(fold change) expression patterns. The numbers of transcripts in each module are provided in Supplemental Fig. 1. Neighboring modules are connected with a red line. The colors of the lines connecting the modules indicate the similarity between modules: Lighter colors represent higher similarity, and darker colors represent lower similarity. **f** Expression patterns of unannotated transcripts were identified, and the corresponding modules (represented in circled numbers) were further analyzed by IPA. Only the most significant pathways across all clusters are shown with available color-coded activation z-scores. Inhibitory, activation, or unknown directionality z-scores correspond to green, red, and white, respectively. The entries with white color indicate the directionality could not be predicted based on the available data, yet the pathway is significantly identified by pathway analysis. The goal of the IPA downstream effects analysis is to identify functional pathways whose activity is expected to be increased or decreased, given the observed expression changes in a user’s dataset (see Methods)

### Differential expression analysis of ^16^O reveals dynamic time-dependent changes in inflammatory response at the whole transcriptome level

Transcriptional changes and altered pathways associated with proposed ^16^O induced hepatic carcinogenesis were evaluated using differential expression analysis of RNA-Seq data in ^16^O irradiated compared to non-irradiated control mice at 5 different time points (1mo, 2mo, 4mo, 9mo, and 12mo). 

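For 16O, 3 irradiated mice were sequenced at each of 1, 2, 4, 9 and 12 months, and they were compared with the 3 control mice of the same time that also served the 56Fe comparison. Oxygen nuclei are lighter than iron nuclei and were given at the same dose of 0.2 Gy. The 15 libraries of 16O mice held 15110683 to 40568209 (median 18702972) mapped read pairs. One of them, at 40568209 pairs, was the deepest library of the study. In 16O mice the median percentage of mapped reads in transcripts was 51.8 at 1 month, 48.7 at 2 months, 83.7 at 4 months, 86.1 at 9 months and 76.3 at 12 months. The authors made these RPKM in one table with those of the other groups, and the same scaling, filter and test were applied to each time point alone. Where a difference between 16O and another ion is given, all 12 libraries of the time point were fitted together and the ion groups were compared directly.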

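In 16O livers, Serpina7 of thyroid hormone transport and Selenbp2, a selenium-binding protein gene, at 1 month and Cdh1 of cell adhesion at 9 months were among the genes that passed. Serpina7 had 16.5 ± 5.53 RPKM (SD, n = 3) in control mice and 2.17 ± 0.447 RPKM (SD, n = 3) in 16O mice. Serpina7 had a log2 fold change of -2.79 (standard error 0.204, adjusted p = 3.12e-04 from limma). Selenbp2, with higher levels in male than female mouse liver, had 27.1 ± 11.9 RPKM (SD, n = 3) in control mice and 139 ± 83.0 RPKM (SD, n = 3) in 16O mice. Selenbp2 had a log2 fold change of 2.33 (standard error 0.337, adjusted p = 0.0113 from limma). At 9 months its log2 fold change was 1.67 (adjusted p = 0.00118 from limma). Cdh1, on chromosome 8 of GRCm38 from 106603351 to 106670246, had 1.47 ± 0.267 RPKM (SD, n = 3) in control mice and 7.71 ± 1.31 RPKM (SD, n = 3) in 16O mice. Cdh1 had a log2 fold change of 2.30 (standard error 0.183, adjusted p = 8.67e-04 from limma). Asns, the asparagine synthetase, had 0.730 ± 0.328 RPKM (SD, n = 3) in control mice and 6.67 ± 1.5 RPKM (SD, n = 3) in 16O mice. Asns had a log2 fold change of 3.06 (standard error 0.290, adjusted p = 0.00149 from limma). At 9 months Cdh1 and Asns shifted against other times by -1.93 and -2.98 on the log2 scale in control mice. In 16O mice they shifted by 0.55 and 0.75, so much of these 9-month differences lies in the controls. At 1 month all 13 mitochondrial mRNAs were higher (median log2 fold change 0.77), whereas all 13 were lower at 2, 4 and 9 months (medians -0.84, -0.69 and -0.73). In this group 1 rose at 1 month and 2 fell at 9 months, with 11 and 9 adjusted over the list alone. The 1-month number was 0, 0 and 4 without control replicates 1 to 3 and 0, 0 and 1 without 16O replicates 1 to 3. The 9-month number was 2, 0 and 0 without control replicates 1 to 3 and 2, 3 and 0 without 16O replicates 1 to 3. Genes past both thresholds numbered 76, 0, 0, 83 and 1 at 1, 2, 4, 9 and 12 months among 11083, 11105, 11286, 11312 and 11395 tested. Of these, 47, 0, 0, 27 and 1 rose and 29, 0, 0, 56 and 0 fell, whereas 1446, 1073, 690, 1736 and 244 had an unadjusted p under 0.05 and 102, 0, 0, 86 and 0 passed by limma-voom. The gene called at 12 months, a predicted small RNA gene chosen here after its values were seen, was lost with the replicate number as a block, which gave 0 genes. Leaving out libraries gave 71, 53 and 73 without control replicates 1 to 3 and 44, 62 and 62 without 16O replicates 1 to 3 at 1 month. At 9 months it gave 67, 28 and 48 without control replicates 1 to 3 and 92, 44 and 68 without 16O replicates 1 to 3. Single transcripts past the thresholds numbered 4, 0, 0, 16 and 0. Of these, 3, 0, 0, 9 and 0 rose and 1, 0, 0, 7 and 0 fell (with upper-quartile scaling 4 rose and 4 fell at 1 month). The tests covered 28022, 27648, 23010, 22689 and 24348 transcripts, 2170, 2295, 1554, 2450 and 1123 with an unadjusted p under 0.05 and 0, 0, 0, 3 and 0 called by limma-voom. The 9-month count was 4, 1 and 1 without control replicates 1 to 3 and 0 without 16O replicates 1 to 3. The 1-month count was 0, 0 and 4 without control replicates 1 to 3 and 0, 0 and 2 without 16O replicates 1 to 3. Leaving out 1 library gave 0 to 16 at 2 months (16 without 16O replicate 3), 0 to 2 at 4 months (2 without 16O replicate 3) and 0 at 12 months for genes, and 0 at 2 months, 0 to 1 at 4 months (1 without control replicate 2) and 0 to 1 at 12 months (1 without control replicate 3) for transcripts.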

Table 1 shows the total number of differentially expressed transcripts at each time point. IPA was used to functionally annotate and map the biological processes involving these differentially expressed transcripts (Fig. 3). 

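Sterol and fat synthesis genes were lower 1 month after 16O. Of 24 genes of cholesterol synthesis, 8 fell and 0 rose (22 and 0 adjusted over the list alone), all 24 were lower and the median log2 fold change was -0.63 (adjusted p = 5.47e-22 from camera, and adjusted p = 0.850 with an estimated correlation). Insig1 had 154 ± 12.6 RPKM (SD, n = 3) in control mice and 66.8 ± 8.04 RPKM (SD, n = 3) in 16O mice. Insig1 had a log2 fold change of -1.17 (standard error 0.137, adjusted p = 0.00503 from limma). Mvd had 9.62 ± 0.851 RPKM (SD, n = 3) in control mice and 3.35 ± 1.29 RPKM (SD, n = 3) in 16O mice. Mvd had a log2 fold change of -1.52 (standard error 0.231, adjusted p = 0.0130 from limma). The number of sterol genes that fell was 6, 2 and 6 without control replicates 1 to 3 and 2, 3 and 10 without 16O replicates 1 to 3. Among 25 genes of fatty acid and triglyceride synthesis, 5 fell and 2 rose (14 and 2 adjusted over the list alone; median -0.39, adjusted p = 3.03e-07 from camera, and adjusted p = 0.850 with an estimated correlation). They included Scd1, the stearoyl-CoA desaturase that is also an LXR target, on chromosome 19 of GRCm38 from 44394455 to 44407879, with 1329 ± 252 RPKM (SD, n = 3) in control mice and 493 ± 12.1 RPKM (SD, n = 3) in 16O mice. Scd1 had a log2 fold change of -1.37 (standard error 0.143, adjusted p = 0.00279 from limma). Gpam, which starts triglyceride synthesis, had 106 ± 16.2 RPKM (SD, n = 3) in control mice and 49.0 ± 1.49 RPKM (SD, n = 3) in 16O mice. Gpam had a log2 fold change of -1.06 (standard error 0.129, adjusted p = 0.00552 from limma). LXR targets that fell at 1 month numbered 3 of 17, Scd1, Fasn and Pltp (5 adjusted over the list alone, adjusted p = 0.00207 from camera, and adjusted p = 0.850 with an estimated correlation). With single libraries left out that number was 3, 1 and 2 without control replicates 1 to 3 and 1, 2 and 1 without 16O replicates 1 to 3. At 9 months 3 of 17 fell, Cd36, Scd1 and Pltp (5 fell and 1 rose adjusted over the list alone, adjusted p = 0.00560 from camera, and adjusted p = 0.850 with an estimated correlation). The 9-month number was 3, 1 and 1 without control replicates 1 to 3 and 3, 1 and 2 without 16O replicates 1 to 3. At 9 months Cd36 had 57.4 ± 12.4 RPKM (SD, n = 3) in control mice and 4.16 ± 1.53 RPKM (SD, n = 3) in 16O mice. Cd36 had a log2 fold change of -3.82 (standard error 0.277, adjusted p = 8.67e-04 from limma), and all 25 genes of fat synthesis were lower with a median of -0.54. Limma called 0 LXR targets of 17, 18 and 17 at 2, 4 and 12 months. There were 0, 3 and 0 at an unadjusted p under 0.05, 0 by limma-voom and 0, 1 and 0 adjusted over the list alone. Their medians were 0.01, 0.07 and -0.05. At 4 months 21 of 24 genes of fat synthesis were higher (median 0.40, adjusted p = 6.38e-09 from camera, and adjusted p = 0.850 with an estimated correlation). None passed by limma (0), with 8 at an unadjusted p under 0.05, 0 by limma-voom and 7 adjusted over the list alone. Of the study's LXR/RXR molecules, chosen on these samples and so no independent evidence, 16, 8, 9, 11 and 17 were tested at 1, 2, 4, 9 and 12 months. Of these, 9, 5, 5, 6 and 13 were higher and 7, 3, 4, 5 and 4 lower, and Saa1 rose at 1 month. From the pathway's changing direction the paper proposes a time-dependent inflammatory response, similar to that of 56Fe.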

The analyses revealed that the LXR/RXR pathway is significantly affected at all time points; specifically, at 1 month (activated), 2 months (directionality unknown), 4 months (activated), 9 months (activated), and 12 months (inhibited). These results indicate that ^16^O irradiation shows a time-dependent inflammatory response, similar to that of ^56^Fe. Similarly, PPARα is significantly affected at 1 month (activated), 4 months (directionality unknown), 9 months (activated), and 12 months (activated). This suggests that, even with a time-dependent inflammatory response, ^16^O tend to exert a more potent activation of inflammatory pathways as compared to ^56^Fe. Furthermore, Interleukin 8 (IL-8) signaling is significantly activated at 12 months but inhibited at 2 months. 

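Target genes of PPARα were lower 1 and 9 months after 16O. At 1 month 5 of 31 fell and 0 rose (7 and 0 adjusted over the list alone), and 23 were lower, with a median log2 fold change of -0.19 (adjusted p = 2.20e-05 from camera, and adjusted p = 0.872 with an estimated correlation). Cyp4a14, a fatty acid hydroxylase, had 1.27 ± 0.414 RPKM (SD, n = 3) in control mice and 0.0561 ± 0.0163 RPKM (SD, n = 3) in 16O mice. Cyp4a14 had a log2 fold change of -3.07 (standard error 0.311, adjusted p = 0.00251 from limma). It was not tested without control replicate 1, control replicate 2 or control replicate 3. Acaa1b, a peroxisomal thiolase, had 228 ± 28.6 RPKM (SD, n = 3) in control mice and 87.6 ± 9.99 RPKM (SD, n = 3) in 16O mice. Acaa1b had a log2 fold change of -1.34 (standard error 0.126, adjusted p = 0.00182 from limma). Ehhadh, a peroxisomal enzyme of the same pathway, had 54.4 ± 13.5 RPKM (SD, n = 3) in control mice and 27.1 ± 2.12 RPKM (SD, n = 3) in 16O mice. Ehhadh had a log2 fold change of -0.94 (standard error 0.122, adjusted p = 0.00690 from limma). At 9 months 6 of 32 fell and 0 rose (12 and 0 adjusted over the list alone), with 28 lower and a median of -0.25 (adjusted p = 4.40e-09 from camera, and adjusted p = 0.850 with an estimated correlation). Fitm1, which promotes lipid droplet formation, had 13.6 ± 1.61 RPKM (SD, n = 3) in control mice and 4.83 ± 0.344 RPKM (SD, n = 3) in 16O mice. Fitm1 had a log2 fold change of -1.49 (standard error 0.126, adjusted p = 0.00113 from limma). Acot3 had 6.58 ± 3.58 RPKM (SD, n = 3) in control mice and 0.561 ± 0.263 RPKM (SD, n = 3) in 16O mice. Acot3 had a log2 fold change of -3.31 (standard error 0.426, adjusted p = 0.00838 from limma). Between 4 and 9 months, 11 of 32 targets rose and 0 fell in the control mice themselves (median 0.45), whereas in 16O mice limma called 0 of 27, with 3 at an unadjusted p under 0.05 and a median of 0.21. The 9-month difference thus holds a change in controls that the 3 ions share. The 9-month count was 6, 3 and 5 without control replicates 1 to 3 and 6, 6 and 6 without 16O replicates 1 to 3. The 1-month count was 5, 4 and 4 without control replicates 1 to 3 and 5, 5 and 5 without 16O replicates 1 to 3. Livers at 2 months had 26 of 28 lower (median -0.19, adjusted p = 2.77e-05 from camera, and adjusted p = 0.850 with an estimated correlation). At 2, 4 and 12 months limma called 0 of 28, 28 and 32. Numbers at an unadjusted p under 0.05 were 6, 1 and 0, by limma-voom 0 and adjusted over the list alone 0. The 4- and 12-month medians were -0.05 and -0.19. The study's molecules for this pathway, picked on these samples, gave 14, 14, 10 and 13 tested genes at 1, 4, 9 and 12 months. Of these, 4, 10, 1 and 10 were higher and 10, 4, 9 and 3 lower; Fasn fell at 1 month and Cd36 at 9 months.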

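When livers of 16O and 56Fe mice were compared directly, 11, 12, 5, 0 and 0 genes differed at 1, 2, 4, 9 and 12 months at an adjusted p of at most 0.05 and a fold of at least 2 (limma). With that fold and an unadjusted p under 0.05 there were 72, 71, 67, 79 and 45. At 1 month 10 of the 11 were higher after 16O, among them Lpin1, a phosphatidate phosphatase of triglyceride synthesis, with 21.8 RPKM in 56Fe mice and 76.9 RPKM in 16O mice (n = 3 each). For Lpin1 the log2 difference was -1.80 (standard error 0.210, adjusted p = 0.00680 from limma). At 4 months Alas1 had 24.4 RPKM in 56Fe mice and 124 RPKM in 16O mice (n = 3 each). For Alas1 the log2 difference was -2.22 (standard error 0.337, adjusted p = 0.0405 from limma), and Fgf21 had 6.23 RPKM in 56Fe mice and 1.27 RPKM in 16O mice (n = 3 each). For Fgf21 the log2 difference was 2.31 (standard error 0.352, adjusted p = 0.0405 from limma). The 1-month count was 1, 0 and 8 without 56Fe replicates 1, 2 and 3 and 0, 1 and 0 without 16O replicates 1, 2 and 3. Without 1 library the counts at 2 and 4 months also moved by more than 1.5 times, with the ranges given under the dependence on processing. Between the 2 ions limma called 0 of 34 positive acute phase genes at 1 month, with 3 at an unadjusted p under 0.05. Among 32 genes of acute phase signalling 1 differed, Il1r1, an interleukin 1 receptor, which was higher after 16O. Against controls, 3 of 33 positive acute phase genes rose 1 month after 16O (11 adjusted over the list alone, adjusted p = 2.44e-08 from camera, and adjusted p = 0.850 with an estimated correlation). With single libraries left out, 3, 2 and 3 rose without control replicates 1 to 3 and 4, 2 and 2 without 16O replicates 1 to 3. Mt1 and Mt2 had log2 fold changes of 2.53 and 3.49 (adjusted p = 0.00405 and 0.00323 from limma), and Saa1, a serum amyloid gene, one of 2.14 (adjusted p = 0.0353). Saa1 had adjusted p 0.0714 to 0.112 without any 1 library other than control replicate 1 and 16O replicate 1. Il1r1 had 4.44 ± 0.556 RPKM (SD, n = 3) in control mice and 8.52 ± 0.509 RPKM (SD, n = 3) in 16O mice. Il1r1 had a log2 fold change of 0.97 (standard error 0.116, adjusted p = 0.00537 from limma). At 2, 4 and 12 months limma called 0 of 34 positive acute phase genes. Without adjustment 2, 2 and 0 had a p under 0.05, while limma-voom called 0 and 0 passed adjusted over the list alone. At 9 months 1 fell, Hamp2, with 31.4 ± 22.7 RPKM (SD, n = 3) in control mice and 0.703 ± 0.246 RPKM (SD, n = 3) in 16O mice. Hamp2 had a log2 fold change of -5.02 (standard error 0.539, adjusted p = 0.00299 from limma). At 9 months 7 rose and 1 fell adjusted over the list alone, and 29 of 34 were higher (median 0.58, adjusted p = 3.67e-07 from camera, and adjusted p = 0.850 with an estimated correlation).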

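Genes of IL-8 type chemokine signalling, which in mice includes the CXC chemokines and their receptors, did not pass in 16O livers at any time. Limma called 0 of 24, 25, 25, 24 and 27 at 1, 2, 4, 9 and 12 months. Limma-voom called 1, 0, 0, 0 and 0, while 2, 3, 3, 5 and 0 had an unadjusted p under 0.05 and 0, 0, 0, 3 and 0 passed adjusted over the list alone. The median log2 fold changes were -0.01, 0.00, 0.04, 0.04 and 0.20. The list had adjusted p values of 0.994, 0.941, 0.977, 0.637 and 0.179 from camera. Of the genes the paper names as downstream of IL-8, Egfr, the epidermal growth factor receptor, had log2 fold changes of 0.13 and 0.33 at 2 and 12 months (adjusted p = 0.810 and 0.991 from limma). Vegfa, the vascular growth factor, had 0.24 and 0.43 (adjusted p = 0.639 and 0.991), and Ccnd1, which encodes cyclin D1, 0.24 and -0.50 (adjusted p = 0.748 and 0.991). Mmp2 and Mmp9, the matrix metalloproteinase genes, were below the filter of 0.5 RPKM in 3 libraries at every time. The molecules that the study lists for this pathway at 2 and 12 months, picked on these samples, numbered 9 and 12; 8 and 12 were tested. Of these, 5 and 7 were higher and 3 and 5 lower, limma called 0, 1 and 1 had an unadjusted p under 0.05 and limma-voom called 0.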

IL-8 is a member of the C-X-C family of chemokines and plays a central role in angiogenesis, tumor growth, and inflammation. IL-8 upregulates the expression of genes involved in tumor growth, angiogenesis, and tumor invasion. IL-8 also enhances cell proliferation by activating cyclin D via a protein kinase B (PKB/Akt) mediated mechanism [32–34].

**Fig. 3:**
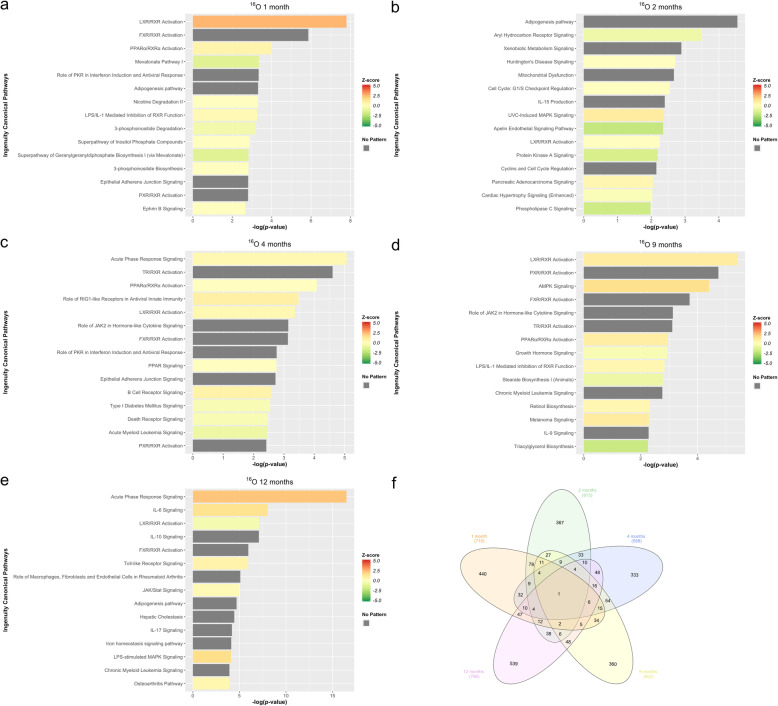
IPA of differentially expressed transcripts in ^16^O. **a** Top pathways enrichment analysis at 1 month. **b** Top pathways enrichment analysis at 2 months. **c** Top pathways enrichment analysis at 4 months. **d** Top pathways enrichment analysis at 9 months. **e**Top pathways enrichment analysis at 12 months. **f** The Venn Diagram shows shared and unique differentially expressed transcripts for all time points, in ^16^O irradiation compared to control

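Hepatic genes that depend on the retinoid X receptor, among them cytochromes P450 and glutathione transferases, were lower 9 months after 16O. Of 37 such genes, 8 fell and 1 rose (18 and 3 adjusted over the list alone), and 29 were lower, with a median log2 fold change of -0.39 (adjusted p = 5.40e-08 from camera, and adjusted p = 0.850 with an estimated correlation). Aldh3a2, a fatty aldehyde dehydrogenase, on chromosome 11 of GRCm38 from 61223417 to 61267464, had 114 ± 15.7 RPKM (SD, n = 3) in control mice and 41.7 ± 6.81 RPKM (SD, n = 3) in 16O mice. Aldh3a2 had a log2 fold change of -1.47 (standard error 0.146, adjusted p = 0.00184 from limma). Cyp2b9, a cytochrome P450 with higher levels in female than male liver, had 12.3 ± 8.26 RPKM (SD, n = 3) in control mice and 0.102 ± 0.0387 RPKM (SD, n = 3) in 16O mice. Cyp2b9 had a log2 fold change of -5.64 (standard error 0.545, adjusted p = 0.00157 from limma). It was not tested without control replicate 1, control replicate 2 or control replicate 3. Cyp2b10, the classical target of the receptor CAR, also fell (log2 fold change -1.85, adjusted p = 0.0123), with adjusted p 0.0602 without control replicate 2 and 0.0603 without 16O replicate 2. The number that fell was 4, 1 and 5 without control replicates 1 to 3 and 10, 4 and 6 without 16O replicates 1 to 3. At 9 months Cyp2b9 and Cyp2b10 shifted against other times by 4.41 and 1.73 on the log2 scale in control mice. In 16O mice they shifted by -1.37 and -0.19. The 9-month difference of these genes thus lies in large part in the controls that the 3 ions share. For the list as a whole this was not tested. At 1 month 3 fell (Cyp4a14, Cyp4a10 and Hmgcs1) and 2 rose (7 and 2 adjusted over the list alone). The median was -0.11 (adjusted p = 0.0283 from camera, and adjusted p = 0.872 with an estimated correlation). Of those that rose, Cyp2a5, a coumarin hydroxylase, had 109.7 ± 28.7 RPKM (SD, n = 3) in control mice and 218 ± 16.7 RPKM (SD, n = 3) in 16O mice. Cyp2a5 had a log2 fold change of 1.05 (standard error 0.144, adjusted p = 0.00913 from limma). At 1 month the number that fell was 2, 1 and 2 without control replicates 1 to 3 and 2, 2 and 3 without 16O replicates 1 to 3. At 2, 4 and 12 months limma called 0 of 36, 35 and 37. Adjusted over the list alone 5, 1 and 0 passed, limma-voom called 0 and 10, 2 and 1 had an unadjusted p under 0.05. Among the genes of the LPS and IL-1 receptor complexes, Il1r1 rose at 1 month and at 9 months (log2 fold change 1.14, adjusted p = 0.0428), which made 1 of 9 and 1 of 15 tested genes. Il1r1 had adjusted p 0.0672 to 0.121 without any 1 library other than 16O replicate 1 at 9 months. Cd14 and Ly96, members of the toxin receptor complex, had log2 fold changes of -0.37 and 0.27 at 1 month (adjusted p = 0.759 and 0.801 from limma). Of the study's molecules, chosen on these samples, 11, 11, 8 and 16 were tested at 1, 4, 9 and 12 months. Of these, 7, 4, 2 and 10 were higher and 4, 7, 6 and 6 lower.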

Our results show activation of LPS/IL-1 mediated inhibition of RXR function pathway at 1, 9, and 12 months. The RXR plays a role in the following cascade of biological events. Binding of the CD14/TRL4/MD2 receptor complex to toxins promotes the secretion of proinflammatory cytokines (IL-1, TNFα) in different cell types, but especially in macrophages. Liver tissue injury downregulates the expression of hepatic specific genes, known as negative hepatic acute phase response (APR). Most of these repressed genes are regulated by retinoid X receptors (RXRs), which dimerizes with LXR. RXRs undergo nuclear export and therefore inhibited in response to proinflammatory cytokines (i.e., IL-1) initiated by the stimuli, and this export leads to impaired lipid metabolism and signaling [19, 35, 36]. 

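Of the genes of adipogenesis, the differentiation of fat cells, those that passed in 16O livers also handle lipid in hepatocytes. At 1 month 1 of 22 rose, Lpin1, with 32.9 ± 10.3 RPKM (SD, n = 3) in control mice and 76.9 ± 24.9 RPKM (SD, n = 3) in 16O mice. Lpin1 had a log2 fold change of 1.25 (standard error 0.211, adjusted p = 0.0196 from limma). Lpin1 had adjusted p 0.0526 to 0.0687 without any 1 library other than control replicate 3 and 16O replicate 2. In this list 3 rose and 5 fell adjusted over the list alone. At 9 months 1 of 22 fell, Cd36 (2 rose and 1 fell adjusted over the list alone). Medians were 0.07 and -0.01 (adjusted p = 0.994 and 0.894 from camera). At 2, 4 and 12 months limma called 0 of 22, 22 and 21. By limma-voom 0 passed, adjusted over the list alone 0, and 2, 2 and 0 had an unadjusted p under 0.05. Their medians were 0.08, 0.00 and 0.05. Of the adipogenesis molecules in the study's tables, which were chosen on these samples, 11, 12, 8 and 13 were tested at 1, 2, 9 and 12 months. Of these, 5, 8, 5 and 5 were higher and 6, 4, 3 and 8 lower, and Lpin1 at 1 month passed.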

The impaired lipid metabolism induced by ^16^O irradiation is furthered demonstrated by the adipogenesis pathway, which was significantly affected at 1, 2, 9, and 12 months (directionality/z-score unknown). Adipogenesis, adipocyte differentiation, is a complicated cellular process that is tightly regulated by a number of transcription factors, lipids, hormones, and signaling pathway molecules [37–39]. In addition, similar to the case with ^56^Fe, BCR is affected at 1 month (directionality unknown), 2 months (inhibited), 4 months (activated), 9 months (inhibited), and 12 months (activated). 

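After 16O, 1 gene of B cell receptor signalling passed, Bcl6 at 9 months. Bcl6, on chromosome 16 of GRCm38 from 23965052 to 23988852, had 7.83 ± 1.29 RPKM (SD, n = 3) in control mice and 2.11 ± 0.803 RPKM (SD, n = 3) in 16O mice. Bcl6 had a log2 fold change of -1.93 (standard error 0.255, adjusted p = 0.00903 from limma). It was 1 of 30 tested genes (0 rose and 1 fell adjusted over the list alone; adjusted p = 0.573 from camera). At 1, 2, 4 and 12 months limma called 0 of 30, 30, 31 and 32. There were 1, 2, 2 and 2 at an unadjusted p under 0.05, 0 by limma-voom and 0 adjusted over the list alone. The medians were -0.02, 0.02, -0.004 and 0.21. Camera gave adjusted p values of 0.950, 0.70, 0.713 and 0.173 at those times. Of 20 markers of B cells, 3 could be tested at 2 and 12 months; 0 passed, with 0 at an unadjusted p under 0.05 and 0 by limma-voom. The study's B cell receptor molecules, picked on these samples, gave 11, 9, 10, 10 and 14 tested genes at 1, 2, 4, 9 and 12 months. Of these, 5, 4, 6, 2 and 9 were higher and 6, 5, 4, 8 and 5 lower.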

Activation of BCR at 12 months reduces apoptosis, which could further play a role in hepatic carcinogenesis. This is bolstered by the significant activation of the chronic myeloid leukemia signaling (CML) pathway at all time points, triggered by expression of the BCR gene product. 

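Bcr, the gene whose fusion drives chronic myeloid leukemia, lies on chromosome 10 of GRCm38 from 75060592 to 75184921. It had log2 fold changes of -0.04, 0.00, 0.24, 0.01 and 0.10 at 1, 2, 4, 9 and 12 months after 16O, with adjusted p values of 0.938, 0.991, 0.843, 0.993 and 0.991 from limma. Among genes of chronic myeloid leukemia signalling, limma called 0 of 32, 32, 33, 34 and 34 at these times. Numbers at an unadjusted p under 0.05 were 4, 2, 2, 4 and 0, by limma-voom 1, 0, 0, 0 and 0 and adjusted over the list alone 0. In this group 11, 15, 23, 18 and 17 were higher and 21, 17, 10, 16 and 17 lower, and the medians were -0.06, -0.02, 0.08, 0.02 and -0.002. Adjusted p values from camera were 0.812, 0.840, 0.581, 0.585 and 0.824. The molecules in the study's tables, chosen on these samples, were tested at 1, 4, 9 and 12 months and numbered 7, 6, 8 and 10. Of these, 1, 4, 2 and 6 were higher and 6, 2, 6 and 4 lower, limma called 0 as higher and 0 as lower, 1, 1, 2 and 1 had an unadjusted p under 0.05 and limma-voom called 0.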

The transcriptional changes in CML involve genes that result in cell proliferation [40–42]. A complete list of statistically significant altered pathways (−log_10_(*p*-value) ≥ 1.3) is provided in Supplemental Tables 7, 8, 9, 10, and 11.

### Identification of dysregulated molecular pathways corresponding to unannotated transcripts associated with ^16^O irradiation, using SOM

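In 16O mice, the transcripts without a name in the pathway software included isoforms of genes of lipid and fructose metabolism, such as Fads1, Scd1, Gpam and Tkfc. The list has 95 entries, 24, 23, 13, 13 and 22 at 1, 2, 4, 9 and 12 months, for 71 distinct transcripts, and 83 entries had a gene in GENCODE M21, 81 of them protein-coding. Protein-coding transcripts made up 46, those annotated for nonsense-mediated decay 22, processed transcripts 5 and retained introns 8, and 2 belonged to long non-coding or antisense genes. All 3 controls were listed at 0 for 24 entries and all 3 16O libraries for 22. The filter left 35 to test, of which limma called 0, with 29 at an unadjusted p under 0.05 and 0 by limma-voom.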

The above IPA analyses (Fig. 3) resulted in a collection of 95 statistically significant-high-quality unannotated transcripts across all time points from ^16^O irradiated mice (Table 2). To characterize the unannotated transcripts, we obtained the log_2_(fold change) expression values of differentially expressed transcripts from ^16^O irradiation compared to non-irradiated control across 5 time points and applied the SOM machine learning algorithm. We next identified the modules from SOMs, which contained the majority of unannotated transcripts and combined them to form larger clusters of similar transcription patterns for functional analysis using IPA. We compared the identified 13 clusters across 5 time points using IPA (Fig. 4f). Figure 4f shows the most significant pathways across all clusters. The activation z-scores were predicted for some of the clusters based on our observed data and the available literature. 

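An isoform of Tkfc, which encodes triokinase of fructose metabolism, was listed at 1, 2, 4 and 9 months after 16O, and one of Neb, the nebulin gene, at 1, 2, 4 and 12 months. Of the 24, 23, 13, 13 and 22 transcripts listed at the 5 times, 11, 6, 8, 4 and 11 were higher and 13, 17, 5, 9 and 11 lower in 16O than in control mice. Whole-gene RPKM passed for 4, 0, 0, 1 and 0 of the genes these transcripts belong to (limma, adjusted p of at most 0.05). They were chosen by the study on these samples, so their direction is not independent evidence, and z-scores of clusters were not computed here.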

The clusters of unannotated transcripts tended to show inhibitory responses with negative z-scores at 1 and 2 months, and activation at later time points. Even though the directionality could not be determined for some of these pathways, some of the identified significant pathways are similar to those previously observed in Fig. 3 and are involved in immune response (B cell receptor signaling and acute phase response signaling), cholesterol biosynthesis, and the hepatic fibrosis signaling pathway. A complete list of unannotated transcript ENSMBL IDs with their corresponding module numbers is provided in the Supplemental Table 12.

**Fig. 4:**
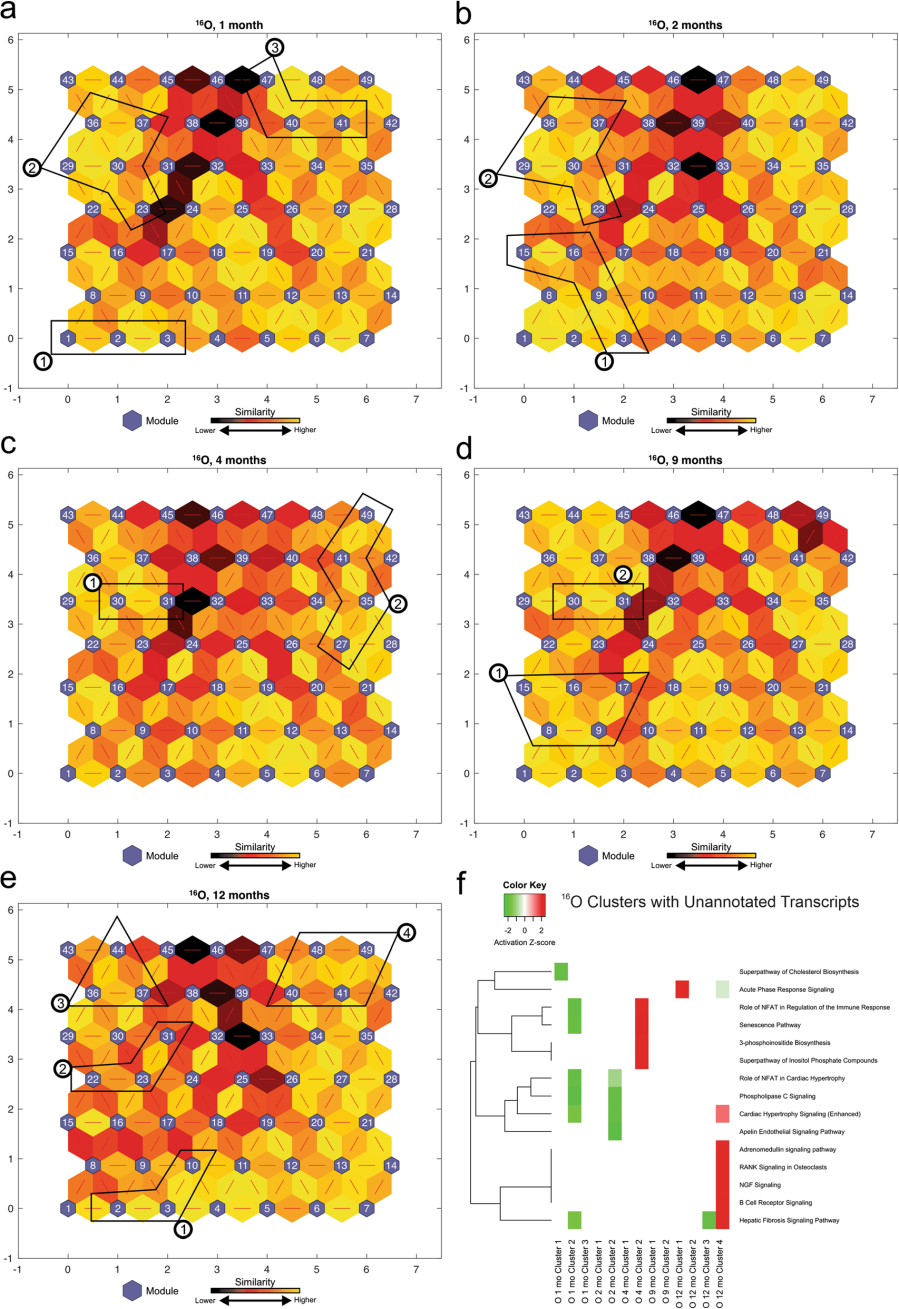
^16^O analysis of self-organizing maps for each time point. **a,b,c,d,e** Kohonen Self-Organizing Map (SOM) was applied to the differentially expressed (DE) transcripts obtained from the RNA-Seq data to identify coherent patterns of transcript expression at each time point, as well as patterns within the unannotated transcripts. The SOM clusters transcripts in each module according to log_2_(fold change) of the expression values. SOM clustering analysis demonstrates the distances between correlated transcript groups. The small blue hexagons are modules comprising transcripts with similar log_2_(fold change) expression patterns. The numbers of transcripts in each module are provided in Supplemental Fig. 2. Neighboring modules are connected with a red line. The colors of the lines connecting the modules indicate the similarity between modules: Lighter colors represent higher similarity, and darker colors represent lower similarity. **f** Expression patterns of unannotated transcripts were identified, and the corresponding modules (represented in circled numbers) were further analyzed by IPA. Only the most significant pathways across all clusters are shown with available color-coded activation z-scores. Inhibitory, activation, or unknown directionality z-scores corresponds to green, red, and white respectively. The entries with white color indicate the directionality could not be predicted based on the available data, yet the pathway is significantly identified by pathway analysis. The goal of the IPA downstream effects analysis is to identify functional pathways whose activity is expected to be increased or decreased, given the observed expression changes in a user’s dataset (see Methods)

### Differential expression analysis of ^28^Si reveals dynamic time-dependent changes in inflammatory response at the whole transcriptome level

Transcriptional changes and altered pathways associated with proposed ^28^Si induced hepatic carcinogenesis were evaluated using differential expression analysis of RNA-Seq data in ^28^Si irradiated compared to non-irradiated control mice at 5 different time points (1mo, 2mo, 4mo, 9mo, and 12mo). 

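For 28Si, whose nuclei lie between those of 16O and 56Fe in mass, 3 mice given 0.2 Gy were sequenced at each of the 5 times and set against the same 3 controls per time as the other ions. Their 15 libraries held 13120902 to 24781298 (median 22384645) mapped read pairs. The median percentage of mapped reads in transcripts was 53.8, 51.5, 73.3, 78.6 and 75.4 at 1, 2, 4, 9 and 12 months in 28Si mice, and 58.7, 81.5 and 80.8 at 2, 4 and 12 months in controls. With RPKM as deposited, without scaling, the median gene in 28Si mice was shifted against controls by -0.18 on the log2 scale at 4 months and by -0.10 at 9 months, so the values below are relative to that shift. Each time point was scaled, filtered and tested on its own 6 libraries, as for the other ions.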

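In 28Si livers, clock genes at 1 month and transcripts of Trf, Hsd11b1, Uox and Stard10 at 4 and 9 months were among the changes. These transcripts were picked from those that passed and form no tested list. At 4 months the mitochondrial tRNA mt-Tm (log2 fold change 8.88) and a Cox7b transcript (-5.46) changed more than those of Trf and Hsd11b1. At 9 months an Rps14 transcript (-10.33) changed more than that of Uox. Adjusted p values of mt-Tm, Cox7b and Rps14 were 0.330, 0.337 and 0.321 by limma-voom. Of 20 genes of the circadian clock, which sets daily rhythms in the liver, 1 rose and 6 fell at 1 month (4 and 15 adjusted over the list alone; adjusted p = 4.98e-10 from camera, and adjusted p = 0.618 with an estimated correlation). Per1, on chromosome 11 of GRCm38 from 69095217 to 69109960, had 4.32 ± 0.693 RPKM (SD, n = 3) in control mice and 1.15 ± 0.0739 RPKM (SD, n = 3) in 28Si mice. Per1 had a log2 fold change of -1.86 (standard error 0.145, adjusted p = 0.00179 from limma). Dbp had 46.6 ± 3.93 RPKM (SD, n = 3) in control mice and 15.3 ± 1.60 RPKM (SD, n = 3) in 28Si mice. Dbp had a log2 fold change of -1.66 (standard error 0.136, adjusted p = 0.00179 from limma). Arntl, which encodes BMAL1, had 0.702 ± 0.0628 RPKM (SD, n = 3) in control mice and 3.00 ± 0.753 RPKM (SD, n = 3) in 28Si mice. Arntl had a log2 fold change of 1.87 (standard error 0.184, adjusted p = 0.00462 from limma). The number of clock genes that fell was 2, 3 and 6 without control replicates 1 to 3 and 6, 5 and 3 without 28Si replicates 1 to 3. At 4 months a transcript of Trf, the transferrin gene, on chromosome 9 of GRCm38 from 103204001 to 103230273, had 45.0 ± 16.0 RPKM (SD, n = 3) in control mice and 334 ± 53.7 RPKM (SD, n = 3) in 28Si mice. This transcript had a log2 fold change of 3.15 (standard error 0.235, adjusted p = 0.00581 from limma). One of Hsd11b1, which activates glucocorticoids, on chromosome 1 of GRCm38 from 193221689 to 193264075, had 69.6 ± 6.20 RPKM (SD, n = 3) in control mice and 10.5 ± 3.24 RPKM (SD, n = 3) in 28Si mice. This transcript had a log2 fold change of -2.55 (standard error 0.122, adjusted p = 0.00139 from limma). At 9 months a transcript of Uox, the urate oxidase gene, had 54.8 ± 8.30 RPKM (SD, n = 3) in control mice and 3.14 ± 0.872 RPKM (SD, n = 3) in 28Si mice. This transcript had a log2 fold change of -3.98 (standard error 0.213, adjusted p = 0.00196 from limma). One of Stard10, a lipid transfer protein gene, was listed at 0 in all 3 controls and had 191 ± 37.8 RPKM (SD, n = 3) in 28Si mice. After 16O at 9 months, against the same controls, this transcript had 175 ± 46.0 RPKM. Another isoform, Stard10_4, went from 295 ± 25.4 RPKM (SD, n = 3) in control mice to 80.2 ± 7.85 RPKM (SD, n = 3) in 28Si mice (adjusted p = 0.0150 from limma). Stard10_4 had adjusted p 0.0576 to 0.143 without any 1 library other than 28Si replicate 1. Stard10_3 had adjusted p values of 0.293 after 28Si and 0.335 after 16O by limma-voom, and without any 1 of the 28Si or 16O libraries it fell under the filter. Short non-coding RNAs, of at most 600 nt, were higher at all times, with medians of 0.50, 0.73, 1.01, 2.32 and 1.21 at 1, 2, 4, 9 and 12 months. Without the filter these medians were 0.422, 0.542, 0.624, 0.605 and 0.477. Of those that passed the filter, 1, 11, 9 and 2 of 40, 38, 39 and 33 rose at 2, 4, 9 and 12 months. At 1 month 0 rose and 1 fell of 42. With limma-voom 7 of 21 rose at 4 months and 0 of 23 at 9 months, so the 9-month calls rest on limma alone. By limma-voom 22 of 23 were still higher at 9 months, with a median of 2.32. Without control replicates 1 to 3 the numbers that rose by limma were 11, 12 and 12 at 4 months and 6, 7 and 5 at 9 months. They were 8, 9 and 8 at 4 months and 1, 6 and 1 at 9 months without 28Si replicates 1 to 3. At 2 months 11 rose with RPKM as deposited and 1 by limma-voom. Without control replicates 1 to 3 the 2-month numbers were 7, 1 and 2, and without 28Si replicates 1 to 3 they were 1, 0 and 1. At 12 months 2 rose with RPKM as deposited and 0 by limma-voom. Without control replicates 1 to 3 the 12-month numbers were 0, 3 and 0, and without 28Si replicates 1 to 3 they were 0. Short non-coding RNAs at 12 months were higher after 56Fe and 16O as well, with medians of 0.87 and 0.74, and of 0.45 and 0.54 without the filter. All 13 mitochondrial mRNAs were lower at every time (medians -0.40, -0.55, -0.61, -0.72 and -0.33), and 1 and 2 fell at 2 and 4 months, with 6 and 11 adjusted over the list alone. At 4 months the number was 2, 2 and 2 without control replicates 1 to 3 and 0, 0 and 2 without 28Si replicates 1 to 3. The gene mt-Atp8 had 816 ± 173 RPKM (SD, n = 3) in control mice and 297 ± 93.3 RPKM (SD, n = 3) in 28Si mice. mt-Atp8 had a log2 fold change of -1.32 (standard error 0.167, adjusted p = 0.0194 from limma). mt-Atp8 had adjusted p 0.0600 without 28Si replicate 1 and 0.0679 without 28Si replicate 2. Transcripts past both thresholds numbered 11, 4, 70, 25 and 0 at 1, 2, 4, 9 and 12 months. Of these, 4, 0, 37, 11 and 0 rose and 7, 4, 33, 14 and 0 fell, among 27063, 25790, 22390, 22429 and 24256 tested. At an unadjusted p under 0.05 there were 2616, 1899, 2674, 2221 and 1879, and limma-voom called 0, 0, 17, 3 and 0. With RPKM as deposited, 15 rose and 28 fell at 4 months and 10 and 16 at 9 months. The 4-month count was 17, 19 and 18 without control replicates 1 to 3 and 53, 37 and 26 without 28Si replicates 1 to 3. The 9-month count was 12, 8 and 9 without control replicates 1 to 3 and 11, 19 and 14 without 28Si replicates 1 to 3. At the other times leaving out 1 library gave 1 to 21 at 1 month (21 without 28Si replicate 3), 0 to 4 at 2 months (4 without 28Si replicate 3) and 0 to 4 at 12 months (4 without control replicate 3).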

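Summed over transcripts, the genes that passed both thresholds after 28Si numbered 19, 2, 20, 13 and 2 at 1, 2, 4, 9 and 12 months, 10, 1, 14, 12 and 2 up and 9, 1, 6, 1 and 0 down, among 11045, 11079, 11252, 11301 and 11380 tested. At an unadjusted p under 0.05 there were 1473, 924, 1388, 1313 and 877, and limma-voom called 27, 4, 15, 0 and 0. At 4 months they included Rpl38, a ribosomal protein gene, with 88.8 ± 11.4 RPKM (SD, n = 3) in control mice and 33.4 ± 4.20 RPKM (SD, n = 3) in 28Si mice. Rpl38 had a log2 fold change of -1.23 (standard error 0.0977, adjusted p = 0.00118 from limma). Tff3, a trefoil factor gene, had 18.2 ± 3.11 RPKM (SD, n = 3) in control mice and 4.70 ± 0.771 RPKM (SD, n = 3) in 28Si mice. Tff3 had a log2 fold change of -1.75 (standard error 0.240, adjusted p = 0.0246 from limma). Tff3 had adjusted p 0.0706 to 0.156 without any 1 library other than control replicate 2 and 28Si replicate 2. Of 61 ribosomal protein genes 3 fell at 4 months, Rpl38, Rps29 and Rpl39 (3 rose and 11 fell adjusted over the list alone; median -0.07, adjusted p = 0.160 from camera). With RPKM as deposited, 5 genes rose and 8 fell at 1 month, 14 rose and 16 fell at 2 months and 37 rose and 95 fell at 4 months. Leaving out 1 library gave 6 to 40 at 1 month (40 without control replicate 3), 0 to 15 at 2 months (15 without 28Si replicate 3), 12 to 26 at 4 months (26 without control replicate 2), 1 to 9 at 9 months (9 without 28Si replicate 2) and 0 to 4 at 12 months (4 without control replicate 2).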

Table 1 shows the total number of differentially expressed transcripts at each time point. IPA was used to functionally annotate and map the biological processes involving these differentially expressed transcripts (Fig. 5). The analyses revealed that LXR/RXR is significantly affected at 1 month (activated), 2 months (directionality unknown), 4 months (inhibited), 9 months (activated), and 12 months (activated). 

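Among fat synthesis genes, 2 passed lower at 1 month and 2 passed higher at 4 months after 28Si. Of 25 genes of fatty acid and triglyceride synthesis, 2 fell and 0 rose at 1 month (10 and 2 adjusted over the list alone), with a median log2 fold change of -0.29 (adjusted p = 2.14e-05 from camera, and adjusted p = 0.850 with an estimated correlation). Thrsp, a thyroid hormone-responsive regulator of lipogenesis, had 212 ± 38 RPKM (SD, n = 3) in control mice and 90.2 ± 7.17 RPKM (SD, n = 3) in 28Si mice. Thrsp had a log2 fold change of -1.28 (standard error 0.131, adjusted p = 0.00552 from limma). The other was Srebf1, which encodes SREBP1 (log2 fold change -0.73, adjusted p = 0.0434). Srebf1 had adjusted p 0.113 to 0.258 without any 1 library other than control replicate 3. At 4 months 2 rose and 0 fell (14 and 0 adjusted over the list alone) and 22 of 25 were higher, with a median of 0.43 (adjusted p = 1.27e-10 from camera, and adjusted p = 0.618 with an estimated correlation). Fasn, an LXR target, had 92.7 ± 14.3 RPKM (SD, n = 3) in control mice and 149.7 ± 5.88 RPKM (SD, n = 3) in 28Si mice. Fasn had a log2 fold change of 0.88 (standard error 0.129, adjusted p = 0.0298 from limma). Fasn had adjusted p 0.0800 to 0.156 without any 1 library other than control replicate 2 and 28Si replicate 3. The 1-month effect minus the 4-month effect had a median of -0.70 on the log2 scale over 25 genes, and limma called 0 by the interaction contrast, with 8 at an unadjusted p under 0.05. Of 17 LXR targets 1 fell at 1 month, Srebf1 (4 adjusted over the list alone; adjusted p = 0.0518 from camera), and of 18 at 4 months Fasn rose and Lpl fell (3 and 2 adjusted over the list alone; adjusted p = 0.999 from camera). Lpl had a log2 fold change of -0.94 (adjusted p = 0.0406 from limma; adjusted p 0.0712 to 0.174 without any 1 library). At 2, 9 and 12 months limma called 0 of 17, 17 and 18. Without adjustment 2, 5 and 3 had a p under 0.05, while limma-voom called 0 and 0, 2 and 0 passed adjusted over the list alone. Their medians were -0.14, -0.04 and -0.01. In the direct comparison of ions at 1 month, 13 of 24 genes of cholesterol synthesis were lower after 56Fe than after 28Si and 15 were lower after 16O than after 28Si (limma), with median log2 differences of -0.53 and -0.51. Of the study's LXR/RXR molecules, which it chose on these samples, 17, 9, 14, 13 and 11 were tested at 1, 2, 4, 9 and 12 months. Of these, 6, 3, 3, 9 and 3 were higher and 11, 6, 11, 4 and 8 lower, and Lpl was among those that fell, at 4 months.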

The acute phase response signaling pathway demonstrated a different dynamic post ^28^Si irradiation as compared to ^56^Fe. In particular, it was significantly inhibited at 1, 4, and 12 months and activated at 9 months. In addition, IL-8 signaling shows a pattern opposite to that of ^16^O irradiation. 

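Genes of positive acute phase proteins were mostly higher 1 month after 28Si and mostly lower at 4 and 12 months. At 4 months 1 of 34 fell and 0 rose (4 and 0 adjusted over the list alone), and 32 were lower with a median log2 fold change of -0.78 (adjusted p = 4.73e-12 from camera, and adjusted p = 0.850 with an estimated correlation). The gene that fell was Orm3, an orosomucoid, with 3.75 ± 1.66 RPKM (SD, n = 3) in control mice and 0.568 ± 0.0288 RPKM (SD, n = 3) in 28Si mice. Orm3 had a log2 fold change of -2.29 (standard error 0.302, adjusted p = 0.0221 from limma). Orm3 had adjusted p 0.128 without 28Si replicate 1, 0.0855 without 28Si replicate 2 and 0.0712 without 28Si replicate 3. At 12 months 32 of 34 were again lower, with a median of -0.62 (adjusted p = 1.75e-09 from camera, and adjusted p = 0.850 with an estimated correlation), and limma called 0. Limma-voom called 0, while 9 had an unadjusted p under 0.05 and 0 passed adjusted over the list alone. At 1 month 25 of 32 were higher (median 0.23, adjusted p = 6.44e-04 from camera, and adjusted p = 0.850 with an estimated correlation), and limma called 0. Adjusted over the list alone 10 passed, limma-voom called 1 and 13 had an unadjusted p under 0.05. At 2 and 9 months 28 and 33 of 34 were higher, with medians of 0.18 and 0.75 (adjusted p = 5.60e-04 and 4.12e-05 from camera, and adjusted p = 0.872 at both with an estimated correlation), and limma called 0. By limma-voom 0 passed, adjusted over the list alone 0, and 7 and 0 had an unadjusted p under 0.05. Markers of Kupffer cells, the resident macrophages of the liver, were lower with them. At 4 months 2 of 16 fell, Ctss and Cd5l (13 adjusted over the list alone), and 15 were lower, with a median of -0.58 (adjusted p = 1.55e-11 from camera, and adjusted p = 0.850 with an estimated correlation). Ctss, the cathepsin S gene, had 18.9 ± 2.58 RPKM (SD, n = 3) in control mice and 8.94 ± 1.17 RPKM (SD, n = 3) in 28Si mice. Ctss had a log2 fold change of -0.90 (standard error 0.119, adjusted p = 0.0221 from limma). Ctss had adjusted p 0.0793 to 0.114 without any 1 library other than control replicate 2. All 16 of these markers were higher at 9 months (median 0.31) and 15 were lower at 12 months (median -0.32), with 0 that passed and 0 at an unadjusted p under 0.05, 0 by limma-voom and 0 adjusted over the list alone. Single mice stood apart in Saa1, a serum amyloid gene of the acute phase. Its 9-month value was 9834 RPKM in 28Si replicate 2 and 93.9 and 124 RPKM in the other 28Si mice, and its 4-month values in controls were 971, 80.4 and 3842 RPKM. In the direct comparison at 4 months 1 of 34 positive acute phase genes differed between 56Fe and 28Si, C9, which was higher after 56Fe (limma; 2 at an unadjusted p under 0.05), and at 1 month 3 were higher after 56Fe (Mt1, Mt2 and Serpina3m) and 3 after 28Si (Cp, Itih3 and Steap4). Of the study's acute phase molecules, chosen on these samples, 13, 23, 22 and 15 were tested at 1, 4, 9 and 12 months. Of these, 6, 4, 15 and 3 were higher and 7, 19, 7 and 12 lower. An unadjusted p under 0.05 was found for 1, 7, 3 and 1, and limma and limma-voom called 0. From its pathways in 28Si mice together, the paper proposes a dynamic interplay with immunological pathways that could contribute to hepatic carcinogenesis.

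**Figure D3:**
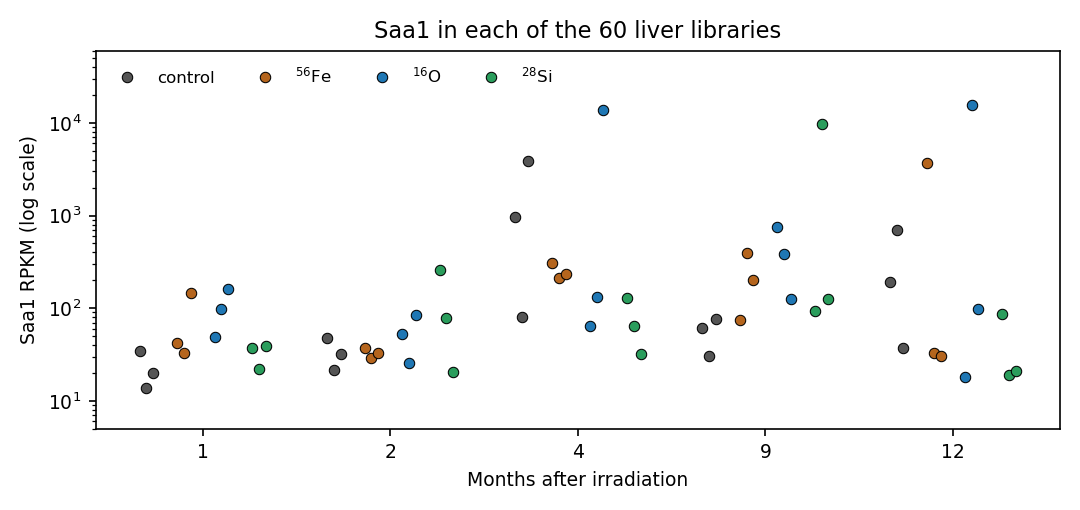
RPKM of Saa1 (sum over transcripts, log axis) in each of the 60 libraries, by group and months after exposure; each point is a mouse. The highest points are single mice, among them 16O replicate 2 at 12 months with 15583 RPKM and 28Si replicate 2 at 9 months with 9834 RPKM, while the 3 control mice at 1 month lie between 13.9 and 34.7 RPKM.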

An IL-8 signaling pathway is significantly activated at 4 months, while unlike ^16^O irradiation, it is inhibited at 12 months. Furthermore, PI3K/AKT signaling was significantly activated at 1, 4, and 9 months post ^28^Si irradiation. This might suggest that ^28^Si has an earlier cellular survival response compared to ^56^Fe and ^16^O. Additionally, the results show that aryl hydrocarbon receptor signaling is significantly inhibited at 2, 4, 9, and 12 months post ^28^Si irradiation. 

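Genes of IL-8 type chemokine signalling had median log2 fold changes of 0.01, 0.00, -0.16, 0.06 and -0.03 at 1, 2, 4, 9 and 12 months after 28Si, with 13, 12, 8, 14 and 11 genes higher and 12, 12, 16, 11 and 14 lower. From camera, adjusted p values were 0.819, 0.70, 0.0691, 0.972 and 0.559. The 9-month median turned to -0.06 with RPKM as deposited. Limma called 0 of 25, 24, 24, 25 and 25. There were 3, 4, 5, 6 and 2 at an unadjusted p under 0.05, 0 by limma-voom and 0, 0, 0, 2 and 0 adjusted over the list alone. In the direct comparison of 16O with 28Si, limma called 0 of 25 at 4 months and 0 of 28 at 12 months, with 4 and 5 at an unadjusted p under 0.05 and median log2 differences of 0.07 and 0.29. Egfr, the growth factor receptor named with this pathway, had log2 fold changes of -0.39 and -0.46 at 4 and 12 months after 28Si (adjusted p = 0.441 and 0.703 from limma), and Vegfa had -0.17 and 0.01 (adjusted p = 0.601 and 0.990). Of 12 and 13 molecules that the study lists, picked on these samples, 12 and 11 were tested at 4 and 12 months. Of these, 5 and 4 were higher and 7 and 7 lower. None passed by limma or limma-voom (0 each), and 0 and 1 had an unadjusted p under 0.05.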

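In PI3K/AKT signalling, which carries survival and growth signals, no gene passed after 28Si. Of 38, 36, 38, 36 and 38 genes tested at 1, 2, 4, 9 and 12 months limma called 0. Numbers at an unadjusted p under 0.05 were 5, 0, 1, 8 and 2, by limma-voom 0 and adjusted over the list alone 1, 0, 0, 0 and 0. The medians were 0.01, 0.00, 0.02, 0.02 and -0.04, with 20, 18, 21, 21 and 17 genes higher and 18, 18, 17, 15 and 21 lower (adjusted p values of 0.958, 0.906, 0.851, 0.933 and 0.872 from camera). Akt1 had log2 fold changes of 0.01, 0.01 and 0.47 at 1, 4 and 9 months (adjusted p = 0.988, 0.972 and 0.309 from limma), and Pik3r1, which encodes the regulatory subunit of PI3K, had -0.22, -0.23 and -0.08 (adjusted p = 0.525, 0.535 and 0.882). The 10, 13 and 14 molecules in the study's tables at 1, 4 and 9 months, chosen on these samples, were all tested. Of these, 5, 4 and 9 were higher and 5, 9 and 5 lower. Limma and limma-voom called 0 of them, and 0, 0 and 4 had an unadjusted p under 0.05. At least 1 transcript with an unadjusted p under 0.05 and a fold of at least 2 was found for 4, 1 and 3 of them.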

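Target genes of the aryl hydrocarbon receptor, which include phase 1 and phase 2 enzymes of foreign compound metabolism, had medians of 0.07, 0.11, -0.01, -0.21 and 0.12 at 1, 2, 4, 9 and 12 months after 28Si. Limma called 0 of 12, 13, 14, 13 and 13. Without adjustment 4, 1, 5, 2 and 2 had a p under 0.05, while limma-voom called 0 and 4, 0, 4, 0 and 0 passed adjusted over the list alone. The list had adjusted p values of 0.754, 0.395, 0.283, 0.0950 and 0.0748 from camera. At 4 months the list alone gave 3 higher and 1 lower. Ahr itself had log2 fold changes of -0.19, -0.43, -0.36 and 0.02 at 2, 4, 9 and 12 months, with adjusted p values of 0.774, 0.212, 0.496 and 0.982 from limma, and Cyp1a2, an abundant AHR target of the liver, had -0.29, -0.06, -0.28 and 0.26 (adjusted p values of 0.659, 0.921, 0.832 and 0.721). The 11, 11, 10 and 11 molecules that the study lists at 2, 4, 9 and 12 months, picked on these samples, gave 4, 4, 5 and 6 higher and 7, 7, 5 and 5 lower genes. An unadjusted p under 0.05 was found for 1, 2, 3 and 1, and limma and limma-voom called 0. For 7, 4, 7 and 1 a transcript reached an unadjusted p under 0.05 and a fold of at least 2.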

Aryl hydrocarbon receptor (AHR) is a cytosolic protein associated with chaperone and immunophilin-like protein. Upon ligand activation, AHR dissociates from the complex, translocates into the nucleus and induces transcriptional activation of genes in various signaling pathways involved in cell cycle progression, tumorigenesis, apoptosis, and cell proliferation [43–45].

**Fig. 5:**
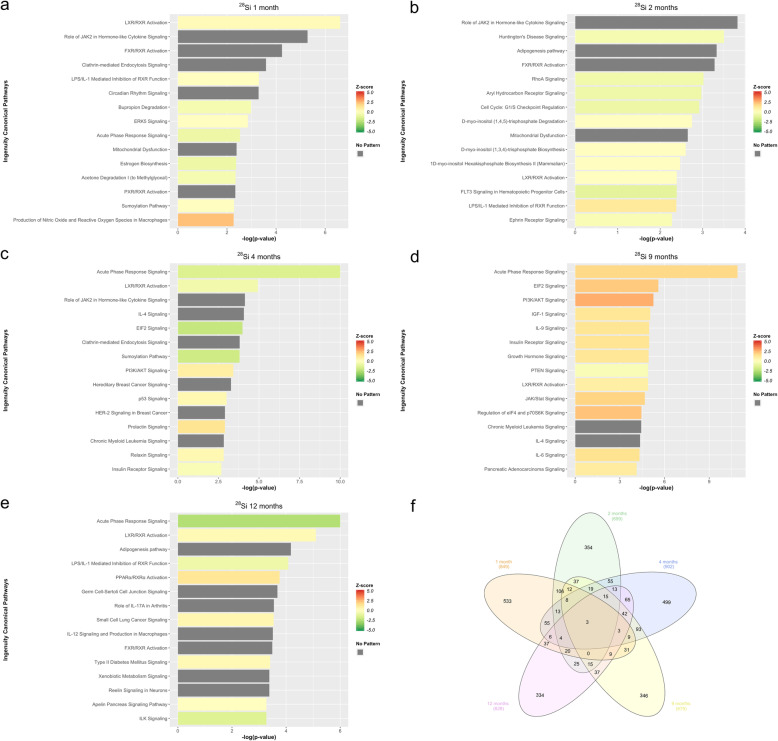
IPA of differentially expressed transcripts in ^28^Si. **a** Top pathways enrichment analysis at 1 month. **b** Top pathways enrichment analysis at 2 months. **c** Top pathways enrichment analysis at 4 months. **d** Top pathways enrichment analysis at 9 months. **e**Top pathways enrichment analysis at 12 months. **f** The Venn Diagram shows shared and unique differentially expressed transcripts for all time points, in ^28^Si irradiation compared to control

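After 28Si, genes that carry the signal of the B cell receptor (BCR) had median log2 fold changes of -0.02, -0.05, -0.10, 0.03 and -0.02 at 1, 2, 4, 9 and 12 months. Limma called 0 of 30, 30, 31, 30 and 31. Limma-voom called 0, while 1, 0, 2, 8 and 2 had an unadjusted p under 0.05 and 0, 0, 1, 0 and 0 passed adjusted over the list alone. Camera gave adjusted p values of 0.638, 0.448, 0.139, 0.632 and 0.762. Bcl6, which passed after the other ions at 9 months, had 7.83 ± 1.29 RPKM (SD, n = 3) in control mice and 9.90 ± 0.914 RPKM (SD, n = 3) in 28Si mice. Bcl6 had a log2 fold change of 0.46 (standard error 0.124, adjusted p = 0.289 from limma) after 28Si. In the direct comparison at that time it was lower after 16O than after 28Si, with 2.11 RPKM in 16O mice and 9.90 RPKM in 28Si mice (n = 3 each). For Bcl6 the log2 difference was -2.38 (standard error 0.235, adjusted p = 0.00228 from limma). The breakpoint gene Bcr had log2 fold changes of 0.14, -0.16, -0.13, 0.05 and 0.26 (adjusted p values of 0.644, 0.711, 0.821, 0.927 and 0.666 from limma). Molecules that the study lists for this pathway, chosen on these samples, gave 11, 10, 11, 12 and 9 tested genes at 1, 2, 4, 9 and 12 months. Of these, 4, 1, 4, 6 and 6 were higher and 7, 9, 7, 6 and 3 lower. None passed by limma or limma-voom (0 each), and 0, 0, 0, 3 and 2 had an unadjusted p under 0.05, and 2, 2, 3, 1 and 3 had a transcript at that p with a fold of at least 2.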

The analyses revealed that BCR signaling was significantly affected at 1 month (inhibited), 2 months (activated), 4 months (inhibited), 9 months (activated), and 12 months (activated). This is also indicative of a stronger inhibitory apoptosis response later in time after ^28^Si irradiation. In addition, the production of nitric oxide and reactive oxygen species in macrophages were significantly affected at all time points, specifically, at 1 month (activated), 2 months (activated), 9 months (activated), and 12 months (inhibited). 

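Genes of NADPH oxidase and nitric oxide synthesis, the source of the oxidative burst of macrophages, were mostly lower 4 months after 28Si. At that time 19 of 21 were lower, with a median log2 fold change of -0.30 (adjusted p = 1.68e-04 from camera, and adjusted p = 0.850 with an estimated correlation), alongside the lower Kupffer cell markers. At 1, 2, 4, 9 and 12 months limma called 0 of 19, 18, 21, 21 and 20. Adjusted over the list alone 0, 0, 4, 0 and 0 passed, limma-voom called 0 and 0, 2, 4, 1 and 0 had an unadjusted p under 0.05. The other medians were -0.01, -0.004, 0.18 and -0.18 at 1, 2, 9 and 12 months. Cybb, the catalytic subunit of the phagocyte oxidase, had log2 fold changes of -0.10, 0.02, -0.68, 0.59 and -0.38 at 1, 2, 4, 9 and 12 months (adjusted p values of 0.851, 0.989, 0.122, 0.657 and 0.913 from limma). The study's molecules for this pathway, picked on these samples, were tested at 1, 2, 9 and 12 months and numbered 13, 9, 9 and 10. Of these, 7, 1, 3 and 4 were higher and 6, 8, 6 and 6 lower. Limma and limma-voom called 0 of them, and 1, 1, 1 and 2 had an unadjusted p under 0.05, and 7, 2, 1 and 2 had a transcript at that p with a fold of at least 2.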

The tumoricidal properties of macrophages are dependent on the production of reactive oxygen species (ROS). Production of ROS happens through the activation of the nicotinamide adenine diphosphate oxidase (NADPH oxidase), which is part of the electron transport chain. Factors such as bacterial products and metabolites can activate NADPH oxidase, which will lead to ROS production in macrophages and help defend against noxious stimuli [46–48]. The inhibition of ROS production at 12 months contributes to the carcinogenic process triggered by ^28^Si irradiation. This process is especially pronounced during later time points when the immune response cannot properly regulate apoptosis or control tissue damage. Moreover, Insulin-like growth factor-1 (IGF-1) signaling, which promotes cell proliferation, growth, and survival, is significantly activated at 4, and 9 months. 

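Igf1, which the liver secretes as the main source of the circulating growth factor, had log2 fold changes of -0.18 and -0.12 at 4 and 9 months after 28Si (adjusted p = 0.404 and 0.699 from limma), and Igf1r, its receptor, had 0.87 and 0.71 (adjusted p = 0.215 and 0.412). Of the genes of IGF-1 signalling, limma called 0 of 32, 32, 32, 32 and 32 at 1, 2, 4, 9 and 12 months. By limma-voom 0 passed, adjusted over the list alone 1, 0, 0, 0 and 0, and 3, 4, 5, 5 and 3 had an unadjusted p under 0.05. At 4 months 26 of 32 were lower, with a median of -0.10 (adjusted p = 0.0355 from camera, and adjusted p = 0.872 with an estimated correlation), and at 9 months the median was 0.06 (adjusted p = 0.186 from camera), which turned to -0.06 with RPKM as deposited. The study lists 8 and 12 molecules at 4 and 9 months, chosen on these samples. Of these, 2 and 10 were higher and 6 and 2 lower. An unadjusted p under 0.05 was found for 1 and 4, and limma and limma-voom called 0. In addition 1 and 4 had a transcript at that p with a fold of at least 2.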

IGF-1 receptor is a transmembrane tyrosine kinase protein that activates many downstream pathways, which in turn induce genes that promote cell growth and differentiation, as well as pathways for cell survival [49–51]. IGF-1 targeted antibodies are currently under phase I clinical investigation as anticancer therapeutic drugs for advanced or refractory solid tumors (NCT03746431). These pathways demonstrate a complex dynamic interplay with different immunological pathways after ^28^Si irradiation, which could contribute to hepatic carcinogenic processes. A complete list of significantly impacted pathways (−log_10_(*p*-value) ≥ 1.3) is provided in Supplemental Tables 13, 14, 15, 16, and 17.

### Identification of dysregulated molecular pathways corresponding to unannotated transcripts associated with ^28^Si irradiation, using SOM

The above IPA analysis (Fig. 5) resulted in a collection of 81 statistically significant-high-quality unannotated transcripts across all time points from ^28^Si irradiated mice (Table 2). 

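Among the unnamed transcripts after 28Si, an isoform of Nolc1, a nucleolar protein gene, was listed at 1, 2, 4 and 12 months, and isoforms of Paip2, H2-K1 and Gnas at 4, 9 and 12 months. H2-K1 is a classical MHC class I gene and Gnas encodes a G protein subunit. The list has 81 entries, 19, 14, 17, 12 and 19 at the 5 times, for 60 distinct transcripts; 67 entries had a gene in GENCODE M21, and all of these genes were protein-coding. By type 45 were protein-coding transcripts, 10 were annotated for nonsense-mediated decay, 6 retained an intron and 6 were processed transcripts. In 28Si mice 8, 4, 4, 6 and 7 were higher and 11, 10, 13, 6 and 12 lower than in controls at the 5 times. All 3 controls were listed at 0 for 17 entries and all 3 28Si libraries for 29. Of 34 that could be tested limma called 5, 1 at 1 month, 3 at 4 months and 1 at 9 months, with 32 at an unadjusted p under 0.05 and 0 by limma-voom. The number called was 0, 0 and 1 without control replicates 1 to 3, 5, 7 and 5 without 28Si replicates 1 to 3 and 1 with the replicate block. The study picked these transcripts on these samples, so their direction is no independent evidence.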

To characterize the unannotated transcripts, we obtained the log_2_ (fold change) expression values of significantly differentially expressed transcripts from ^28^Si irradiation compared to non-irradiated control across 5 time points and applied the SOM machine learning algorithm. We next identified the modules from SOMs, which contained the majority of unannotated transcripts and combined them to form larger clusters of similar transcription patterns for functional analysis using IPA. We compared the identified 12 clusters across 5 time points using IPA (Fig. 6f). Figure 6f shows the most significant pathways across all clusters. The activation z-scores were predicted for some of the clusters based on our observed data and the available literature. Even though the directionality could not be determined for some of these pathways, the significant pathways included B cell signaling, hepatic fibrosis signaling, tec kinase signaling, neuroinflammation signaling, LXR/RXR activation, phospholipase C signaling, and the senescence pathway. A complete list of unannotated transcript ENSMBL IDs with their corresponding module numbers is provided in the Supplemental Table 18.

**Fig. 6:**
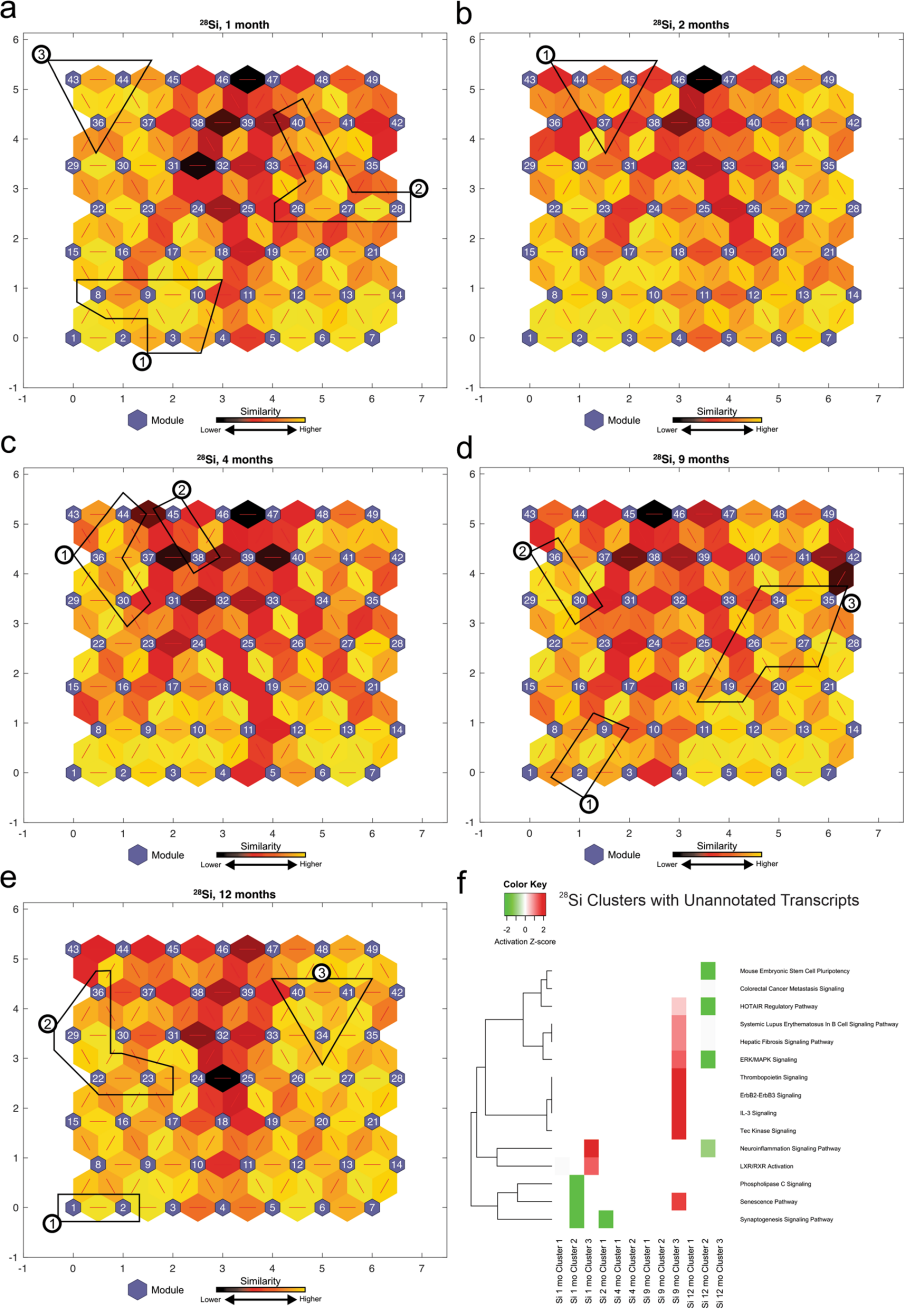
^28^Si analysis of self-organizing maps for each time point. **a,b,c,d,e** Kohonen Self-Organizing Map (SOM) was applied to the differentially expressed (DE) transcripts obtained from the RNA-Seq data to identify coherent patterns of transcript expression at each time point, as well as patterns within the unannotated transcripts. The SOM clusters transcripts in each module according to log_2_(fold change) of the expression values. SOM clustering analysis demonstrates the distances between correlated transcript groups. The small blue hexagons are modules comprising transcripts with similar log_2_(fold change) expression patterns. The numbers of transcripts in each module are provided in Supplemental Fig. 3. Neighboring modules are connected with a red line. The colors of the lines connecting the modules indicate the similarity between modules: Lighter colors represent higher similarity, and darker colors represent lower similarity. **f** Expression patterns of unannotated transcripts were identified, and the corresponding modules (represented in circled numbers) were further analyzed by IPA. Only the most significant pathways across all clusters are shown with available color-coded activation z-scores. Inhibitory, activation, or unknown directionality z-scores corresponds to green, red, and white respectively. The entries with white color indicate the directionality could not be predicted based on the available data, yet the pathway is significantly identified by pathway analysis. The goal of the IPA downstream effects analysis is to identify functional pathways whose activity is expected to be increased or decreased, given the observed expression changes in a user’s dataset (see Methods)

## Discussion

Despite the knowledge that deep spaceflight is associated with multiple carcinogenic processes, the different responses to HZE irradiation are still relatively unexplored. This study was designed to help identify the molecular mechanisms of HZE induced HCC focusing on transcription expression patterns at different time points after irradiation and to elucidate novel unannotated transcripts that are significantly affected by HZE-irradiation. It has been hypothesized that a major driver of HZE induced carcinogenesis occurs through inflammatory responses, reactive oxygen species, and DNA damage [52]. Our results support an association between early proinflammatory response, downstream biomarkers of cytokine activity, and downregulation of such responses at later time points. 

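Interferon-induced genes, which cells switch on in antiviral and inflammatory states, were higher 1 month after 56Fe and 16O. Of 32 tested after 56Fe, 3 rose, Tap1, Zbp1 and Ifit3 (12 adjusted over the list alone), and 30 were higher, with a median log2 fold change of 0.43 (adjusted p = 1.27e-10 from camera, and adjusted p = 0.850 with an estimated correlation). Ifit3, on chromosome 19 of GRCm38 from 34583531 to 34588731, had 1.06 ± 0.544 RPKM (SD, n = 3) in control mice and 2.43 ± 0.525 RPKM (SD, n = 3) in 56Fe mice. Ifit3 had a log2 fold change of 1.23 (standard error 0.249, adjusted p = 0.0464 from limma). Ifit3 had adjusted p 0.0759 to 0.220 without any 1 library other than control replicate 3. After 16O 2 of 31 rose, Tap1 and Ifit1 (5 adjusted over the list alone; median 0.36, adjusted p = 2.02e-06 from camera, and adjusted p = 0.850 with an estimated correlation), and after 28Si limma called 0 of 31. There were 5 at an unadjusted p under 0.05, 1 by limma-voom and 1 adjusted over the list alone. Their median was 0.27 (adjusted p = 0.00110 from camera, and adjusted p = 0.850 with an estimated correlation). At 4 months 23, 19 and 26 of 30 were lower after 56Fe, 16O and 28Si, and at 12 months 25, 29 and 24 of 30 were higher, with medians of 0.23, 0.50 and 0.24 and 0 that passed at either time (7, 3 and 5 and 0, 1 and 3 at an unadjusted p under 0.05, 0 by limma-voom). Whether an effect differed between 1 month and a later time was tested in 1 fit of all 60 libraries. Ifit3 was higher at 1 month than at 2 and 4 months after 56Fe, 1 of 34 interferon genes each time, and 0 differed from 9 or 12 months (7 and 0 at an unadjusted p under 0.05). Among 34 positive acute phase genes limma called 0 between 1 month and 2, 4, 9 or 12 months, with 1, 3, 2 and 2 after 56Fe, 2, 3, 1 and 2 after 16O and 1, 2, 1 and 4 after 28Si at an unadjusted p under 0.05. Of NF-kB and cytokine genes limma called 0 of 12, 12, 14, 13 and 14 at 1, 2, 4, 9 and 12 months after 56Fe. Numbers at an unadjusted p under 0.05 were 1, 1, 0, 4 and 0, by limma-voom 0, 0, 0, 2 and 0 and adjusted over the list alone 0, 0, 0, 3 and 0.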

The exact molecular factors that regulate these responses are not well defined, but HZE-irradiation engenders a complex immune response where directionality (activation/inhibition) cannot be predicted for some pathways.

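Molecules of PI3K signaling in B lymphocytes, a pathway that the study lists on these samples and that is therefore no independent evidence of direction, gave 5, 6 and 6 higher and 4, 3 and 1 lower at 2, 4 and 12 months after 56Fe, 6 higher and 2 lower at 12 months after 16O, and 4 higher and 2 lower at 12 months after 28Si. Those of IL-7 signaling, a cytokine of lymphocyte growth, gave 3, 7 and 5 higher and 3, 1 and 4 lower at 2, 4 and 9 months after 56Fe, 1 and 3 higher and 5 and 2 lower at 9 and 12 months after 16O, and 1, 4 and 1 higher and 5, 3 and 3 lower at 4, 9 and 12 months after 28Si. For IL-3 signaling, a cytokine of blood cell growth, there were 7 and 4 higher and 0 and 4 lower at 4 and 9 months after 56Fe, 5 higher and 1 lower at 12 months after 16O, and 2 and 5 higher and 5 and 2 lower at 4 and 9 months after 28Si. Of these genes 1 passed, Bcl6 at 9 months after 16O, in the IL-7 molecules. Limma called 0 of the PI3K and 0 of the IL-3 molecules at those times, with at most 1 and at most 3 at an unadjusted p under 0.05 and 0 by limma-voom. Markers of lymphocytes themselves were low: at most 4 of 20 B cell markers and at most 3 of 22 T and NK cell markers passed the filter on low values in any comparison with at least 3.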

We observed some significant commonly dysregulated immunological pathways in the HZE-irradiated mice, including PI3K signaling in B lymphocytes, acute phase response signaling, IL-8 signaling, IL-7 signaling, IL-3 signaling, B cell receptor signaling, and PPARα signaling. PI3K was mainly activated at later time points across all HZE ions. 

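The PI3K catalytic subunit gene Pik3ca had log2 fold changes of -0.07, -0.04 and -0.01 at 9 months and -0.10, 0.02 and -0.14 at 12 months after 56Fe, 16O and 28Si, with adjusted p values from limma of 0.686, 0.910 and 0.987 at 9 months and 1.000, 0.994 and 0.793 at 12 months. After 16O, limma called 0 of 36, 36, 37, 36 and 38 genes of PI3K/AKT signalling at 1, 2, 4, 9 and 12 months. Without adjustment 2, 2, 6, 5 and 2 had a p under 0.05, while limma-voom called 1, 0, 0, 0 and 0 and 0 passed adjusted over the list alone. The medians were 0.01, 0.01, 0.03, 0.05 and 0.04. Between 1 month and 9 or 12 months, limma called 0 differences in this list after 56Fe, 16O and 28Si, with 6, 5 and 8 and 0, 5 and 5 at an unadjusted p under 0.05.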

PI3K regulates numerous biological functions such as survival, differentiation, proliferation, migration, and metabolism. In the immune system, inhibited PI3K leads to immunodeficiency, whereas activation of this signaling cascade leads to leukemia and autoimmune responses [50, 53, 54]. 

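At 1 month the metallothioneins Mt1 and Mt2 and the acute phase genes Serpina3m, Serpina3n and Saa4 were higher after 16O than after 28Si, and Cp, the ceruloplasmin gene, was lower, which made 6 of 34 positive acute phase genes in the direct comparison (limma; 12 at an unadjusted p under 0.05). The median log2 difference of the list was 0.05. Mt2 had 33.3 RPKM in 16O mice and 1.68 RPKM in 28Si mice (n = 3 each). For Mt2 the log2 difference was 4.52 (standard error 0.473, adjusted p = 5.36e-05 from limma). In acute phase signalling 5 of 32 were higher after 16O than after 28Si, among them Cebpb, Il1r1, Il6ra and Nr3c1, and Tab2 was lower. Cebpb encodes a transcription factor of acute phase genes, Il6ra the IL-6 receptor and Nr3c1 the glucocorticoid receptor. Against controls, acute phase signalling gave 2 genes that rose 1 month after 16O and limma called 0 after 56Fe and 28Si. Limma-voom called 0, while 3 had an unadjusted p under 0.05 and 0 passed adjusted over the list alone after 56Fe. After 28Si there were 5 at an unadjusted p under 0.05, 0 by limma-voom and 0 adjusted over the list alone.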

The acute phase response signaling was activated at 1 month in ^56^Fe but inhibited at this time point for both ^16^O and ^28^Si. This response is triggered by the initiation of irradiation-induced tissue injury, which leads to changes in the concentration of several plasma proteins as a result of significantly altered hepatic metabolism [19–21]. It has been previously shown that ^16^O total body irradiation significantly decreases peripheral blood cell counts in mice as early as 2 weeks post-irradiation, particularly white blood cells (WBC) and platelets (PLT) [5]. This rapid depletion of peripheral WBC can be a potential contributor to an impaired acute phase response in ^16^O and ^28^Si irradiated mice through a similar mechanism. Additionally, IL-8 signaling was activated at 12 months post ^56^Fe and ^16^O irradiation, while it was inhibited in ^28^Si. 

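At 12 months after 56Fe, limma called 0 of 26 genes of IL-8 type chemokine signalling. Adjusted over the list alone 0 passed, limma-voom called 0 and 3 had an unadjusted p under 0.05, and the median log2 fold change was 0.08 (adjusted p = 0.347 from camera). In the direct comparison of 56Fe with 28Si at that time, limma called 0 of 28, with 2 at an unadjusted p under 0.05 and a median log2 difference of 0.13. Egfr had a log2 fold change of 0.48 at 12 months after 56Fe (adjusted p = 1.000 from limma) and one of 0.91 at 9 months (adjusted p = 0.0489; adjusted p 0.0664 to 0.163 without any 1 library other than 56Fe replicate 3). The study's molecules of this pathway at 12 months, chosen on these samples, gave 8 higher and 2 lower genes after 56Fe. Limma and limma-voom called 0 of these, and 0 had an unadjusted p under 0.05.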

Given that IL-8 upregulates the expression of genes involved in tumor growth (EGFR, MMP2, MMP9), angiogenesis (VEGF), and cell proliferation through a metalloproteinase dependent pathway [32–34, 55, 56], its activation at 12 months post ^56^Fe and^16^O irradiation is in line with the tumor growth and spontaneous incidences of HCC seen previously [4, 32–34, 56]. It has been previously shown that ^28^Si increases the levels of apoptotic cell death in the heart and bone marrow up to 6 months post-irradiation [8]. This chronic apoptotic response might be associated with the observed IL-8 suppression. Moreover, hepatic nuclear receptor PPARα affects various aspects of energy homeostasis, including cholesterol and fatty acid metabolism [57]. It has been previously reported that mice lacking PPARα accumulate hepatic triglycerides resembling that of nonalcoholic fatty liver disease (NAFLD) [58–61]. 

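After 28Si, target genes of PPARα had a median log2 fold change of -0.43 at 9 months, with 28 of 32 lower (adjusted p = 5.86e-09 from camera, and adjusted p = 0.850 with an estimated correlation). Over 1, 2, 4, 9 and 12 months limma called 0 of 30, 29, 29, 32 and 32. By limma-voom 0 passed, adjusted over the list alone 1, 0, 0, 5 and 0, and 7, 5, 4, 12 and 1 had an unadjusted p under 0.05. The medians at 1, 2, 4 and 12 months were 0.13, -0.10, 0.05 and 0.12. In the direct comparison at 1 month 7 of these genes were lower and 1 higher after 56Fe than after 28Si, and 14 were lower and 1 higher after 16O than after 28Si (limma), with median log2 differences of -0.31 and -0.38. At 9 months Cd36 had a log2 fold change of -1.85 after 28Si (adjusted p = 0.188 from limma). Its control value of 57.4 RPKM at 9 months stands beside 6.59 RPKM in the controls of 4 months and 12.4 RPKM in those of 12 months. The study's PPARα molecules for 28Si, picked on these samples, gave 3, 4, 3, 6 and 8 higher and 7, 6, 9, 4 and 5 lower genes at 1, 2, 4, 9 and 12 months, and 1 fell, Lpl at 4 months.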

On the one hand, significant inhibition of this pathway, as seen in ^56^Fe, ^16^O, and ^28^Si post-irradiation at some of the time points, might indicate that other liver injuries and the consequent liver diseases such as NAFLD can arise as a result of HZE ion exposure. On the other hand, this might indicate that HCC pathogenesis involves some similar/common key players as other liver diseases such as NAFLD.

Nonetheless, as mentioned earlier, the focus of this study was limited to transcriptional changes induced in the liver by ^56^Fe,^16^O, and ^28^Si irradiation at 5 different time points. Hence, it remains unclear how the detected changes reflect the magnitude of carcinogenic processes in the liver. In future studies, it is therefore important to investigate these differences by conducting a comparison between both histologically and quantitively, in addition to measuring the different levels of enzymes/proteins responsible for the indicated pathways. A complete list of comparison analyses with predicted z-scores for significant pathways comparing between all HZE types of irradiated mice across all time points is provided in the Supplemental Table 19.

Moreover, to assess the transcriptional pathways of our novel unannotated transcripts, we examined their activity patterns across five time points utilizing SOMs. To elucidate the biological functions associated with these transcript clusters, we then performed functional pathway analyses (Figs. 2, 4, and 6). The deep mining of biological knowledge from these unannotated transcripts remains challenging due to the incompleteness of genome functional annotation. The SOM machine learning methodology takes advantage of already annotated and studied transcripts and pathways to infer the biological functions of the unannotated transcripts. Future studies should assess the transcriptional and regulatory activity of these unannotated transcripts using different techniques such as histone modifications (H3K4me3 and H3K27ac), which have been associated with activation of transcription and enhancer activity, respectively [62, 63]. Some of these unannotated transcripts may originate from enhancer regions or promotor upstream transcripts and thus play key regulatory roles in controlling gene expression following HZE irradiation since they are significantly affected by irradiation. Additionally, aligning these significant unannotated transcripts to the human genome will help identify those that are conserved in humans. 

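Over all 3 ions the study lists 243 unannotated entries for 109 distinct transcripts, and 209 of the entries had a gene in GENCODE M21, 205 of them in protein-coding genes. Genes with the most entries were Nars, which encodes a cytosolic asparagine tRNA ligase, Nedd4l, a ubiquitin ligase gene, Sipa1, which encodes a GTPase-activating protein, and Nolc1, which encodes a nucleolar protein. Protein-coding transcripts numbered 128, those annotated for nonsense-mediated decay 45, retained introns 16 and processed transcripts 16, and 4 entries came from long non-coding RNA genes. In irradiated mice 98 were higher and 145 lower than in controls. Of 90 that could be tested limma called 5, all after 28Si, with 80 at an unadjusted p under 0.05, and without the filter it called 6 of 243. After 28Si the number called was 0 by limma-voom and without control replicate 1 or 2, and 1 without control replicate 3 and with the replicate block. Histone marks and enhancer positions were not analysed here.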

Even though the precise functions of our unannotated transcripts remain to be elucidated, their significant changes post-HZE-irradiation, their similar expression patterns with the annotated genes in specified modules and neighboring modules in the described SOMs, and their functional roles in transcription activity, organismal death, hepatic fibrosis signaling, and LXR/RXR signaling pathways, all provide compelling evidence to support further studies of the roles of these transcripts in the carcinogenic processes of HCC following low-dose HZE irradiation.

## Conclusions

^56^Fe,^16^O, and ^28^Si are all major HZE contributors in the space radiation environment, yet the differences in biological effects (both acute and chronic) of these HZE ions after total body irradiation in mice remain largely unexplored. To understand the molecular mechanisms of HZE-induced HCC, we investigated the effects of ^56^Fe,^16^O, and ^28^Si ions irradiation on transcript expression utilizing RNA-Seq data collected from the livers of mice at five different time points post-irradiation. Our findings revealed an early activation of proinflammatory response along with various cytokine activities, and inhibition of these responses at later time points post-irradiation. Additionally, our results revealed a number of unannotated transcripts that were significantly affected post-low-dose HZE irradiation, and their associations with specific functional pathways. Taken together, these findings provide leads regarding potentially important new transcripts and transcriptional products, which could lead to the identification of novel countermeasures and therapeutic targets. Identification of novel transcriptional products may be accomplished by in silico translation of unannotated transcripts into amino acid sequences, which can be used to search Data Independent Acquisition (DIA) proteomics datasets from similar studies. This will enable the identification of novel transcriptional products.

## Methods

### Animal experiments and sample preparation

C3H/HeNCrl mice purchased from Charles River (Wilmington, MA) were used in this experiment since they have been shown to be a suitable experimental model for liver carcinogenesis. The C3H/HeNCrl strain was used based on previous studies demonstrating that these mice are sensitive to the induction of HCC after exposure to a dose of 0.2 Gy of 600 MeV/n ^56^Fe [4]. It is imperative to conduct tumor induction studies in whole animals to study the microenvironmental effects of HZE exposure and characterize the molecular changes in the irradiated tissues because computer models or cell culture are inadequate based on extensive literature searches. Conducted studies were approved by the institutional animal care and use committees (IACUCs). The power for this study was set at 80%, which determined the number of animals used based on the chi-square test for comparing two proportions, with a two-sided significance level set at 0.05.

A total of 60 8 to 10-week-old male mice were used for this study. The serial sacrifice study consisted of 15 male mice with 3 mice per time point. In particular, five times points which included 30, 60, 120, 270, and 360 days post-exposure. The four groups included three treatments (600 MeV/n ^56^Fe (0.2 Gy), 1 GeV/n ^16^O (0.2 Gy), and 350 MeV/n ^28^Si (0.2 Gy)) and one control (non-irradiated/sham irradiated). The mice were housed at the Brookhaven National Laboratories (BNL) animal facility until irradiation treatment at the NASA Space Radiation Laboratory. Following irradiation, the animals were shipped to the Animal Resources Center at UTMB, quarantined for 1 month, and maintained for the remainder of the experiment. The mice were housed in sterile cages and had free access to food and water. Facilities at both BNL and UTMB used for animal housing are fully AAALAC accredited. Selection of animals for sacrifice at each of the 5 time points and preparation of the left love of livers were performed as previously described [64].

### Acquisition of RNA-Seq data

Total RNA was isolated from the liver slices using RNAqueous™ Total RNA Isolation Kit (ThermoFisher Scientific, Waltham, MA), and rRNA was removed using the Ribo-Zero™ rRNA Removal Kit (Illumina, San Diego, CA). Library preparation and sequencing were performed, as previously described [64]. CLC Genomics Workbench v12.0.3 was used for bioinformatical quality control and mapping of the RNA-Seq data. Sequencing data was initially trimmed using the CLC’s “Trim Reads” module. Reads containing nucleotides below the quality threshold of 0.05 (using the modified Richard Mott algorithm), those with two or more unknown nucleotides or sequencing adapters were trimmed out. Additionally, all reads have been trimmed by 14 bases from the 5′ end of each read. The total number of reads used in analysis varied between 33 and 114 million. 

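The reads behind each library limit what can be seen for genes of low level. By the supplementary read table, read pairs per library numbered 16715026 to 57549867 before trimming and 16620010 to 57397802 after it, and the read pairs that the deposited RPKM imply were 11412665 to 40568209, with a median of 18891345. Thus 46.9% to 72.0% of the trimmed pairs were counted as mapped. The pairs were recovered from the lowest values of 4287 genes with a single transcript, where 99.5% to 99.9% of values worth at most 30 reads came out whole within 0.02 of a read. Over transcripts the RPKM summed to 223626 to 475696 per library.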

A complete list of sample reads information is available in the Supplemental Table 20. Filtered sequencing reads were then processed using the “RNA-Seq Analysis” module. Reads were mapped using a global alignment strategy against the mouse GRCm38 reference genome with 95% length fraction and similarity fraction scores with annotation version GRCm38.97.

### Differential transcript expression analysis

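The deposited table lists 123811 transcripts in each of the 60 libraries as RPKM, and 105456 of them were above 0 in at least 1 library. Of these transcripts 123380 matched GENCODE M21, the GRCm38 annotation used here for types and positions, and 431 did not; 122227 carried the same gene name in both. Summed by gene they gave 38204 genes.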

Raw abundance counts of 107,319 mRNAs from 15 non-irradiated control, 15 ^56^Fe irradiated, 15 ^16^O irradiated, and 15 ^28^Si irradiated C3H/HeNCrl male mice liver tissue samples were subjected to differential transcript expression analysis. Differential transcript expression analysis was performed as previously described using edgeR [64–66]. Statistical tests were then conducted at every time point, to compare between ^56^Fe irradiated and non-irradiated control, ^16^O irradiated and non-irradiated control, and ^28^Si irradiated and non-irradiated control samples using a quasi-likelihood negative binomial generalized log-linear model for count data [67–69]. The Benjamini-Hochberg correction was applied, and transcripts with FDR ≤ 0.05 & fold change≥2 (both up and down-regulated) were extracted and utilized in further analyses.

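Genes with a change of known size were added to simulated data on these libraries to see what the thresholds can find with 3 mice per group. Of genes changed 4-fold, 72% to 99% were recovered in the 15 comparisons. Of genes changed 2-fold, 36% to 75% reached the adjusted p, counted without the fold threshold. The share of these genes past both thresholds is lower and is not given. Of single transcripts changed 4-fold, 19% to 54% were recovered, and of those changed 8-fold 35% to 64%. In the real data 617 to 1385 transcripts per comparison had an unadjusted p under 0.05 and a fold of at least 2. The p-values reflect the spread between mice of a group, which are separate animals.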

### Functional enrichment analysis

To determine the biological functions of significantly differentially expressed (DE) transcripts, functional enrichment analysis was performed separately for the DE transcripts at each time point using Ingenuity Pathway Analysis (IPA) (QIAGEN Inc., Hilden, Germany) [70]. The most significant functional pathways (−log10(*p-value*) ≥ 1.3) at each time point were then evaluated and reported. A complete list of all identified statistically significant pathways is provided in the Supplemental Tables 1, 2, 3, 4, 5, 7, 8, 9, 10, 11, and 13, 14, 15, 16, 17.

In order to investigate any internal biases associated with specific pathway prediction tools, we ran the same analysis using DAVID (https://david.ncifcrf.gov/) [71, 72]. DAVID provides pathways from KEGG and BIOCARTA databases. The majority of the transcripts for each treatment remained unannotated/unrelated to a pathway. In general, other pathway prediction tools were unable to annotate the transcript expression data as well as that done by IPA, although when annotated, the results obtained by DAVID were contained within the IPA analysis as well. 

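Transcripts in the study's pathway tables from DAVID were named 1746 times over the 15 comparisons. All of these stood in the deposited table, and 752 passed the filter on low values, with 718 at a fold of at least 2 and 614 at an unadjusted p under 0.05. At an adjusted p of at most 0.05 and a fold of at least 2, limma called 38, and limma-voom on estimated reads called 7 of the 902 that it tested. The study picked these transcripts on the same samples, so their count is no independent evidence.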

A complete list of DAVID analyses is provided in the Supplemental Tables 21, 22, 23, 24, 25, 26, 27, 28, 29, 30, 31, 32, 33, 34, 35, 36 and 37.

### SOM analysis

Self-Organizing Map (SOM) analysis was performed to identify clusters of transcripts with similar expression patterns and was conducted for every time point analyzing pairwise comparisons of ^56^Fe irradiated and non-irradiated control, ^16^O irradiated and non-irradiated control, and ^28^Si irradiated and non-irradiated control samples. SOMs were created using the algorithm implemented in the MATLAB software Neural Networking Toolbox [www.mathworks.com] version R2018b based on inputs of Log_2_(Fold Change) from the differential transcript expression analyses data. In order to scale network inputs and outputs, we normalized our input matrix so that they had zero mean and unity standard deviation. We then processed the input matrix using principal component analysis (PCA) to reduce dimensionality. The SOM algorithm was then used to cluster the data based on similarity and topology using 100,000 training epochs. The SOM translates the differentially expressed transcriptome profile into a two-dimensional quadratic 7 × 7 pixel map and a color code for similarity values.

Next, we performed functional pathway analysis using IPA (QIAGEN Inc., Hilden, Germany) [70], on selected adjacent modules (clusters selected for IPA analysis are numbered and shown in circles on SOM maps) that contained the reported unannotated transcripts to explore their functionality based on the annotated transcripts contained within those modules (available activation z-scores, shared enriched functions of interest, and similar transcript expression patterns). We identified neighboring modules with high similarity and the most unannotated transcripts. Clusters of modules were grouped visually based on the similarity calculated from the SOM analysis (yellow being the most similar). No specific threshold was applied in the determination of the clusters of modules. The activation z-score is statistically computed by IPA for each functional pathway and is used to infer biological functions and predict implicated functional pathways. The activation z-score is predicted by assessing the consistency of the pattern between the observed gene-regulation pattern and the activation/inhibition pattern given by the network relative to a random pattern. Activation z-score calculations are accomplished independently from associated *p*-values and are based upon the match results from up/down-regulation. Given the observed differential regulation of a transcript in the dataset, the activation state is determined for each specific functional pathway, and the directionality effect is then assigned. If an activation z-score can’t be predicted for a significant pathway based on the available data, and after bias correction, NA (white color) is assigned for that specific pathway [70].

## Supplementary information

**Additional file 1.**

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Nia et al., 2020) and are accessible through GEO Series accession number GSE146254 through https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146254. GRCm38.97 reference genome was obtained through ftp://ftp.ensembl.org/pub/release-97/fasta/mus_musculus/. David’s analysis was performed through https://david.ncifcrf.gov/.

## Abbreviations

HZE: High Charge High Energy Ions
IPA: Ingenuity Pathway Analysis
SOM: Self Organizing Map

# Supplementary material for: Comparative RNA-Seq transcriptome analyses reveal dynamic time-dependent effects of 56Fe, 16O, and 28Si irradiation on the induction of murine hepatocellular carcinoma
**Source:** BMC Genomics. 2020 Jul 1;21:453. doi: 10.1186/s12864-020-06869-4
**Supplement:** Supplementary file 1 — Additional file 1.

**Supplemental Material:** 37 Supplemental Tables, 3 Supplemental Figures

**Table 1.** Significant pathways for differentially expressed transcripts in ^56^Fe vs. non-irradiated control at 1 month analyzed by IPA.

**Table 2.** Significant pathways for differentially expressed transcripts in ^56^Fe vs. non-irradiated control at 2 months analyzed by IPA.

**Table 3.** Significant pathways for differentially expressed transcripts in ^56^Fe vs. non-irradiated control at 4 months analyzed by IPA.

**Table 4.** Significant pathways for differentially expressed transcripts in ^56^Fe vs. non-irradiated control at 9 months analyzed by IPA.

**Table 5.** Significant pathways for differentially expressed transcripts in ^56^Fe vs. non-irradiated control at 12 months analyzed by IPA.

**Table 6.** Unannotated differentially expressed transcripts (by IPA) in ^56^Fe experiments at all time points. Each unannotated ENSEMBLE transcript ID is listed with the corresponding module number in the SOM Figure 2.

**Table 7.** Significant pathways for differentially expressed transcripts in ^16^O vs. non-irradiated control at 1 month analyzed by IPA.

**Table 8.** Significant pathways for differentially expressed transcripts in ^16^O vs. non-irradiated control at 2 months analyzed by IPA.

**Table 9.** Significant pathways for differentially expressed transcripts in ^16^O vs. non-irradiated control at 4 months analyzed by IPA.

**Table 10.** Significant pathways for differentially expressed transcripts in ^16^O vs. non-irradiated control at 9 months analyzed by IPA.

**Table 11.** Significant pathways for differentially expressed transcripts in ^16^O vs. non-irradiated control at 12 months analyzed by IPA.

**Table 12.** Unmapped differentially expressed transcripts (by IPA) in ^16^O experiments at all time points. Each unmapped ensemble transcript ID is listed with the corresponding module number in SOM Figure 4.

**Table 13.** Significant pathways for differentially expressed transcripts in ^28^Si vs. non-irradiated control at 1 month analyzed by IPA.

**Table 14.** Significant pathways for differentially expressed transcripts in ^28^Si vs. non-irradiated control at 2 months analyzed by IPA.

**Table 15.** Significant pathways for differentially expressed transcripts in ^28^Si vs. non-irradiated control at 4 months analyzed by IPA.

**Table 16.** Significant pathways for differentially expressed transcripts in ^28^Si vs. non-irradiated control at 9 months analyzed by IPA.

**Table 17.** Significant pathways for differentially expressed transcripts in ^28^Si vs. non-irradiated control at 12 months analyzed by IPA.

**Table 18.** Unmapped differentially expressed transcripts (by IPA) in ^28^Si experiments at all time points. Each unmapped ensemble transcript ID is listed with the corresponding module number in SOM Figure 6.

**Table 19.** A complete list of predicted z-scores for significantly altered pathways in all HZE irradiated mice across all time points. NA indicates that the directionality for the significant pathway could not be predicted based on the available literature and observed data (by IPA).

**Table 20.** Sample List and Total Reads.

**Table 21.** Number of unannotated transcripts analyzed by DAVID (<https://david.ncifcrf.gov/>) provided in KEGG database.

**Table 22.** Number of unannotated transcripts analyzed by DAVID (<https://david.ncifcrf.gov/>) provided in BIOCARTA database.

**Table 23.** Significant pathways for differentially expressed transcripts in ^56^Fe vs. non-irradiated control at 1 month analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 24.** Significant pathways for differentially expressed transcripts in ^56^Fe vs. non-irradiated control at 2 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 25.** Significant pathways for differentially expressed transcripts in ^56^Fe vs. non-irradiated control at 4 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 26.** Significant pathways for differentially expressed transcripts in ^56^Fe vs. non-irradiated control at 9 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 27.** Significant pathways for differentially expressed transcripts in ^56^Fe vs. non-irradiated control at 12 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 28.** Significant pathways for differentially expressed transcripts in ^16^O vs. non-irradiated control at 1 month analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 29.** Significant pathways for differentially expressed transcripts in ^16^O vs. non-irradiated control at 2 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 30.** Significant pathways for differentially expressed transcripts in ^16^O vs. non-irradiated control at 4 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 31.** Significant pathways for differentially expressed transcripts in ^16^O vs. non-irradiated control at 9 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 32.** Significant pathways for differentially expressed transcripts in ^16^O vs. non-irradiated control at 12 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 33.** Significant pathways for differentially expressed transcripts in ^28^Si vs. non-irradiated control at 1 month analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 34.** Significant pathways for differentially expressed transcripts in ^28^Si vs. non-irradiated control at 2 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 35.** Significant pathways for differentially expressed transcripts in ^28^Si vs. non-irradiated control at 4 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 36.** Significant pathways for differentially expressed transcripts in ^28^Si vs. non-irradiated control at 9 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**Table 37.** Significant pathways for differentially expressed transcripts in ^28^Si vs. non-irradiated control at 12 months analyzed by DAVID (<https://david.ncifcrf.gov/>).

**
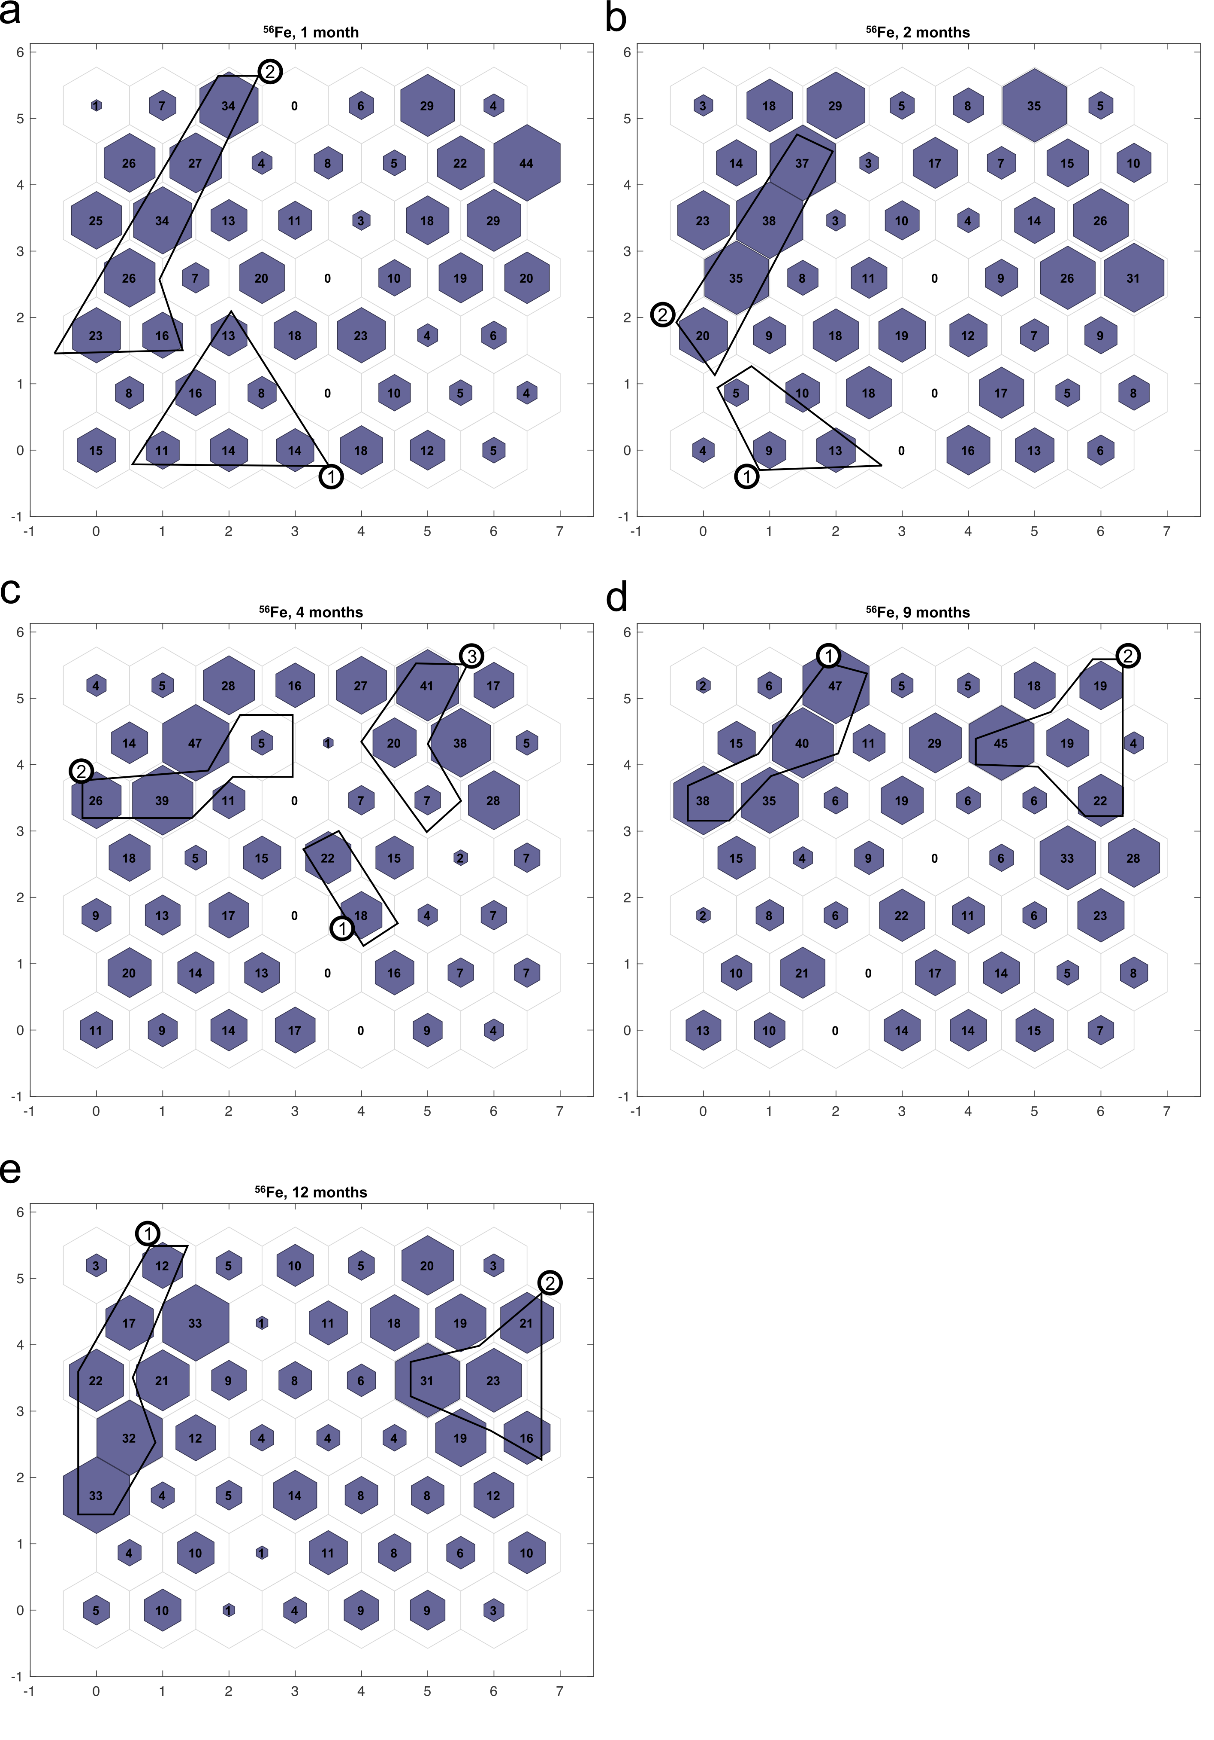
**

**Figure 1. ^56^Fe Analysis of self-organizing maps for each time point. (a,b,c,d,e)** Kohonen Self-Organizing Map (SOM) was applied to the differentially expressed (DE) transcripts obtained from the RNA-Seq data to identify coherent patterns of transcript expression at each time point, as well as patterns within the unmapped transcripts. The mapping clusters transcripts in each unit according to log_2_(fold change) expression values for the transcripts in that unit. SOM clustering analysis demonstrates the distances between correlated transcript groups. The small blue hexagons are modules comprising transcripts with similar log_2_(fold change) expression pattern. The numbers inside hexagons correspond to the number of transcripts in each module.

**
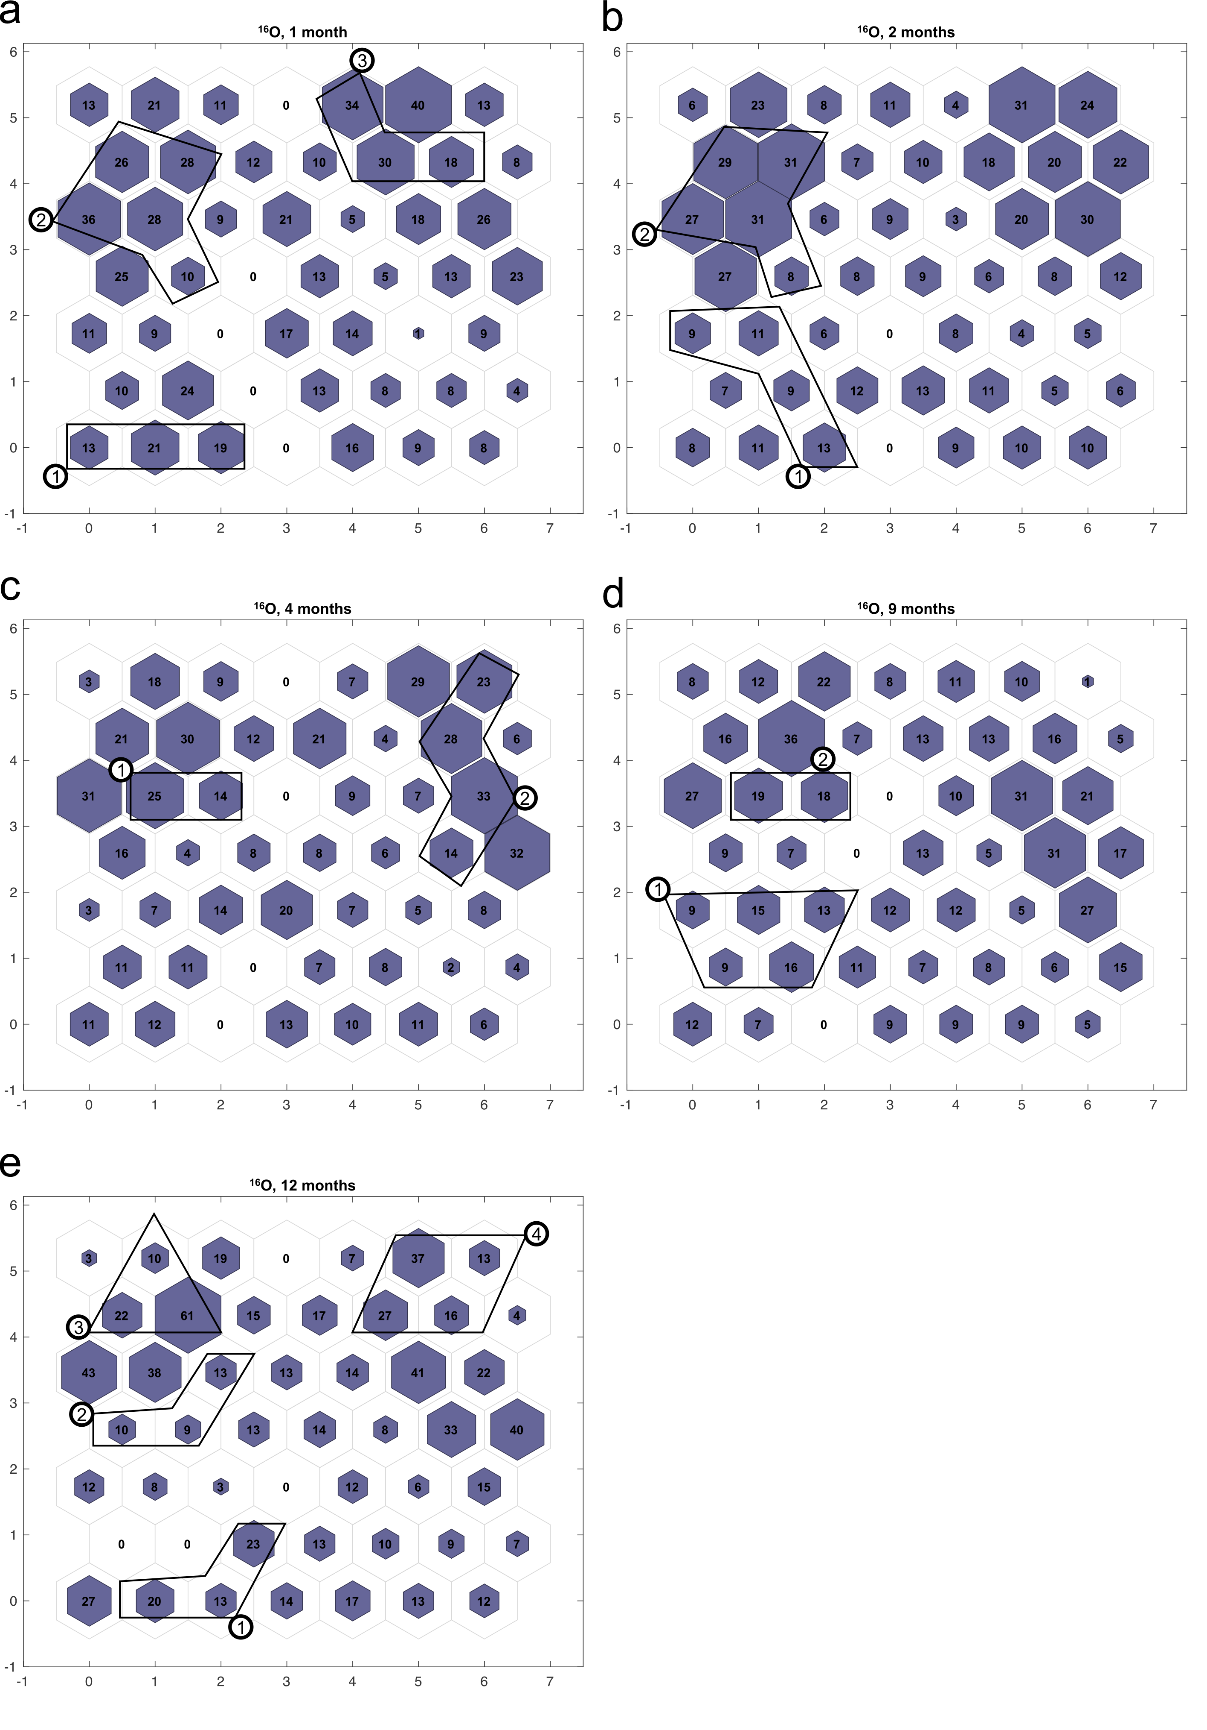
**

**Figure 2:** **^16^O Analysis of self-organizing maps for each time point**. **(a,b,c,d,e)** Kohonen Self-Organizing Map (SOM) was applied to the differentially expressed (DE) transcripts obtained from the RNA-Seq data to identify coherent patterns of transcript expression at each time point, as well as patterns within the unmapped transcripts. The mapping clusters transcripts in each unit according to log_2_(fold change) expression values for the transcripts in that unit. SOM clustering analysis demonstrates the distances between correlated transcript groups. The small blue hexagons are modules comprising transcripts with similar log_2_(fold change) expression pattern. The numbers inside hexagons correspond to the number of transcripts in each module.

**
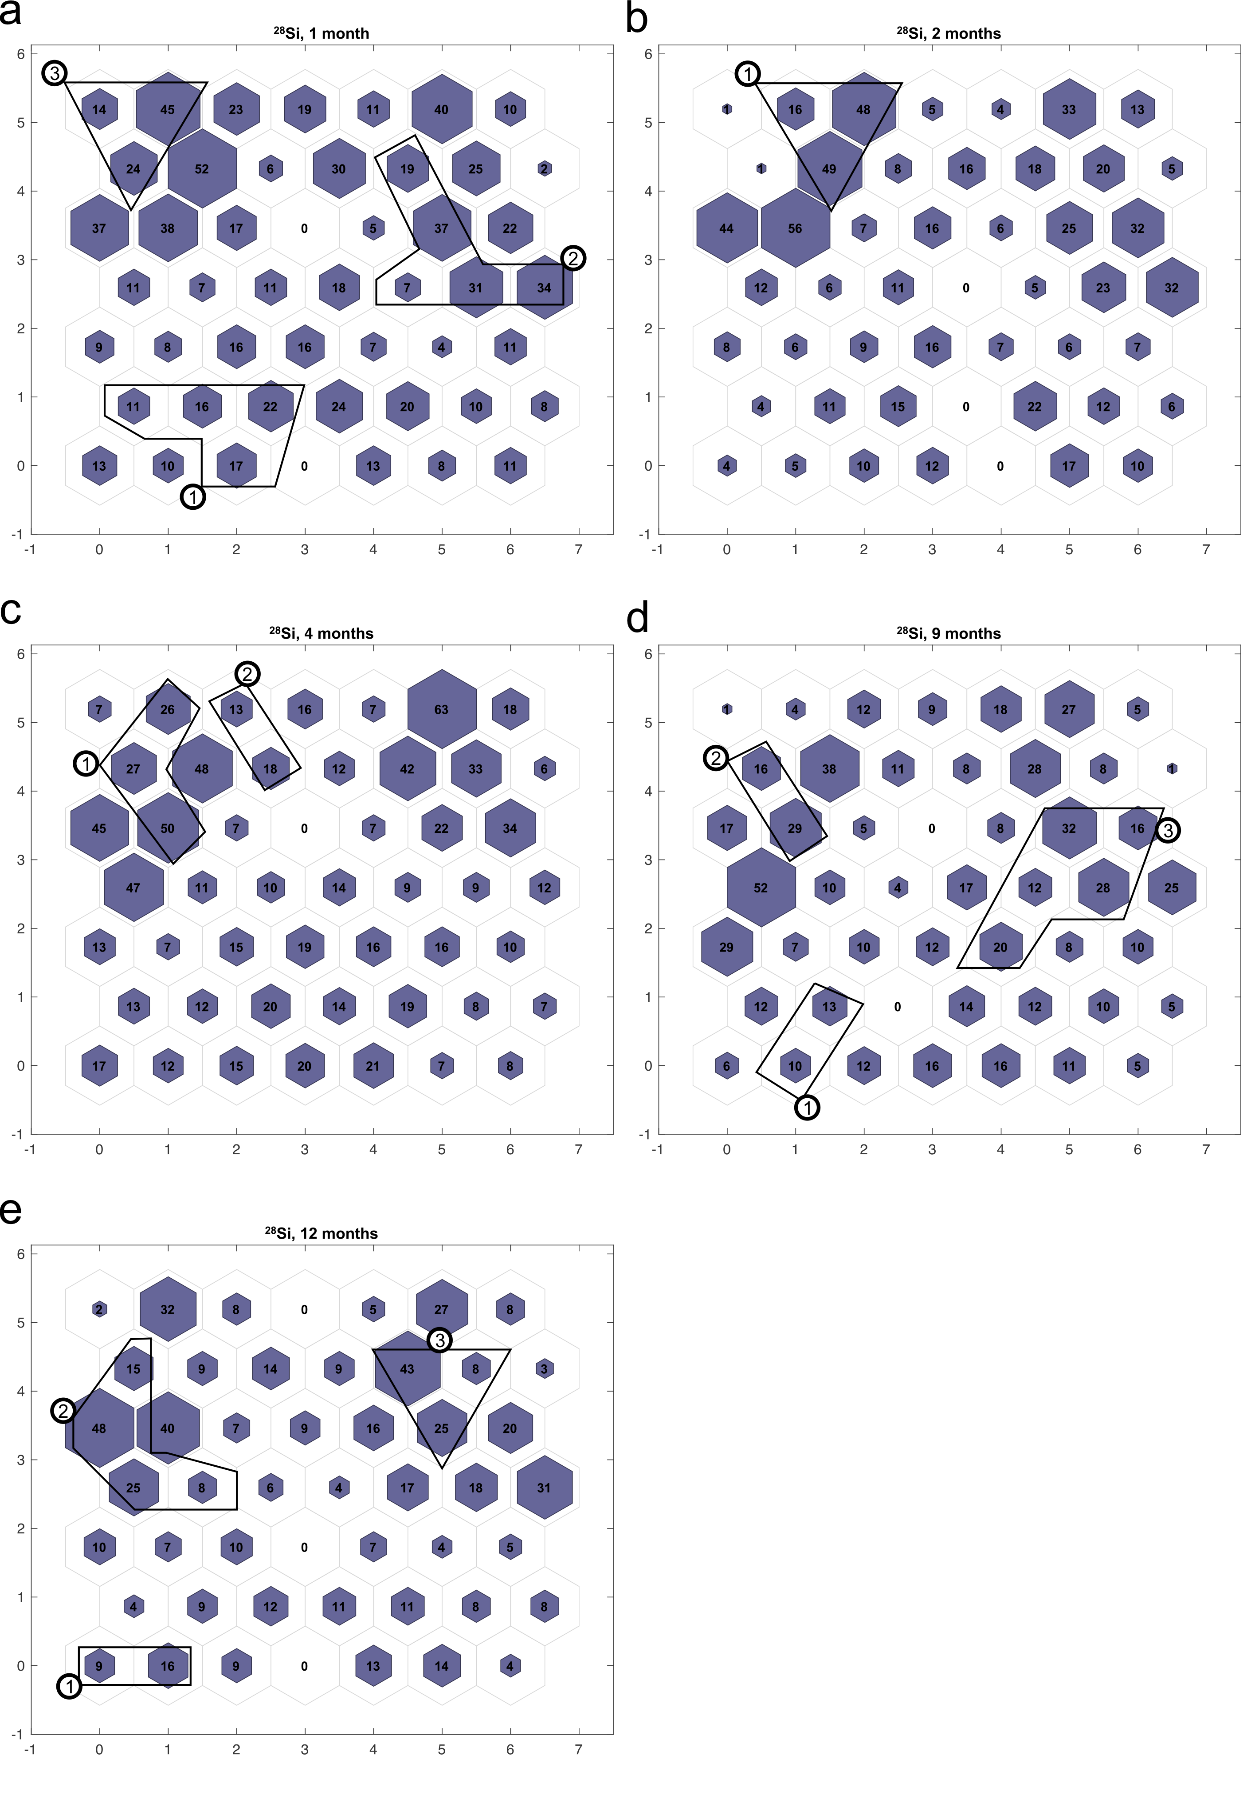
**

**Figure 3:** **^28^Si Analysis of self-organizing maps for each time point**. **(a,b,c,d,e)** Kohonen Self-Organizing Map (SOM) was applied to the differentially expressed (DE) transcripts obtained from the RNA-Seq data to identify coherent patterns of transcript expression at each time point, as well as patterns within the unmapped transcripts. The mapping clusters transcripts in each unit according to log_2_(fold change) expression values for the transcripts in that unit. SOM clustering analysis demonstrates the distances between correlated transcript groups. The small blue hexagons are modules comprising transcripts with similar log_2_(fold change) expression pattern. The numbers inside hexagons correspond to the number of transcripts in each module.

How the deposited data were processed for this re-analysis (not part of the article)

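Liver RNA from the left lobe of 60 male C3H/HeNCrl mice was measured by ribosome-depleted RNA sequencing, with 3 mice in each of 20 groups, namely control, 56Fe, 16O and 28Si at 0.2 Gy, each at 1, 2, 4, 9 and 12 months. Group, time and replicate number of each library were taken from the sample labels, which match the paper. The authors trimmed 14 bases from the 5' end of reads, mapped them in CLC Genomics Workbench 12.0.3 to GRCm38 with annotation 97 at a length and similarity fraction of 95%, tested raw counts with edgeR's quasi-likelihood test, and ran IPA, DAVID and self-organizing maps on the transcripts they called. What the authors deposited is a table of RPKM for 123811 transcripts, which are already divided by transcript length and by mapped reads, with a column for each of the 60 libraries and columns of group means; the means were not used, and 0 per-sample columns were left unused.

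The depth behind the RPKM was recovered from genes with a single transcript, where the lowest values are whole multiples of what 1 read is worth. It came to 11412665 to 40568209 mapped read pairs per library, with a median of 18891345, and 99.5% to 99.9% of values of at most 30 reads were whole within 0.02 of a read. The p-values measure the spread between 3 separate mice of a group, and counting error adds most to transcripts near the filter. No pair of libraries was so alike as to be one library deposited more than once, the highest Spearman correlation of any pair being 0.991.

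The tests were planned for counts, but the deposited values are RPKM, so limma on a log scale was used instead. DESeq2 and edgeR were not run. Libraries of a fit were scaled by an unweighted trimmed mean (30% of M values and 5% of A values trimmed), transcripts or genes with at least 0.5 RPKM in at least 3 libraries of the fit were kept, and log2(RPKM + 0.1) was fitted with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend, Benjamini-Hochberg adjustment). Each ion was compared with the 3 controls of its time point over 6 libraries, ions with each other over the 12 libraries of a time point, and effects between time points by interaction contrasts over all 60 libraries. Gene values are sums of the RPKM of a gene's transcripts, so isoforms that share reads are told apart only as the authors' mapping split them, and members of families such as Mup, Saa and Cyp can share reads, as can overlapping genes. Transcripts and genes are counted at an adjusted p of at most 0.05 and a fold of at least 2, and a named gene or list member at an adjusted p of at most 0.05. Limma-voom was run on reads estimated from RPKM, length and depth with a minimum of 10 reads.

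The 51 gene lists, a first set of alternatives and the rule for named genes were fixed before the data were examined; RPKM as deposited, other pseudocounts, limma-voom for genes and unannotated transcripts, the settings for pathway molecules and for short RNAs and all splits of the samples were chosen afterwards. By that rule transcripts were drawn per comparison from those past the thresholds, up to 5 in each direction with the largest fold. They needed a mean log2(RPKM + 0.1) of at least 1 (planned as log2 CPM) and no overlap between ion and control mice. The rule also admitted list members that pass, molecules of the paper's pathway tables, repeated unannotated transcripts and genes the paper names. The text does not name all that the rule admits, so the named ones are a selection. Transcripts left out include one of Malat1 at 2 months after 28Si (log2 fold change -9.35) and one of C6 at 9 months after 16O (5.46). Values in the paper's tables count as seen. By chance 10% of genes would show no overlap for 3 against 3. Lists were tested with camera at a preset correlation of 0.01, adjusted over 692 tests of lists with at least 3 tested members in 15 comparisons, and with an estimated correlation no list passed in any comparison. Positions and gene types come from GENCODE M21, which has the authors' genome build and an earlier annotation; 123380 of 123811 transcripts matched and 122227 had the same gene name.

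Whether equal replicate numbers pair control and ion samples was checked from the correlation of their deviations from the group means. All 3 pairs were above 0.1 at 12 months in 16O alone (0.367, 0.540 and 0.273); no label or method says that the numbers mark a litter or day. On simulated data with known folds, 71.6% to 98.5% of genes changed 4-fold were recovered across the 15 comparisons. Of transcripts changed 4-fold, 19.4% to 53.7% were. A simulated list that was moved was called, and 0 of 50 lists left unmoved were. In the real libraries, a split other than the real one called up to 26 lists (56Fe at 12 months, against 9 with the real labels). The simulation thus cannot show that unmoved lists go uncalled in these data. Alternatives were RLE and upper-quartile scaling, RPKM as deposited, other filters and pseudocounts, other sets of libraries in the fit, the replicate block, limma-voom, no fold threshold, gene sums and each library left out. IPA z-scores and self-organizing maps were not recomputed, since IPA's knowledge base was not used here and the maps rest on the authors' transcript calls. Results for a few genes are not reported here. Tables and figures were made with data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.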

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

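Genes of fat and hormone-dependent metabolism at 9 months, clock genes at 1 month and short RNAs at 4 and 9 months stood out, and the tests of what lies behind them were all chosen after these results were seen. At 9 months 47 genes passed in the same direction after 56Fe and 16O, 34 lower and 13 higher, 37 of which stand in none of the paper's pathway tables, where independent lists would share 0.335 lower and 0.0952 higher, and the covariance of all fold changes was 0.114 against 0.0376 for unchanged groups simulated against the same controls (correlation 0.692 against 0.499). With the fold changes of 28Si, set against the same controls, the covariance over all genes was 0.0933 for 56Fe and 0.0854 for 16O. The 3 controls cannot be parted into groups of at least 2 libraries each, so part of this excess may come from the shared controls, and the controls themselves differed between 4 and 9 months in 155 genes against 2, 1 and 4 in 56Fe, 16O and 28Si mice, but in 1 between 9 and 12 months (limma, at an adjusted p of at most 0.05 and a fold of at least 2). Of the genes, 34 (72.3%) kept a 2-fold change in both ions whichever control was left out. The genes were picked for passing in both ions, and every gene called at 9 months after these ions had no overlap with the controls. This test therefore cannot decide whether a single control library carries the change. A difference of all 3 control mice at 9 months from the other mice goes with these values, and an effect of the ions at that age, which has the same controls behind it, stays open as untested.

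In 28Si livers at 1 month 7 of 20 circadian clock genes, a group that the paper does not discuss, passed, and limma called 0 at 2, 4, 9 and 12 months (3, 1, 1 and 4 at an unadjusted p under 0.05, 0 by limma-voom). Across the 20 genes, which are not independent replicates, their fold changes ran with those of 56Fe at 4 months, which has other mice and other controls (Pearson r = 0.895, Spearman rho = 0.905, permutation test of r, two-sided p = 0.0001, the smallest that 10000 permutations can give), and against those of 16O at 1 month, which has the same controls (r = -0.818, rho = -0.764). With 28Si itself, r was 0.363 at 4 months and -0.147 at 9 months, the times at which short RNAs rose, so a make-up of the 28Si libraries that moves these genes stays open, the higher of the 2 values being 0.363. A different hour of day at collection may give such a pattern, but the paper's text gives no hour for any group. The make-up of the libraries, the hour and an effect of 28Si on the clock thus cannot be told apart. Nor was the hour tested as a source of other 4-month changes after 56Fe, such as those of Alas1, Fgf21, Por and Cyp7a1.

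Short non-coding RNAs of at most 600 nt, a class outside the paper's pathways, rose after 28Si, 11 of 38 at 4 months and 9 of 39 at 9 months, and 0 fell at either time (limma). Limma-voom called 7 of 21 at 4 months and 0 of 23 at 9 months. Fits without single libraries were chosen for this class after the results were seen. Without control replicates 1 to 3, limma called 11, 12 and 12 at 4 months and 6, 7 and 5 at 9 months. Without 28Si replicates 1 to 3, it called 8, 9 and 8 at 4 months and 1, 6 and 1 at 9 months. The calls at 9 months thus rest on limma and on 28Si replicates 1 and 3, but the direction does not. By limma-voom 22 of 23 were higher at 9 months, with a median log2 fold change of 2.32. By limma 27 of 32 were higher without 28Si replicate 1 (median 1.504), and 27 of 32 without 28Si replicate 3 (median 1.644). Protein-coding genes with transcripts of at most 600 nt had a median log2 fold change of -0.11 at 4 months. Their upper quartile of 0.17 lay below the median of 1.01 of the short non-coding RNAs. A length of at most 600 nt was thus not enough for a rise. The classes were not matched in length under that limit, so this cannot decide whether length alone lies behind the rise of the shortest RNAs. More mitochondrial RNA is argued against by the mitochondrial mRNAs, which were lower (median -0.61, upper quartile -0.51), although the mitochondrial tRNAs were higher (median 3.84). The size of the rise depended on the filter on low values. The 9-month median by limma was 2.32 with the filter and 0.605 without it, where 129 of 172 were higher. At 4 months the median without the filter was 0.624, with 158 of 198 higher. A library preparation that kept more short RNA in the 28Si samples could give these higher values. No label or method names a preparation batch, so such a preparation cannot be told apart from an effect of 28Si.

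In direct comparisons of 2 ions over the 12 libraries of a time point, 11 genes differed between 56Fe and 16O, 182 between 56Fe and 28Si and 304 between 16O and 28Si at 1 month, by a limma contrast of the ion groups. At 2 months the numbers were 12, 34 and 17, and at 4 months 5, 47 and 18. At 9 months 25 genes differed between 56Fe and 28Si and 24 between 16O and 28Si. Between time points, the effect differed in 108 genes for 56Fe, 103 for 16O and 10 for 28Si, by interaction contrasts over all 60 libraries. Draws of control and ion labels gave a count as large in 1, 5 and 5 of 100, the real one included. Chance was thus not excluded at a share of 0.05 for 16O and 28Si. With RPKM as deposited the numbers were 45, 60 and 4.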

How the results depend on the processing

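None of 231 gene-level calls of list members and of genes that the study names reversed its direction with limma-voom, the replicate block, RLE scaling, RPKM as deposited or 1 library left out, wherever the gene was tested, and the other settings were not run for single genes, whereas the number of genes, transcripts and lists that passed moved with the setting and with single mice. RPKM as deposited, pseudocounts other than 0.1, limma-voom for genes and for the unannotated transcripts and the settings for the molecules of the pathway tables and for short non-coding RNAs were chosen after the results were seen, as were all splits of the samples; the remaining settings were listed beforehand. A count is said to have moved where it and the count first given differed by more than 1.5 times, and the cause was not tested, except that leaving out a library or a filter changes by construction which libraries or genes enter. DESeq2 and edgeR's exact test were not run, because the deposited values are RPKM and not counts. At the lowest depth, 11412665 mapped read pairs, transcripts near the filter rest on few reads, and genes under it were not tested, so a change in them was not detectable here. Of 2274 values of these calls across the settings, 1420 kept their direction and their side of the threshold and 854 kept only their direction. Among the 1350 values without 1 library, 649 kept the call and 701 lost it. Of the 231 calls, 45 stood in every such fit that tested the gene. Every gene past both thresholds had no overlap between its ion and control mice. For such genes a reversal without 1 library was close to excluded beforehand, so the lack of reversals does not speak for robustness.

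Differentially expressed transcripts at 1, 2, 4, 9 and 12 months numbered 1, 7, 0, 8, 3 for 56Fe, 4, 0, 0, 16, 0 for 16O, 11, 4, 70, 25, 0 for 28Si. RLE scaling gave 1, 7, 0, 8, 3 for 56Fe, 4, 0, 0, 14, 0 for 16O, 11, 4, 70, 25, 0 for 28Si, upper-quartile scaling 1, 8, 0, 8, 3 for 56Fe, 8, 0, 0, 13, 0 for 16O, 17, 3, 63, 26, 0 for 28Si, and RPKM as deposited 1, 9, 0, 11, 3 for 56Fe, 3, 0, 0, 12, 1 for 16O, 12, 4, 43, 26, 0 for 28Si. Without the filter on low values there were 1, 8, 0, 7, 4 for 56Fe, 0, 0, 1, 6, 1 for 16O, 12, 5, 52, 25, 0 for 28Si, and with at least 1 RPKM in 3 libraries 5, 5, 0, 0, 0 for 56Fe, 5, 0, 0, 14, 0 for 16O, 9, 2, 69, 25, 0 for 28Si. A pseudocount of 0.01 gave 1, 3, 0, 0, 0 for 56Fe, 0, 0, 0, 6, 0 for 16O, 3, 2, 46, 18, 0 for 28Si and one of 1 gave 1, 10, 0, 3, 0 for 56Fe, 0, 0, 0, 23, 0 for 16O, 33, 5, 103, 36, 0 for 28Si. Fitting the 12 libraries of a time point together gave 8, 2, 14, 13, 3 for 56Fe, 18, 0, 6, 12, 5 for 16O, 69, 8, 125, 42, 3 for 28Si, and all 60 libraries 48, 125, 10, 155, 3 for 56Fe, 81, 41, 0, 58, 19 for 16O, 246, 51, 102, 130, 12 for 28Si. Limma-voom on estimated reads called 0, 0, 0, 0, 0 for 56Fe, 0, 0, 0, 3, 0 for 16O, 0, 0, 17, 3, 0 for 28Si, no fold threshold left 1, 7, 0, 8, 3 for 56Fe, 4, 0, 0, 16, 0 for 16O, 11, 4, 83, 26, 0 for 28Si, and sums over a gene's transcripts gave 55, 0, 32, 111, 0 for 56Fe, 76, 0, 0, 83, 1 for 16O, 19, 2, 20, 13, 2 for 28Si. At an unadjusted p under 0.05 and a fold of at least 2, limma counted 923, 880, 789, 1237 and 649 for 56Fe, 1066, 890, 617, 952 and 755 for 16O, 1385, 749, 1097, 961 and 894 for 28Si.

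Differentially expressed genes in the same order numbered 55, 0, 32, 111, 0 for 56Fe, 76, 0, 0, 83, 1 for 16O, 19, 2, 20, 13, 2 for 28Si, with RLE scaling 53, 0, 32, 113, 0 for 56Fe, 75, 0, 0, 79, 1 for 16O, 19, 2, 20, 15, 2 for 28Si, with upper-quartile scaling 53, 0, 30, 112, 0 for 56Fe, 75, 0, 0, 84, 1 for 16O, 18, 2, 20, 15, 2 for 28Si, and with RPKM as deposited 77, 0, 30, 91, 0 for 56Fe, 69, 0, 0, 76, 1 for 16O, 13, 30, 132, 16, 2 for 28Si. No filter on low values gave 39, 0, 20, 28, 0 for 56Fe, 56, 1, 0, 44, 1 for 16O, 13, 1, 19, 15, 0 for 28Si, and a filter at 1 RPKM 55, 0, 33, 105, 0 for 56Fe, 66, 0, 0, 78, 1 for 16O, 18, 2, 20, 14, 0 for 28Si. The pseudocount of 0.01 gave 53, 0, 32, 104, 0 for 56Fe, 75, 0, 0, 83, 1 for 16O, 19, 3, 20, 13, 0 for 28Si, and that of 1 gave 37, 0, 29, 77, 0 for 56Fe, 46, 0, 0, 65, 0 for 16O, 17, 2, 20, 9, 0 for 28Si. The 12-library fit called 58, 1, 38, 74, 1 for 56Fe, 80, 3, 0, 24, 1 for 16O, 31, 1, 14, 26, 1 for 28Si, the 60-library fit 25, 1, 26, 149, 2 for 56Fe, 35, 0, 0, 69, 9 for 16O, 20, 5, 9, 49, 4 for 28Si, limma-voom 79, 6, 47, 147, 0 for 56Fe, 102, 0, 0, 86, 0 for 16O, 27, 4, 15, 0, 0 for 28Si, and limma with no fold threshold 131, 0, 61, 414, 0 for 56Fe, 177, 0, 0, 125, 1 for 16O, 27, 2, 43, 14, 2 for 28Si. The last of these gave 414 differentially expressed genes, 56Fe 9 months, against 111 with it. Genes at an unadjusted p under 0.05 and a fold of at least 2 numbered 130, 32, 118, 272 and 23 for 56Fe, 141, 39, 33, 225 and 47 for 16O, 97, 55, 99, 127 and 99 for 28Si.

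The share of higher calls moved by more than 10 percentage points with a scaling in 16O transcripts at 1 month (3 higher and 1 lower became 4 and 4 with upper-quartile scaling), 28Si transcripts at 4 months (37 higher and 33 lower became 15 and 28 with RPKM as deposited), 28Si genes at 1 month (10 higher and 9 lower became 5 and 8 with RPKM as deposited) and 28Si genes at 4 months (14 higher and 6 lower became 37 and 95 with RPKM as deposited). With RPKM as deposited the median gene shifted by -0.02, -0.02, -0.02, 0.00, 0.04 for 56Fe, -0.04, -0.05, 0.01, 0.03, -0.10 for 16O, 0.04, -0.08, -0.18, -0.10, -0.01 for 28Si on the log2 scale at 1, 2, 4, 9 and 12 months, and the directions of lists in 28Si at 1 to 9 months and in 16O at 12 months are relative to that shift. The median transcript in 28Si shifted by -0.02, -0.11, -0.19, -0.13 and 0.01 at the same times.

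Leaving out 1 library at a time, transcripts called for 56Fe ranged from 0 to 2 (56Fe 1) at 1 month, 0 to 11 (control 1) at 2 months, 0 to 1 (56Fe 2) at 4 months, 0 to 22 (56Fe 3) at 9 months and 0 to 5 (control 3) at 12 months. For 16O the transcripts ranged from 0 to 4 (control 3) at 1 month, 0 at 2 months, 0 to 1 (control 2) at 4 months, 0 to 4 (control 1) at 9 months and 0 to 1 (control 3) at 12 months. For 28Si the transcripts ranged from 1 (control 2) to 21 (28Si 3) at 1 month, 0 (control 1 or control 2) to 4 (28Si 3) at 2 months, 17 (control 1) to 53 (28Si 1) at 4 months, 8 (control 2) to 19 (28Si 2) at 9 months and 0 to 4 (control 3) at 12 months. In brackets stand the group and the replicate number of the library whose absence gave the value, where 1 or 2 did, and where a group keeps 2 mice they are assumed to vary like the other group.

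Leaving out 1 library at a time, genes called for 56Fe ranged from 23 (56Fe 2) to 70 (control 3) at 1 month, 0 (56Fe 1 or control 3) to 3 (control 2 or 56Fe 2) at 2 months, 6 (56Fe 2) to 49 (control 2) at 4 months, 0 (control 2) to 210 (56Fe 3) at 9 months and 0 to 3 (control 3) at 12 months. For 16O the genes ranged from 44 (16O 1) to 73 (control 3) at 1 month, 0 to 16 (16O 3) at 2 months, 0 to 2 (16O 3) at 4 months, 28 (control 2) to 92 (16O 1) at 9 months and 0 at 12 months. For 28Si the genes ranged from 6 (control 2 or 28Si 3) to 40 (control 3) at 1 month, 0 (28Si 2) to 15 (28Si 3) at 2 months, 12 (28Si 1) to 26 (control 2) at 4 months, 1 (28Si 1) to 9 (28Si 2) at 9 months and 0 to 4 (control 2) at 12 months.

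With the replicate number as a block, transcripts numbered 1, 0, 0, 0, 0 for 56Fe, 0, 0, 0, 1, 0 for 16O, 3, 1, 4, 12, 0 for 28Si, genes 78, 0, 12, 128, 0 for 56Fe, 97, 0, 0, 90, 0 for 16O, 4, 4, 9, 11, 0 for 28Si, and gene lists 16, 11, 12, 13, 8 for 56Fe, 15, 19, 13, 21, 15 for 16O, 13, 12, 19, 13, 15 for 28Si. Same-numbered samples correlated above 0.1 in all 3 pairs at 12 months in 16O, and there the block took genes from 1 to 0 and gene lists from 9 to 15, and changed no other count by more than 1.5 times; of the 4 splits that part 3 pairs there, the real split gave 1 gene and the others 0. In the other 14 comparisons the samples share only a number, with the lowest same-number correlation between -0.597 and 0.0486, and at most 2 of 3 ion samples correlated best with their own number.

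Gene lists that passed by camera at its preset correlation numbered 15, 10, 12, 14, 9 for 56Fe, 13, 19, 11, 21, 9 for 16O, 11, 12, 16, 12, 14 for 28Si, with RLE scaling 15, 10, 12, 14, 9 for 56Fe, 13, 19, 11, 21, 10 for 16O, 11, 12, 16, 12, 14 for 28Si, with RPKM as deposited 16, 11, 12, 14, 9 for 56Fe, 13, 16, 10, 21, 11 for 16O, 12, 13, 19, 14, 16 for 28Si, and without the filter 16, 9, 13, 18, 11 for 56Fe, 15, 14, 15, 21, 12 for 16O, 15, 19, 24, 15, 17 for 28Si. Camera with an estimated correlation called 0 in each of the 15 comparisons, and fry called 0, 0, 0, 0, 0 for 56Fe, 0, 0, 0, 0, 0 for 16O, 1, 0, 0, 0, 0 for 28Si. Without 1 library the lists for 56Fe ranged from 15 (56Fe 2 or control 3) to 19 (control 2) at 1 month, 6 (56Fe 2) to 13 (control 3) at 2 months, 8 (control 3) to 11 (56Fe 2 or control 2) at 4 months, 10 (56Fe 2 or control 3) to 16 (56Fe 3) at 9 months and 7 (control 1) to 17 at 12 months. Lists for 16O ranged from 12 (16O 3 or control 3) to 17 (16O 2) at 1 month, 11 (16O 2) to 22 (16O 3) at 2 months, 7 (16O 2) to 18 (16O 3) at 4 months, 16 (16O 1) to 22 (16O 2 or control 1) at 9 months and 6 (control 3) to 20 (16O 1) at 12 months. Lists for 28Si ranged from 10 (control 2) to 15 (control 3) at 1 month, 7 (28Si 2) to 13 (control 1) at 2 months, 13 (control 3) to 21 (control 1) at 4 months, 10 (control 3) to 16 (28Si 3) at 9 months and 13 (28Si 2) to 21 (control 1) at 12 months.

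Genes that differed directly between ions at 1, 2, 4, 9 and 12 months numbered 11, 12, 5, 0, 0 for 56Fe minus 16O, 182, 34, 47, 25, 0 for 56Fe minus 28Si, 304, 17, 18, 24, 0 for 16O minus 28Si, with RLE scaling 9, 11, 5, 0, 0 for 56Fe minus 16O, 177, 33, 47, 25, 0 for 56Fe minus 28Si, 305, 15, 18, 31, 0 for 16O minus 28Si, with RPKM as deposited 8, 9, 3, 0, 0 for 56Fe minus 16O, 163, 35, 71, 33, 0 for 56Fe minus 28Si, 287, 19, 35, 49, 0 for 16O minus 28Si, without a filter 6, 1, 1, 0, 0 for 56Fe minus 16O, 169, 31, 71, 21, 0 for 56Fe minus 28Si, 277, 13, 41, 30, 0 for 16O minus 28Si, with the replicate block 4, 10, 1, 1, 0 for 56Fe minus 16O, 177, 36, 36, 30, 0 for 56Fe minus 28Si, 303, 12, 19, 37, 0 for 16O minus 28Si, and with no fold threshold 23, 43, 8, 0, 0 for 56Fe minus 16O, 1081, 135, 114, 31, 0 for 56Fe minus 28Si, 1592, 67, 37, 44, 0 for 16O minus 28Si. Limma counted 72, 71, 67, 79, 45 for 56Fe minus 16O, 246, 125, 139, 150, 41 for 56Fe minus 28Si, 359, 110, 109, 155, 137 for 16O minus 28Si at an unadjusted p under 0.05 and a fold of at least 2. 56Fe minus 16O ranged from 0 to 17 (28Si 2) at 1 month, 0 (56Fe 3) to 67 (16O 3) at 2 months, 1 to 8 (16O 1) at 4 months, 0 to 1 at 9 months and 0 at 12 months without 1 library. 56Fe minus 28Si ranged from 139 (56Fe 2) to 197 (28Si 2 or 28Si 3) at 1 month, 13 (56Fe 3) to 52 (16O 3) at 2 months, 15 (28Si 1 or 28Si 2) to 61 (16O 3) at 4 months, 1 (28Si 1) to 34 (28Si 3) at 9 months and 0 to 1 (28Si 3) at 12 months without 1 library. 16O minus 28Si ranged from 217 (28Si 1) to 365 (16O 3) at 1 month, 1 (16O 1) to 118 (16O 3) at 2 months, 11 (28Si 1 or 28Si 2) to 35 (28Si 3) at 4 months, 9 (28Si 1) to 31 (control 2 or 28Si 3) at 9 months and 0 at 12 months without 1 library.

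Transcripts that differed between ions at 1, 2, 4, 9 and 12 months numbered 2, 4, 0, 6, 0 for 56Fe minus 16O, 393, 89, 135, 41, 0 for 56Fe minus 28Si, 624, 59, 118, 43, 0 for 16O minus 28Si, with RLE scaling 2, 4, 0, 6, 0 for 56Fe minus 16O, 395, 94, 140, 41, 0 for 56Fe minus 28Si, 616, 59, 120, 43, 0 for 16O minus 28Si, with RPKM as deposited 2, 3, 1, 6, 0 for 56Fe minus 16O, 304, 80, 115, 46, 0 for 56Fe minus 28Si, 465, 45, 96, 57, 0 for 16O minus 28Si, without a filter 28, 30, 2, 5, 0 for 56Fe minus 16O, 234, 75, 116, 44, 0 for 56Fe minus 28Si, 338, 36, 101, 42, 0 for 16O minus 28Si, with the replicate block 1, 2, 0, 3, 0 for 56Fe minus 16O, 285, 57, 97, 25, 0 for 56Fe minus 28Si, 449, 19, 80, 17, 0 for 16O minus 28Si, and with no fold threshold 2, 4, 0, 6, 0 for 56Fe minus 16O, 456, 96, 177, 43, 0 for 56Fe minus 28Si, 789, 72, 145, 46, 0 for 16O minus 28Si. Limma counted 1289, 1530, 657, 1104, 955 for 56Fe minus 16O, 2578, 2034, 1584, 1415, 634 for 56Fe minus 28Si, 2948, 2021, 1331, 1415, 1069 for 16O minus 28Si at an unadjusted p under 0.05 and a fold of at least 2. 56Fe minus 16O ranged from 1 (28Si 2 or 28Si 3) to 25 (56Fe 1) at 1 month, 1 to 235 (16O 3) at 2 months, 0 to 9 (56Fe 3) at 4 months, 3 (control 3) to 8 (16O 2 or 16O 3) at 9 months and 0 to 5 (16O 3) at 12 months without 1 library. 56Fe minus 28Si ranged from 116 (56Fe 2) to 426 (control 3) at 1 month, 44 (56Fe 2) to 131 (16O 3) at 2 months, 59 (56Fe 2) to 154 (16O 3) at 4 months, 10 (28Si 1) to 57 (28Si 3) at 9 months and 0 to 2 (56Fe 1) at 12 months without 1 library. 16O minus 28Si ranged from 201 (16O 1) to 791 (control 3) at 1 month, 19 (56Fe 1) to 635 (16O 3) at 2 months, 60 (16O 1) to 134 (28Si 3) at 4 months, 7 (28Si 1) to 75 (56Fe 3) at 9 months and 0 to 5 (16O 1) at 12 months without 1 library.

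Genes whose effect differed between time points numbered 108, 103 and 10 for 56Fe, 16O and 28Si, with RLE scaling 130, 104 and 13, with RPKM as deposited 45, 60 and 4, without a filter 63, 39 and 6, with the replicate block 133, 102 and 13 and with no fold threshold 140, 130 and 11. Without 1 library they ranged from 51 (56Fe 9 months 2) to 179 (56Fe 9 months 3) for 56Fe, 65 (control 1 month 1 or 16O 1 month 1) to 294 (16O 12 months 1) for 16O and 4 (control 9 months 2) to 61 (control 1 month 3) for 28Si.

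Transcripts whose effect differed between time points numbered 105, 59 and 94 for 56Fe, 16O and 28Si, with RLE scaling 135, 92 and 93, with RPKM as deposited 82, 44 and 89, without a filter 99, 74 and 110, with the replicate block 109, 69 and 92 and with no fold threshold 106, 59 and 94. Without 1 library they ranged from 63 (control 9 months 2) to 136 (56Fe 2 months 1) for 56Fe, 24 (control 9 months 2) to 144 (16O 2 months 3) for 16O and 48 (control 1 month 2) to 465 (control 1 month 3) for 28Si.

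Unannotated transcripts that passed numbered 0, 0 and 5 for 56Fe, 16O and 28Si, 0, 0 and 5 with RLE scaling, 0, 0 and 6 with RPKM as deposited, 0, 0 and 6 without the filter, 0, 0 and 1 with the replicate block and 0 with limma-voom; without 1 replicate they were 0 for 56Fe, 0 for 16O and 0 (control 1 or control 2) to 7 (28Si 2) for 28Si. Molecules of the study's pathway tables that passed numbered 20, 14 and 5, with RLE scaling 20, 14 and 5, without the filter 13, 8 and 3 and with the block 19, 19 and 1. Transcripts shared between time points numbered 0, 0 and 14, without the filter 0, 0 and 12 and with no fold threshold 0, 0 and 15. Of the transcripts in the study's DAVID tables 38 passed, 37 with RLE scaling, 28 without the filter and 7 by limma-voom.

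For each comparison of 3 mice with 3, the libraries can be split in 10 ways, too few for a share under 0.05. The highest count in a split other than the real one was 1, 1, 1, 1, 1 for 56Fe, 2, 1, 0, 0, 0 for 16O, 0, 1, 3, 0, 1 for 28Si for transcripts, 2, 5, 1, 0, 1 for 56Fe, 1, 2, 0, 0, 0 for 16O, 1, 1, 0, 0, 0 for 28Si for genes and 16, 13, 16, 15, 26 for 56Fe, 13, 21, 20, 15, 25 for 16O, 13, 12, 23, 22, 22 for 28Si for gene lists, at 1, 2, 4, 9 and 12 months. For the direct differences between ions it was 0, 0, 1, 1, 0 for 56Fe minus 16O, 1, 0, 0, 2, 0 for 56Fe minus 28Si, 1, 1, 1, 0, 0 for 16O minus 28Si for genes and 6, 4, 2, 1, 1 for 56Fe minus 16O, 2, 1, 2, 2, 0 for 56Fe minus 28Si, 1, 2, 2, 3, 3 for 16O minus 28Si for transcripts, also of 10 splits. For the differences between time points, draws of control and ion labels within each time point gave a count of genes as large as the real one in 1 of 100 (108 against at most 47 in the others) for 56Fe, 5 of 100 (103 against at most 753 in the others) for 16O and 5 of 100 (10 against at most 35 in the others) for 28Si, and a count of transcripts as large in 1 of 100 (105 against at most 81 in the others) for 56Fe, 11 of 100 (59 against at most 200 in the others) for 16O and 3 of 100 (94 against at most 121 in the others) for 28Si. Chance was thus excluded at a share of 0.05 for 56Fe genes and for 56Fe and 28Si transcripts, and not for 16O genes, 28Si genes or 16O transcripts. A draw called 753 genes for 16O, several times the real count. It kept all 6 real labels at 1 month and reversed all 6 at 9 months, so its count also holds the group differences of those times. At 12 months it set 16O replicates 1 and 3 and control replicate 1 against 16O replicate 2 and control replicates 2 and 3, and 848 of its 1124 calls over pairs of time points involved 12 months. Without 16O replicate 2 at 12 months, the library farthest from its group in correlation, that draw called 294 genes and the real labels 165, and 2 of 100 draws were as large as the real one. Whether a structure of the samples other than the groups also lies behind that draw was not traced.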

Differences from the paper's values

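Numbers of differentially expressed transcripts, of unannotated transcripts that pass and of transcripts shared by all time points differed from the paper's, and no test in this part was chosen after the values were seen except where said. The paper's thresholds, an adjusted p of at most 0.05 and a fold of at least 2, are used for the counts, but the paper tested raw counts with edgeR, whereas the deposited values are RPKM and were tested with limma.

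For 56Fe at 1, 2, 4, 9 and 12 months the paper's totals are 695, 662, 679, 718, 564, with 304, 300, 325, 374, 304 up and 391, 362, 354, 344, 260 down, and limma called 1, 7, 0, 8, 3, with 0, 5, 0, 3, 1 up and 1, 2, 0, 5, 2 down. For 16O at 1, 2, 4, 9 and 12 months the paper's totals are 710, 615, 588, 602, 796, with 384, 298, 328, 332, 504 up and 326, 317, 260, 270, 292 down, and limma called 4, 0, 0, 16, 0, with 3, 0, 0, 9, 0 up and 1, 0, 0, 7, 0 down. For 28Si at 1, 2, 4, 9 and 12 months the paper's totals are 849, 699, 902, 679, 628, with 407, 319, 400, 381, 328 up and 442, 380, 502, 298, 300 down, and limma called 11, 4, 70, 25, 0, with 4, 0, 37, 11, 0 up and 7, 4, 33, 14, 0 down. Of the alternatives set before the data were examined, none brought any of these counts within 1.5 times the paper's, namely RLE and upper-quartile scaling, no filter on low values, at least 1 RPKM in 3 libraries, the 12 libraries of a time point, all 60 libraries, the replicate block, limma-voom, no fold threshold, gene sums and each library left out; the highest count among them was 246 (28Si 1 month, all 60 libraries). An unadjusted p under 0.05 with a fold of at least 2, chosen after seeing the values, gave 923, 880, 789, 1237 and 649 for 56Fe, 1066, 890, 617, 952 and 755 for 16O, 1385, 749, 1097, 961 and 894 for 28Si; it comes within 1.5 times the paper's total in every comparison except 56Fe at 9 months, 16O at 1 month, 16O at 9 months and 28Si at 1 month. Of the 1746 entries in the paper's DAVID tables, 606 meet that unadjusted criterion and the rest are dropped, 752 having passed the filter on low values.

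The paper lists 67, 95 and 81 unannotated transcripts as differentially expressed after 56Fe, 16O and 28Si, all of which stand in the deposited table, and 0, 0 and 5 of them passed in the comparison under which they are listed. No alternative set before the data were examined brought these numbers within 1.5 times the paper's; for 28Si no filter on low values gave 6 and leaving out 28Si replicate 2 gave 7, and RPKM as deposited, chosen after seeing the values, gave 6. Transcripts shared by all 5 time points number about 2 in Fig. 1f, about 1 in Fig. 3f and about 3 in Fig. 5f, read by eye, and limma called 0 at all 5 times for each ion, also without the filter on low values and with no fold threshold, the alternatives that were run for it.

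The paper's pathway directions come from IPA on its own transcript calls, and the counts here come from fixed lists of target genes, which is not the same measure. For 56Fe the paper has acute phase signalling inhibited at 9 months, where of the positive acute phase genes 28 of 34 were higher (median log2 fold change 0.37) and of the paper's own molecules, chosen on these samples, 12 were higher and 7 lower (median 0.08), and activated at 1 month, where 3 rose and 0 fell of 33, the direction the paper states. It has PPARα signalling activated after 56Fe at 1 month, where 1 rose and 4 fell of 31, and inhibited at 4 months, where 2 rose and 0 fell of 30, and at 2 and 9 months, where the lists lay in the direction the paper states: at 2 months 27 of 28 were lower and limma called 0 (12 at an unadjusted p under 0.05, 0 by limma-voom), and at 9 months 0 rose and 11 fell of 32. The paper has PPARα signalling activated 1 and 9 months after 16O, where 0 rose and 5 fell of 31 and 0 rose and 6 fell of 32; of its own PPARα molecules 4 were higher and 10 lower (median -0.11) and 1 were higher and 9 lower (median -0.28) at these times, and after 56Fe 5 were higher and 5 lower (median 0.00) at 1 month, 7 were higher and 3 lower (median 0.11) at 4 months and 11 were higher and 7 lower (median 0.30) at 9 months. For LXR signalling, which the paper gives as activated at 1 month after each ion, 0 rose and 1 fell of 17 target genes after 56Fe, 0 rose and 3 fell of 17 after 16O and 0 rose and 1 fell of 17 after 28Si; of the paper's own LXR/RXR molecules, chosen on these samples, 9 were higher and 7 lower (median 0.10) after 56Fe, 9 were higher and 7 lower (median 0.10) after 16O and 6 were higher and 11 lower (median -0.08) after 28Si. The paper has acute phase signalling inhibited 1 month after 16O and after 28Si, where 3 rose and 0 fell of 33 after 16O, and after 28Si 25 of 32 were higher (median log2 fold change 0.23) and limma called 0 (13 at an unadjusted p under 0.05, 1 by limma-voom), whereas of the paper's own molecules 5 were higher and 6 lower (median -0.04) after 16O and 6 were higher and 7 lower (median -0.01) after 28Si, medians in the direction the paper states; for 28Si at 9 months it has the pathway activated, and at 4 and 12 months inhibited. At 4 months 0 rose and 1 fell of 34 and 2 of 34 were higher (median log2 fold change -0.78), in the direction the paper states. At 9 months 33 of 34 were higher (median log2 fold change 0.75) and limma called 0 (0 at an unadjusted p under 0.05, 0 by limma-voom), with Saa1 in 28Si replicate 2 at 9834 RPKM against 93.9 and 124 in the other 2 libraries. At 12 months 2 of 34 were higher (median log2 fold change -0.62) and limma called 0 (9 at an unadjusted p under 0.05, 0 by limma-voom). The sign of the paper's z-score, where it is given and is not 0, was also that of the median of the fixed list in 7 of 12 comparisons for acute phase signalling, 4 of 11 comparisons for PPARα signalling and 3 of 12 comparisons for LXR signalling, and that of the median of the paper's own molecules in 7, 5 and 7, a tally added after the values were seen.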

Other observations

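Genes with higher levels in female than in male mouse liver were lower at 9 months after 56Fe and 16O, in male mice. Of 7 tested, 5 fell after each of the 2 ions, Acot3, Cyp2b9, Cyp2a4, Hao2 and Cyp3a44 (after 56Fe 0 rose and 6 fell adjusted over the list alone, after 16O 0 rose and 6 fell adjusted over the list alone), with median log2 fold changes of -3.38 and -3.31 (adjusted p = 1.61e-06 from camera, and adjusted p = 0.850 with an estimated correlation after 56Fe). Cyp2a4, a steroid hydroxylase, had 10.7 ± 8.01 RPKM (SD, n = 3) in control mice and 0.175 ± 0.175 RPKM (SD, n = 3) in 56Fe mice. Cyp2a4 had a log2 fold change of -5.15 (standard error 0.631, adjusted p = 0.0202 from limma), and adjusted p 0.0670 without 56Fe replicate 1 and 0.0968 without 56Fe replicate 2, and it was not tested without control replicate 1, control replicate 2 or control replicate 3. The number that fell was 1, 0 and 3 without control replicates 1 to 3 and 0, 1 and 5 without 56Fe replicates 1 to 3 for 56Fe. After 28Si the median was -2.44 and limma called 0 of 7, with 4 at an unadjusted p under 0.05, 0 by limma-voom and 3 adjusted over the list alone. Target genes of the xenobiotic receptors CAR and PXR moved at the same time, 1 rose and 6 fell of 19 after 56Fe and 0 rose and 5 fell of 18 after 16O (2 rose and 6 fell adjusted over the list alone and 2 rose and 10 fell adjusted over the list alone). Both lists hold Cyp2b9 and Cyp3a44. Of all 9-month 56Fe calls of list members and study-named genes, 5, 0 and 45 of 55 tested passed without control replicates 1 to 3. Without 56Fe replicates 1 to 3, 1, 4 and 52 of 57 passed. For 16O the numbers were 25, 10 and 18 of 36 without control replicates 1 to 3 and 28, 20 and 23 of 39 without 16O replicates 1 to 3. Por, the electron donor of the P450 enzymes, had log2 fold changes of -0.94 at 4 months and 1.00 at 9 months after 56Fe (adjusted p = 0.0398 and 0.0279 from limma; adjusted p 0.0524 to 0.205 without any 1 library other than control replicate 2 at 4 months, and adjusted p 0.0697 to 0.126 without any 1 library other than control replicate 3 and 56Fe replicate 3 at 9 months). Of genes of nuclear-encoded oxidative phosphorylation, 3 of 35 fell at 9 months after 56Fe, Atp5c1, Ndufb8 and Sdhc (21 adjusted over the list alone, median -0.30, adjusted p = 2.33e-09 from camera, and adjusted p = 0.850 with an estimated correlation). They are among the list members whose 56Fe calls were all lost without control replicate 2, wherever they were tested. These 9-month changes share the control mice whose place is weighed with the genes common to 56Fe and 16O.

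Some genes of bile acid metabolism and of the daily rhythm passed. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had 118 ± 35.8 RPKM (SD, n = 3) in control mice and 29.0 ± 6.56 RPKM (SD, n = 3) in 56Fe mice. Cyp7a1 had a log2 fold change of -1.98 (standard error 0.212, adjusted p = 0.0140 from limma) at 4 months, and adjusted p 0.0713 without 56Fe replicate 2. Nr0b2, which encodes the repressor SHP, had 17.7 ± 6.52 RPKM (SD, n = 3) in control mice and 5.21 ± 2.14 RPKM (SD, n = 3) in 56Fe mice. Nr0b2 had a log2 fold change of -1.73 (standard error 0.222, adjusted p = 0.00663 from limma) at 1 month, a call kept without each of the 6 libraries. Of 17 genes of bile acid metabolism 2 fell at 1 month and 1 at 4 months after 56Fe, and 0 rose (0 rose and 2 fell adjusted over the list alone at 1 month, 4 rose and 1 fell adjusted over the list alone at 4 months). As a list they had a median log2 fold change of -0.10 at 1 month (adjusted p = 0.133 from camera) and 0.15 at 4 months, with 13 of 17 higher (adjusted p = 0.0154 from camera, and adjusted p = 0.850 with an estimated correlation). Among clock genes 2 rose and 0 fell of 21 at 4 months after 56Fe, Arntl and Clock (4 rose and 11 fell adjusted over the list alone), and 3 rose and 1 fell of 21 at 1 month after 16O, among them Usp2 and Dbp, which rose, and Nr1d1, which fell (6 rose and 3 fell adjusted over the list alone). Tat, a liver enzyme of tyrosine breakdown, was lower 1 month after 56Fe and 16O (log2 fold changes -1.26 and -1.09, adjusted p = 0.0264 and 0.0191 from limma; adjusted p 0.0633 without control replicate 2, 0.138 without 56Fe replicate 2 and 0.104 without 56Fe replicate 3 for 56Fe and adjusted p 0.0720 without 16O replicate 1 for 16O), and so was Sds, a serine dehydratase, after each ion (-0.99, -0.74 and -0.98 for 56Fe, 16O and 28Si, adjusted p = 0.00917, 0.0176 and 0.0145 from limma; adjusted p 0.0732 without 56Fe replicate 2 and 0.0531 without 56Fe replicate 3 for 56Fe, adjusted p 0.0735 without 16O replicate 1, 0.0543 without 16O replicate 2 and 0.0545 without 16O replicate 3 for 16O and adjusted p 0.0642 without control replicate 1, 0.0675 without control replicate 2 and 0.0909 without 28Si replicate 3 for 28Si).

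DNA damage and scar formation gave few calls after any ion. Of genes of the DNA damage response limma called 0 in each of the 15 comparisons (23 to 25 tested, 0 to 3 at an unadjusted p under 0.05, 0 by limma-voom and 0 to 1 adjusted over the list alone), and of genes of hepatic fibrosis and matrix 0 as well (17 to 20 tested, 0 to 5 at an unadjusted p under 0.05, 0 to 1 by limma-voom and 0 to 1 adjusted over the list alone). Of the p53 target genes 1 rose and 1 fell of 19 at 9 months after 56Fe, Plk3 and Ccng1 (1 rose and 5 fell adjusted over the list alone), and 0 rose and 1 fell of 19 at 9 months after 16O, Bbc3 (0 rose and 4 fell adjusted over the list alone). Ccng1 had a log2 fold change of -0.52 (adjusted p = 0.0340 from limma; adjusted p 0.0917 to 0.139 without any 1 library other than control replicate 3 and 56Fe replicate 3), and in the other comparisons limma called 0 p53 targets, with 1 to 6 at an unadjusted p under 0.05 and 0 by limma-voom.

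The step from 2 to 4 months moved genes in every group, controls included. Between 2 and 4 months 1130 genes differed in control mice, 1294 in 56Fe, 1718 in 16O and 1078 in 28Si mice (limma, adjusted p of at most 0.05 and a fold of at least 2), against 50, 21, 2 and 83 between 1 and 2 months. The median percentage of mapped reads in transcripts in controls went from 58.7 to 81.5 over the same step, and the leading principal component of all libraries held 39.8% of the variance. Cdh1, which encodes E-cadherin, had an effect at 9 months minus that at 12 months of 2.67 (adjusted p = 1.18e-04) after 56Fe, 3.03 (adjusted p = 7.48e-06) after 16O and 3.26 (adjusted p = 9.48e-07) after 28Si on the log2 scale, from the limma interaction contrast. Fgf21 had 4.64 (adjusted p = 0.00345) at 4 minus 9 months after 56Fe in the same fit. The 9-month value of Cdh1 shifted against other times by -1.93 on the log2 scale in control mice. In 56Fe, 16O and 28Si mice it shifted by 0.32, 0.55 and 0.41. Much of the Cdh1 contrasts thus lies in the controls that the 3 ions share.

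Fold changes of 2 ions share their control mice, which alone gives a correlation near 0.501. At 1 month the covariance of the 56Fe and 16O fold changes was 0.0644 against 0.0267 for unchanged groups simulated against the same controls, that of 56Fe and 28Si 0.0180 and that of 16O and 28Si 0.00584. At 12 months the 3 covariances, 0.0504, 0.0388 and 0.0230 in the same order, all lay under the simulated 0.0759.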
